# ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers

**DOI:** 10.1186/s12915-022-01407-y

**Published:** 2022-09-25

**Authors:** Jake J. Reske, Mike R. Wilson, Brooke Armistead, Shannon Harkins, Cristina Perez, Joel Hrit, Marie Adams, Scott B. Rothbart, Stacey A. Missmer, Asgerally T. Fazleabas, Ronald L. Chandler

**Keywords:** ARID1A, SWI/SNF, H3.3, NuRD, Variant histone, Chromatin, Gene expression, Remodeling, Endometrium, Endometrioma

## Abstract

**Background:**

SWI/SNF (BAF) chromatin remodeling complexes regulate lineage-specific enhancer activity by promoting accessibility for diverse DNA-binding factors and chromatin regulators. Additionally, they are known to modulate the function of the epigenome through regulation of histone post-translational modifications and nucleosome composition, although the way SWI/SNF complexes govern the epigenome remains poorly understood. Here, we investigate the function of ARID1A, a subunit of certain mammalian SWI/SNF chromatin remodeling complexes associated with malignancies and benign diseases originating from the uterine endometrium.

**Results:**

Through genome-wide analysis of human endometriotic epithelial cells, we show that more than half of ARID1A binding sites are marked by the variant histone H3.3, including active regulatory elements such as super-enhancers. ARID1A knockdown leads to H3.3 depletion and gain of canonical H3.1/3.2 at ARID1A-bound active regulatory elements, and a concomitant redistribution of H3.3 toward genic elements. ARID1A interactions with the repressive chromatin remodeler CHD4 (NuRD) are associated with H3.3, and ARID1A is required for CHD4 recruitment to H3.3. ZMYND8 interacts with CHD4 to suppress a subset of ARID1A, CHD4, and ZMYND8 co-bound, H3.3+ H4K16ac+ super-enhancers near genes governing extracellular matrix, motility, adhesion, and epithelial-to-mesenchymal transition. Moreover, these gene expression alterations are observed in human endometriomas.

**Conclusions:**

These studies demonstrate that ARID1A-containing BAF complexes are required for maintenance of the histone variant H3.3 at active regulatory elements, such as super-enhancers, and this function is required for the physiologically relevant activities of alternative chromatin remodelers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01407-y.

## Background

The SWI/SNF complex remodels chromatin through ATP-dependent DNA sliding, H2A/H2B dimer eviction, and nucleosome ejection functions [1–3]. SWI/SNF remodeling activities open chromatin and promote accessibility for other DNA-binding factors and chromatin regulators [4, 5]. SWI/SNF complex composition is heterogeneous and cell type dependent [6]. SWI/SNF regulates lineage-specific enhancer activity through multiple mechanisms [7]. Protein subunit architecture contributes to SWI/SNF complex specificity through specialized cofactor interactions. The activities of chromatin remodelers and associated machinery are known to modulate the epigenome by regulating histone post-translational modifications and nucleosome composition [5]. Multiple chromatin remodeler complexes are often observed at the same genomic loci and can perform redundant, cooperative, or antagonistic transcriptional regulatory roles [8].

Subunits within the mammalian SWI/SNF (BAF) chromatin remodeler complex are mutated across an estimated 20% of all human cancers [9]. Tissue-specific propensities for mutations in certain SWI/SNF subunits are also evident [10]. ARID1A (BAF250A) is the most frequently mutated SWI/SNF subunit [11]. ARID1A is the largest SWI/SNF subunit and acts as a structural scaffold for other subunits in certain SWI/SNF complexes [12, 13]. ARID1A also exhibits essential DNA-binding activity albeit in a non-sequence-specific manner [14, 15]. Defects in chromatin accessibility and higher-order chromatin structure are thought to underlie ARID1A and SWI/SNF mutant pathogenesis at least partially [16, 17]. Uterine endometrial cancer displays high rates of ARID1A mutation, with roughly 40% of cases showing loss of ARID1A expression [18, 19]. ARID1A mutations and loss of expression are also observed in deeply invasive forms of endometriosis, which is characterized by ectopic spread of the endometrium [20–22]. ARID1A mutations are also common in endometriosis-associated ovarian cancers [23, 24].

In the endometrial epithelium, we have previously shown that ARID1A normally promotes epithelial identity by repressing the expression of mesenchymal and invasion genes, through promoter-proximal and distal chromatin interactions that affect transcriptional activity [25–27]. In particular, we have found that ARID1A-dependent repression of super-enhancer activity plays critical roles in the maintenance of epithelial identity in the endometrium [25–27]. Other reports have demonstrated that ARID1A and SWI/SNF can function as a repressor, often through interactions with repressive machinery [15, 28–30]. Although nucleosome structure and histone post-translational modifications are suspected mechanisms, it remains poorly understood how SWI/SNF governs the epigenome.

Here, we reveal a mechanism by which ARID1A maintains histone variant H3.3 in active chromatin. This regulation is required for binding of the SWI/SNF-like CHD4 (NuRD) remodeler complex and linked to the CHD4-interacting multivalent histone reader ZMYND8, notably at a subset of super-enhancers. We finally reveal that this mechanism of ARID1A, H3.3, CHD4, and ZMYND8 co-repression targets physiologically relevant genes involved in epithelial-to-mesenchymal transition (EMT) and cellular invasion, and these genes are aberrantly upregulated in human endometriomas. Altogether, our studies reveal a role for ARID1A-containing SWI/SNF complexes in the maintenance of H3.3, and, at a subset of physiologically relevant target genes, H3.3, ARID1A, CHD4, and ZMYND8 are required for transcriptional repression.

## Results

### ARID1A regulates H3.3-associated active chromatin

Our previous studies have demonstrated that ARID1A promotes epithelial characteristics in immortalized 12Z human endometriotic epithelial cells at both the transcriptional and phenotypic levels, such that ARID1A loss leads to epithelial-to-mesenchymal transition (EMT) and enhanced migration and invasion [25, 27]. ARID1A loss in 12Z recapitulates many of the molecular and cellular features observed in ARID1A-deficient endometrial epithelia in vivo [25, 27]. Altogether, 12Z cells represent a model system to explore physiological roles for ARID1A in epigenomic regulation.

Histone H3.3 is a variant of canonical H3 with known ties to active chromatin and transcriptional regulation [31, 32]. Like ARID1A, H3.3 has also been observed to mark and regulate active enhancers [33–36]. We investigated the relationship between ARID1A binding and H3.3 in 12Z cells. To measure genome-wide H3.3 localization, we performed H3.3 chromatin immunoprecipitation followed by sequencing (ChIP-seq) in control 12Z cells (*n* = 2 IP replicates). Significant H3.3 enrichment was observed at 40,006 genomic regions (Fig. 1A). Intronic, intergenic, and promoter-TSS regions comprised the vast majority of H3.3 enrichment sites (Fig. 1A). H3.3 ChIP-seq peaks were 1830 bp in width on average and ranged from <500 bp to >10 kilobases (Fig. 1B). Intersecting H3.3 ChIP-seq peaks with our previously published ARID1A ChIP-seq data from these cells [25] revealed that over half of each peak set overlapped (Fig. 1C), a 16.9-fold over-representation genome-wide (Fig. 1D).

**Fig. 1:**
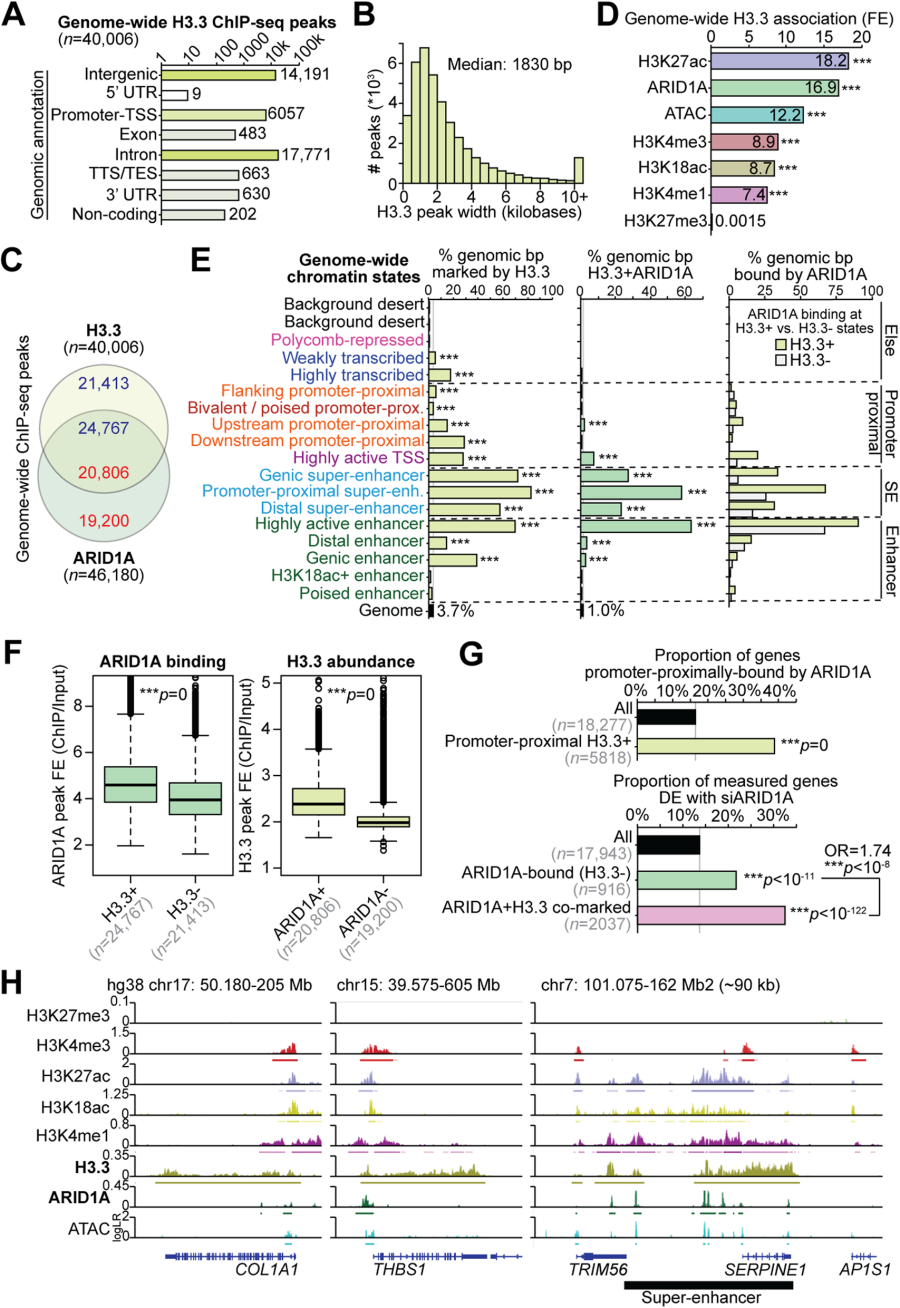
Genome-wide analysis of H3.3-ARID1A chromatin co-regulation. **A** Genomic annotation of 40,006 genome-wide H3.3 ChIP-seq peaks in 12Z cells (*n* = 2). **B** Distribution of H3.3 peak widths. Median H3.3 peak width is 1830 bp. **C** Genome-wide overlap of ARID1A and H3.3 ChIP-seq peaks. **D** Genome-wide association between H3.3 and other previously measured chromatin features, per genomic bp, quantified as [observed / expected]. Statistic is hypergeometric enrichment. **E** Enrichment for H3.3 and ARID1A co-regulation across 18 chromatin states previously modeled via *ChromHMM* [27]. Left, enrichment of H3.3 peaks; center, enrichment of H3.3+ARID1A binding; right, enrichment of ARID1A binding at sites with vs. without H3.3. Statistic is hypergeometric enrichment. **F** Left, ARID1A binding levels (ChIP/input fold-enrichment, FE) at H3.3+ vs. H3.3− ARID1A peaks. Right, H3.3 abundance (ChIP/input fold-enrichment) at ARID1A+ vs. ARID1A− H3.3 peaks. Statistic is two-tailed, unpaired Wilcoxon’s test. **G** Top, enrichment of H3.3 at genes promoter-proximally bound by ARID1A. Bottom, enrichment of ARID1A+H3.3 co-binding at genes DE following ARID1A loss (siARID1A treatment). Statistics are hypergeometric enrichment test and pairwise two-tailed Fisher’s exact test. **H** Example hg38 browser shots of genes and regulatory elements co-regulated by H3.3 and ARID1A. *y*-axis is log-likelihood ratio (logLR) of assay signal (compared to input chromatin for ChIP-seq or background genome for ATAC-seq). Small bars under tracks indicate significant peak detection by *MACS2* (FDR < 0.05). Super-enhancers were detected by *ROSE* from H3K27ac ChIP-seq. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

We previously constructed a genome-wide chromatin state map accompanying ARID1A loss in 12Z cells via *chromHMM* [37] by measuring seven chromatin features associated with transcriptional regulation: total RNA, ATAC (accessibility), H3K27ac, H3K18ac, H3K4me1, H3K4me3, and H3K27me3 [27]. Similar to our previous reports of ARID1A regulated chromatin states, genomic H3.3 enrichment was highly associated with all active, euchromatic features, but not heterochromatic H3K27me3 (Fig. 1D). Annotating H3.3 enrichment in each of our characterized chromatin states revealed that H3.3 is associated with similar regulatory chromatin states as ARID1A binding, most notably super-enhancers and active typical enhancers (Fig. 1E, left). In agreement, co-regulation by H3.3 and ARID1A was most prominently observed at these same chromatin states (Fig. 1E, center). Next, we examined ARID1A binding at H3.3-marked vs. H3.3-absent chromatin sub-states and found that ARID1A binding was associated with H3.3 at promoter-proximal and genic super-enhancers and active transcription start sites (TSS) (Fig. 1E, right). Upon further investigation of ARID1A and H3.3 genome-wide binding patterns, we observed that genome-wide ARID1A peaks showed overall stronger ARID1A binding when H3.3 was also localized, and H3.3 was overall more abundant at genome-wide H3.3 peaks also bound by ARID1A (Fig. 1F). These data indicate that ARID1A and H3.3 may co-regulate active chromatin elements like enhancers and gene promoters.

We previously reported that ARID1A chromatin binding near gene promoters is associated with transcriptional regulation, such that ARID1A loss leads to aberrant gene expression [25]. Our H3.3 data further revealed that ARID1A binding at promoter-proximal regulatory elements is highly enriched among genes marked by promoter-proximal H3.3 (Fig. 1G, top), indicating that ARID1A transcriptional regulation may be coupled with H3.3. Moreover, the 2037 genes co-marked by ARID1A and H3.3 in the promoter-proximal region (±3 kb surrounding TSS) were more likely to show differential expression (DE) following ARID1A loss than genes without promoter-proximal H3.3 (Fig. 1G, bottom). In addition, locus-scale investigation clearly showed that ARID1A and H3.3 often co-mark active chromatin regulatory elements, which infrequently also includes gene body coating by H3.3, such as at *COL1A1*, *THBS1*, and *SERPINE1* (Fig. 1H). These data collectively suggest H3.3 may be linked to transcriptional regulatory activity by ARID1A at the level of chromatin.

### ARID1A chromatin interactions maintain H3.3

To understand the relationship between ARID1A and H3.3, we depleted ARID1A from 12Z cells using lentiviral shRNA particles targeting ARID1A (shARID1A) then measured H3.3 by ChIP-seq. Our differential H3.3 ChIP-seq analysis (shARID1A vs. non-targeting shRNA control, *n* = 2) indicated that nearly 1/3 of tested H3.3 regions showed significant differences in H3.3 abundance (*csaw*/*edgeR*, FDR < 0.05) at 72 h following ARID1A knockdown (Fig. 2A, Additional file 1: Fig. S1A). We noted that ARID1A knockdown in 12Z cells did not result in obvious changes in global H3.3 levels by immunoblotting of the histone fraction (Additional file 1: Fig. S1B), suggesting any effects are likely occurring at the level of chromatin. This is further supported by our previously reported 12Z ARID1A knockdown RNA-seq data [25] indicating that the dominantly expressed H3.3-encoding gene isoform, *H3F3B*, does not change in expression (Additional file 1: Fig. S1C). We then investigated how ARID1A chromatin binding may be directly associated with the observed changes in H3.3 following ARID1A loss. Strikingly, ARID1A-bound differential H3.3 regions almost exclusively lost H3.3 and rarely gained H3.3 (Fig. 2B). Corroborating this result, we also profiled canonical H3.1/3.2 histone levels by ChIP-seq (*n* = 2) and observed that ARID1A-bound, H3.3-marked chromatin regions gain H3.1/3.2 (Fig. 2C). While 33% of all tested H3.3 regions had detectable ARID1A binding, 81% of the 8418 shARID1A decreasing H3.3 regions were normally bound by ARID1A, as opposed to only 3% of the 11,059 shARID1A increasing H3.3 regions (Fig. 2D). These results indicate that ARID1A interactions with H3.3 chromatin may serve to promote H3.3 incorporation or maintain its stability. When ARID1A is mutated, H3.3-marked regions shift toward canonical H3.1/3.2.

**Fig. 2:**
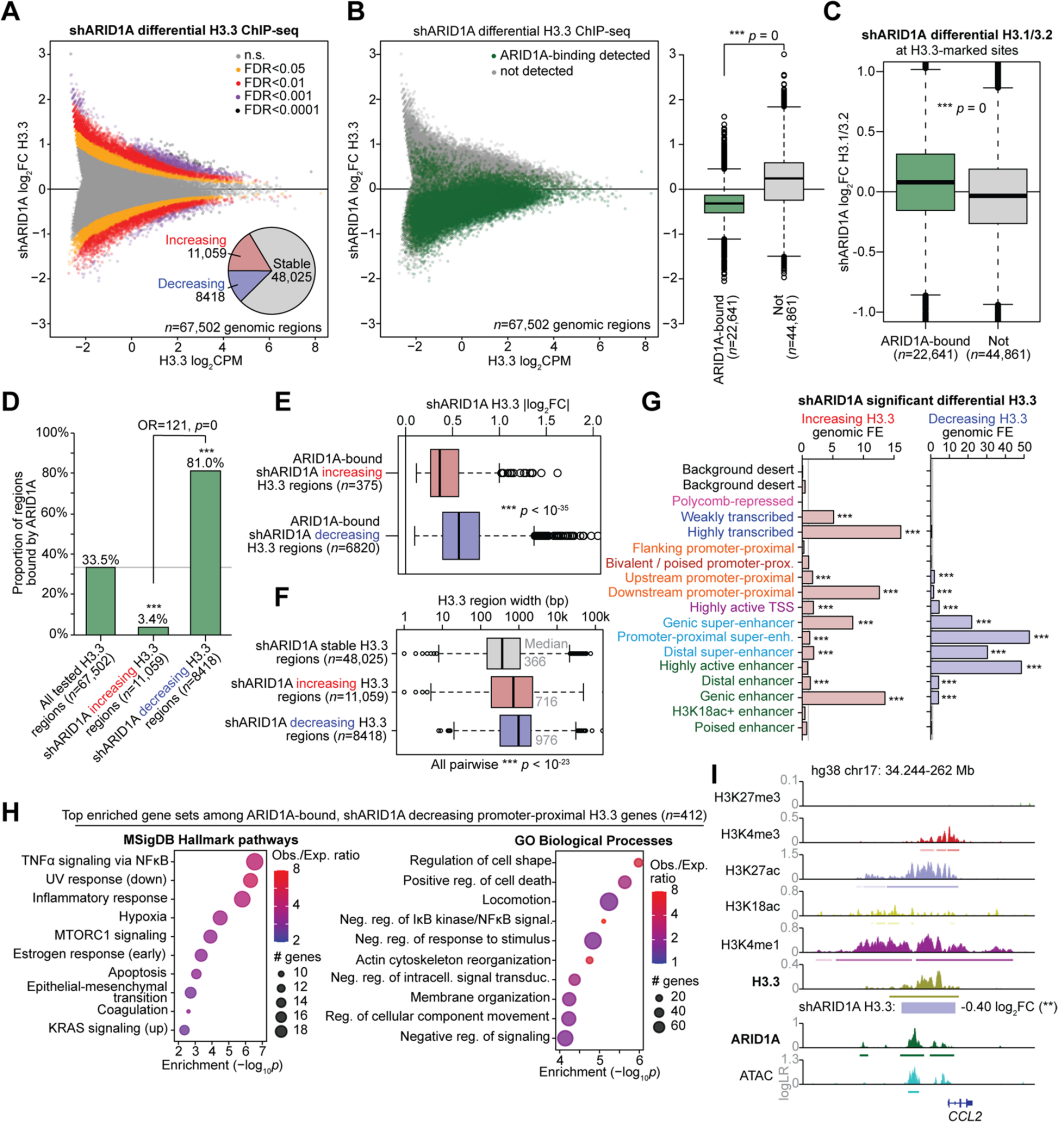
Genome-wide analysis of ARID1A-dependent H3.3. **A** MA plot of shARID1A vs. control differential H3.3 ChIP-seq (*n* = 2), across 67,502 tested genomic regions. Regions are colored based on shARID1A differential H3.3 significance. Inset pie chart depicts distribution of significantly increasing and decreasing H3.3 regions (*csaw*/*edgeR* FDR < 0.05) compared to stable H3.3 (FDR > 0.05). FDR < 0.05 was used as the significance threshold for all downstream analyses. **B** shARID1A differential H3.3 regions segregated by detection of ARID1A binding in wild-type cells. Left, MA plot with all genome-wide H3.3 tested regions, colored by ARID1A binding status. Right, box plot quantification of shARID1A log_2_FC H3.3 abundance, segregated by ARID1A binding status. Statistic is two-tailed, unpaired Wilcoxon’s test. **C** Analysis of canonical H3 (H3.1/3.2) changes (ChIP-seq, *n* = 2) at H3.3-marked genomic regions following ARID1A knockdown (shARID1A), segregated by ARID1A binding status as in **B**. Statistic is two-tailed, unpaired Wilcoxon’s test. **D** Enrichment of ARID1A binding detection at regions with decreasing H3.3 following ARID1A loss compared to all tested H3.3 regions. Statistics are hypergeometric enrichment test and pairwise two-tailed Fisher’s exact test. **E** Magnitude of H3.3 change (log_2_FC) among ARID1A-bound, shARID1A significantly decreasing vs. increasing H3.3 regions. Statistic is two-tailed, unpaired Wilcoxon’s test. **F** Distribution of H3.3-enriched region widths among shARID1A stable vs. increasing vs. decreasing H3.3 regions. Statistic is two-tailed, unpaired Wilcoxon’s test. **G** Chromatin state enrichment among shARID1A increasing and decreasing H3.3 regions, calculated per 200 bp genomic interval. Statistic is hypergeometric enrichment. **H** Top 10 significant (FDR < 0.05) enriched Hallmark pathways (left) and GO Biological Process gene sets (right) among genes with ARID1A-bound, shARID1A decreasing promoter-proximal H3.3. **I** Representative hg38 locus near *CCL2* displaying H3.3 maintained by ARID1A chromatin interactions. *** *p* < 0.001

We further characterized the changes in H3.3 occurring following ARID1A loss. Globally, we found that typical enhancers (distal regions marked by H3K27ac and ATAC, >3 kb away from a TSS and excluding super-enhancers) were enriched for shARID1A-driven H3.3 alterations as compared to gene promoter-proximal regions and super-enhancers (Additional file 1: Fig. S1D). Intriguingly, gene promoter-proximal regions displayed both decreasing and increasing H3.3, whereas distal typical enhancers and super-enhancers almost exclusively lost H3.3 if significantly affected (Additional file 1: Fig. S1E). Among ARID1A-bound genomic H3.3 regions, shARID1A decreasing H3.3 regions tended to display greater differences in H3.3 abundance than shARID1A increasing H3.3 regions (Fig. 2E), supporting a role for ARID1A in promoting maintenance of H3.3 rather than limiting it. Regions that displayed shARID1A decreasing H3.3 also tended to have overall wider genomic footprints than increasing or stable H3.3 regions (Fig. 2F). In agreement with where ARID1A-H3.3 co-regulation is most frequently observed, chromatin state enrichment analysis indicated that ARID1A loss led to depletion of H3.3 at promoter-proximal super-enhancers and highly active enhancers, while increasing H3.3 was observed over actively transcribed gene bodies (Fig. 2G). From the 412 genes we identified with ARID1A-bound, shARID1A decreasing promoter-proximal H3.3, we found significant enrichment for inflammatory, hypoxia, apoptosis, locomotion, and EMT pathways, such as *CCL2* (Fig. 2H,I). These data suggest that ARID1A maintains H3.3 at active regulatory elements such as enhancers and super-enhancers, and, when ARID1A is lost, redistribution of H3.3 occurs toward active genes already marked by H3.3.

### H3.3 depletion phenocopies transcriptional effects of ARID1A loss

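Human 12Z cells, an endometriotic epithelial cell line, were transfected with 50 nM of non-targeting control siRNA or of siRNA targeting H3F3B, and mRNA was sequenced 72 h later from 3 replicates per group. The authors trimmed the reads, aligned them to hg38 with STAR and deposited the number of read pairs assigned to each GENCODE gene in each library, without normalization. Between 21189135 and 27167045 read pairs were counted on genes in the control libraries, with a median of 21418111. In the siH3F3B libraries the counts ranged from 24260855 to 30606360, with a median of 27875111. Counts were normalized for library size by edgeR's TMM method. DE genes were called on these 6 libraries with edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p-value under 0.001, among the 21560 genes with a mean of at least 1 count per library. The paper's own test was DESeq2 with independent hypothesis weighting. In counts simulated from these libraries, only genes with a mean of at least 50 counts were changed. The edgeR test recovered 51 of 67 genes changed by 0.5 on the log2 scale and 66 of 66 genes changed by 1. A change much smaller than 0.5 can therefore pass undetected with 3 libraries per group. Recovery among genes with fewer counts was not simulated.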

We next sought to determine the transcriptional consequences of H3.3 loss in endometrial epithelia. 

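H3.3 is encoded by 2 genes. H3F3B (ENSG00000132475.10) lies on chromosome 17 of hg38 from 75776434 to 75785893, on the minus strand. H3F3A (ENSG00000163041.9) lies on chromosome 1 from 226061851 to 226072019, on the plus strand. In control cells H3F3B had 15091 ± 117 normalized counts (SD, n = 3) and H3F3A had 393 ± 16.8 (SD, n = 3). The ratio of H3F3B to H3F3A was 38.4 ± 1.87 (SD, n = 3), and 15.2 ± 0.739 per base of the canonical transcript. The H3F3A value is uncertain, because STAR counts uniquely mapped read pairs and 94.0% of the 50-base sequences in the H3F3A transcript occur at 2 or more places in hg38. For H3F3B this share was 11.9%.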

We hypothesized that *H3F3B* could be knocked down to reduce H3.3 levels for acute transcriptome evaluation without impeding cell health (Fig. 3A). Using siRNA targeting *H3F3B* (siH3F3B), we observed H3.3 depletion by immunoblotting without affecting the cell cycle (Fig. 3B, Additional file 1: Fig. S2A-B). 

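H3F3B had 2013 ± 84.7 normalized counts (SD, n = 3) after siH3F3B, which was 13.3% of the control mean. The log2 fold change was -2.92 (standard error 0.033, adjusted p = 4.69e-53 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every siH3F3B library had fewer H3F3B counts than every control library. With each library left out in turn, the log2 fold change stayed between -2.94 and -2.88. H3F3A had 427 ± 38.2 normalized counts (SD, n = 3) after siH3F3B, with a log2 fold change of 0.11 (standard error 0.081, adjusted p = 0.41 from the same test), a difference within the spread between replicates. The share of H3F3A sequence that is not unique in hg38 limits this value too. In total 1623 genes were DE, of which 707 were upregulated and 916 were downregulated. The test's threshold moved this count most, to 3654 genes at an adjusted p-value under 0.05. Without control replicate 3 the count was 1022.

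**Figure D1:**
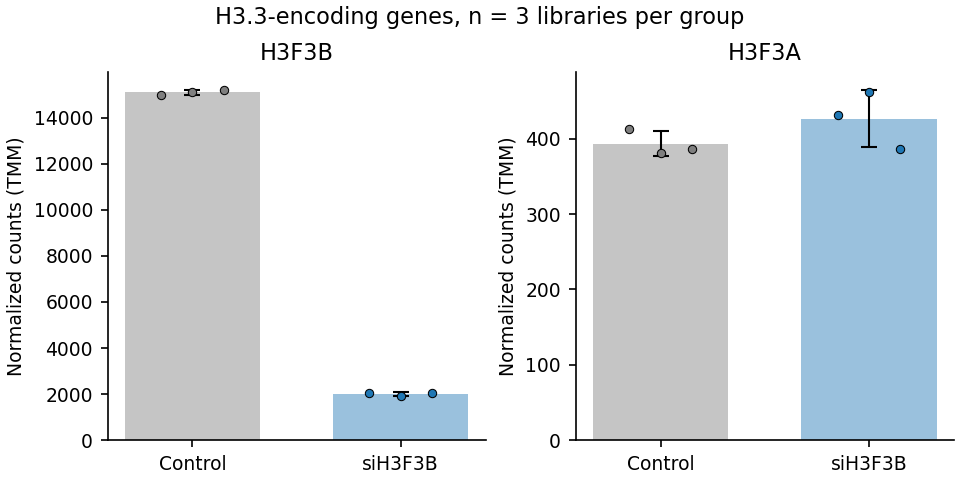
Normalized counts (TMM) of H3F3B and H3F3A in control and siH3F3B cells. Bars show the mean, error bars the SD and points the 3 libraries of each group. H3F3B fell to 13.3% of the control mean, while the H3F3A groups overlap.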

RNA-seq transcriptome analysis (*n* = 3) 72 h following siRNA transfection showed clear loss of *H3F3B* expression, but not *H3F3A*, accompanying 1608 significant DE genes (*DESeq2*, FDR < 0.001) including those both upregulated (repressed by H3.3) and downregulated (activated by H3.3) (Fig. 3C–E). As expected, we also observed highly significant enrichment for H3.3-dependent transcriptional changes among genes marked by promoter-proximal H3.3 (Additional file 1: Fig. S2C). Similar to our previous observations with acute ARID1A loss [25], depletion of H3.3 led to mostly minor alterations in gene expression, with the majority of DE genes displaying <0.5 log_2_FC expression change (Fig. 3E). These data indicate H3.3 serves both activating and repressing roles in transcriptional regulation of endometrial epithelial cells.

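Among the 1623 DE genes of siH3F3B cells, 1298 had an absolute log2 fold change below 0.5. That is 80.0% of the DE genes, with a 95% Wilson confidence interval from 78.0% to 81.9%. The median absolute log2 fold change of the DE genes was 0.30, and 51 genes changed by more than 1. Leaving out control replicate 3 moved the share most, to 72.4%. The share depends on detection as well as on effect size, since a test on 3 libraries per group misses part of the small changes.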

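The 707 upregulated genes had a median log2 fold change of 0.26, and the 916 downregulated genes had a median of -0.33. In 704 of the upregulated and 914 of the downregulated genes, every siH3F3B library lay on the same side of every control library, which chance gives for 10% of genes that are not selected. These were selected as DE on the same libraries. Among genes with a mean of at least 50 counts whose groups did not overlap, TNFSF15, CLSTN2 and ESM1 increased most, with log2 fold changes of 1.37, 1.36 and 1.28. Apart from H3F3B, the lowest log2 fold changes were those of the lncRNA gene ENSG00000260725 at -1.61 and of CHRM2 at -1.59. The adjusted p of CHRM2 was 1.04e-14 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the downregulated genes with an annotated 3' UTR, 39.6% held in it GCCACTA or GGGTGAT, a pair of 7-base sequences that also occur in the 3' UTR of H3F3B, against 13.0% of the upregulated genes and 12.6% of the other genes tested. The pair was picked for low t-values in these same fold changes, so the shares describe that choice and are no test of it. The paper reads its siH3F3B data as indicating activating as well as repressing roles of H3.3 in transcription in these cells.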

**Fig. 3:**
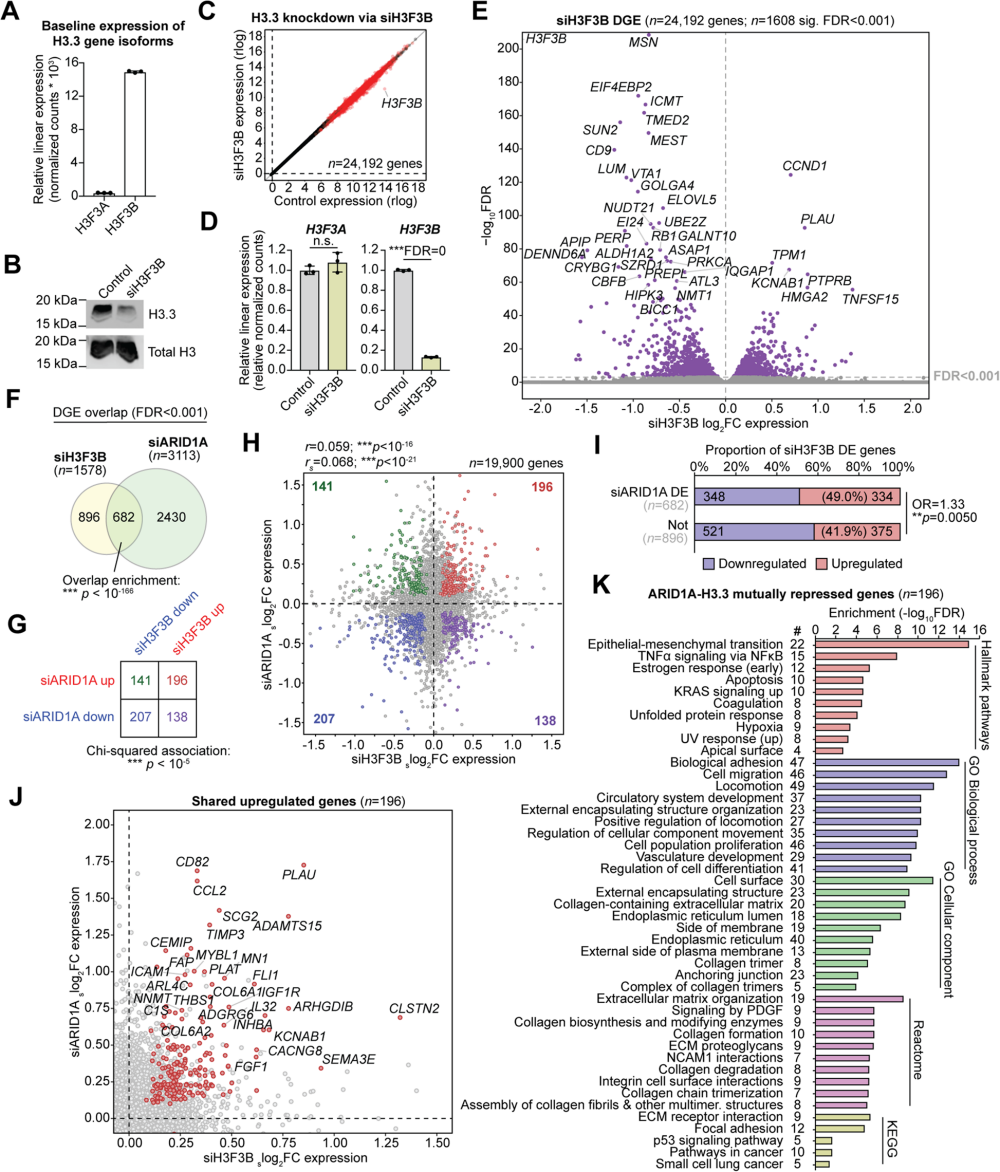
Transcriptional effects of H3.3 depletion and overlap with ARID1A. **A** Baseline relative linear expression of *H3F3A* (*H3-3A*) and *H3F3B* (*H3-3B*) gene isoforms encoding H3.3, as measured by RNA-seq (*n* = 3). **B** Western blot for H3.3 and total H3 in control vs. siH3F3B treated cells. **C** Global transcriptomic effects of 24,192 genes following H3.3 knockdown via siH3F3B treatment (RNA-seq, *n* = 3). Red dots represent significant DE genes (*DESeq2*, FDR < 0.001). **D** Relative linear expression of *H3F3A* and *H3F3B* by RNA-seq in control and siH3F3B cells (*n* = 3). **E** Volcano plot depicting siH3F3B vs. control differential gene expression (DGE). Top significant genes are labeled. **F** Significant overlap in DE genes following H3.3 knockdown (siH3F3B) vs. ARID1A knockdown (siARID1A). Statistic is hypergeometric enrichment. **G** Directional segregation of siH3F3B/siARID1A overlapping DE genes. A positive association is observed by chi-squared test, i.e., genes are more likely to be upregulated or downregulated in both conditions as opposed to antagonistic regulation. **H** Scatter plot of siH3F3B vs. siARID1A expression log_2_FC (with shrinkage correction) for all 19,900 transcriptome-wide commonly detected genes. Statistics are Pearson (*r*) and Spearman (*r*_s_) correlation coefficients. Colored dots indicate significant DE genes (FDR < 0.001) in both treatment conditions. **I** Association between H3.3 transcriptional repression (siH3F3B upregulation) and transcriptional co-regulation by ARID1A (siARID1A DE). Statistic is two-tailed Fisher’s exact test. **J** Scatter plot of 196 shared DE genes upregulated following knockdown of either H3.3 or ARID1A. These genes are mutually repressed by H3.3 and ARID1A. **K** Top significant (FDR < 0.05) enriched gene sets among the 196 ARID1A-H3.3 mutually repressed genes among various gene set databases

Comparing the gene expression changes following H3.3 loss with those following ARID1A loss, we observed significant overlap, with 682 shared dysregulated genes (Fig. 3F). These 682 genes were then grouped by direction of change (upregulated vs. downregulated) to identify genes with the same or different expression patterns following ARID1A vs. H3.3 loss. A significant association was observed between the effects of H3.3 and ARID1A loss indicating shared transcriptional consequences (Fig. 3G). Gene expression changes also positively correlated transcriptome-wide (Fig. 3H). Intriguingly, the 682 genes also affected by ARID1A loss were more likely to be transcriptionally repressed by H3.3 (Fig. 3I). In total, 196 genes were identified as mutually repressed by both ARID1A and H3.3, including *PLAU*, *ADAMTS15*, *C1S*, *CD82*, *CCL2*, and *CLSTN2* (Fig. 3J). 

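The siH3F3B arm of this comparison was tested here, and the siARID1A data were not analysed here. PLAU (ENSG00000122861.15) had 2680 ± 31.4 normalized counts in control cells and 4872 ± 223 in siH3F3B cells (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.036, adjusted p = 9.1e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ADAMTS15 rose from 454 ± 52.0 to 792 ± 82.9 normalized counts (SD, n = 3 each), by 0.79 on the log2 scale. CLSTN2 rose from 123 ± 26.8 to 315 ± 25.1 normalized counts (SD, n = 3 each), by 1.36 on that scale. CD82 and CCL2 had smaller increases, with log2 fold changes of 0.34 for each gene. The smallest increase was that of C1S, from 3032 ± 91.7 to 3285 ± 134 normalized counts (SD, n = 3 each). Its log2 fold change of 0.11 had an adjusted p of 0.0387 from the same edgeR test, which does not pass 0.001, although every siH3F3B library was above every control library. All 29 genes labelled in Fig. 3J had a log2 fold change above 0 with siH3F3B, and 28 of them passed 0.001, as did 28 adjusted over the list alone. The study chose these genes on the same libraries, so the last count is not independent evidence.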

In agreement with differential H3.3 patterns, these 196 co-repressed genes were enriched for similar gene sets as observed among the ARID1A-bound, shARID1A decreasing promoter-proximal H3.3 gene set, including EMT, TNFα signaling, estrogen response, apoptosis, adhesion, migration, extracellular matrix, and collagens (Fig. 3K). Altogether, these data suggest that ARID1A and H3.3 co-regulate similar target genes in endometrial epithelial cells. At the chromatin level, depletion or destabilization of H3.3 as a result of ARID1A loss may lead to the upregulation of a physiologically relevant set of EMT and invasion genes.

### ARID1A co-regulates H3.3 with CHD4 and ZMYND8

While our data implicate H3.3 in the ARID1A mutant endometrium, few reports have linked SWI/SNF activity to H3.3 containing nucleosomes [38, 39]. To gain insight into factors associated with H3.3 regulation by ARID1A, we used the ReMap2020 database of 165 million peak regions extracted from genome-wide binding assays [40]. For all 1135 transcriptional regulators included in this database, we calculated genome-wide associations for each set of factor peaks with H3.3-marked (H3.3+) vs. H3.3-absent (H3.3−) ARID1A binding. This analysis revealed that two zinc finger MYND-type proteins, ZMYND11 (BS69) and ZMYND8 (PRKCBP1, RACK7), were among the top co-regulators associated with H3.3+ ARID1A chromatin binding (Fig. 4A, OR = 2.93 and 2.43 for ZMYND11 and ZMYND8, respectively). These data suggest that H3.3 regulation by ARID1A may be mediated by these co-regulators. ZMYND11 and ZMYND8 are multivalent chromatin readers that are suggested to function as interfaces between histones and other chromatin regulator complexes like remodelers, writers, and erasers [41, 42]. Both proteins interact with H3/H4 acetylated tails through bromodomains and may show specificity toward or against H3.3-containing nucleosomes [42–45]. Numerous studies have shown ZMYND8 interacts with and can recruit the SWI/SNF-like repressive NuRD (Mi2-β) chromatin remodeler complex [41, 44, 46, 47], which contains HDACs and interacts with H3.3 [48]. CHD4, a central catalytic subunit of certain NuRD complex configurations, was also associated with H3.3+ ARID1A binding (OR = 1.82) in the ReMap2020 analysis. Like ARID1A, ZMYND8 has also been shown to suppress super-enhancer hyperactivation [49], and, more recently, ZMYND8 and ARID1A were identified in the same screen as key chromatin regulators of EMT [50]. Therefore, we investigated the potential roles of ZMYND8 and possible NuRD co-factors as mediators of the observed ARID1A-H3.3 co-regulation (Fig. 4B).

**Fig. 4:**
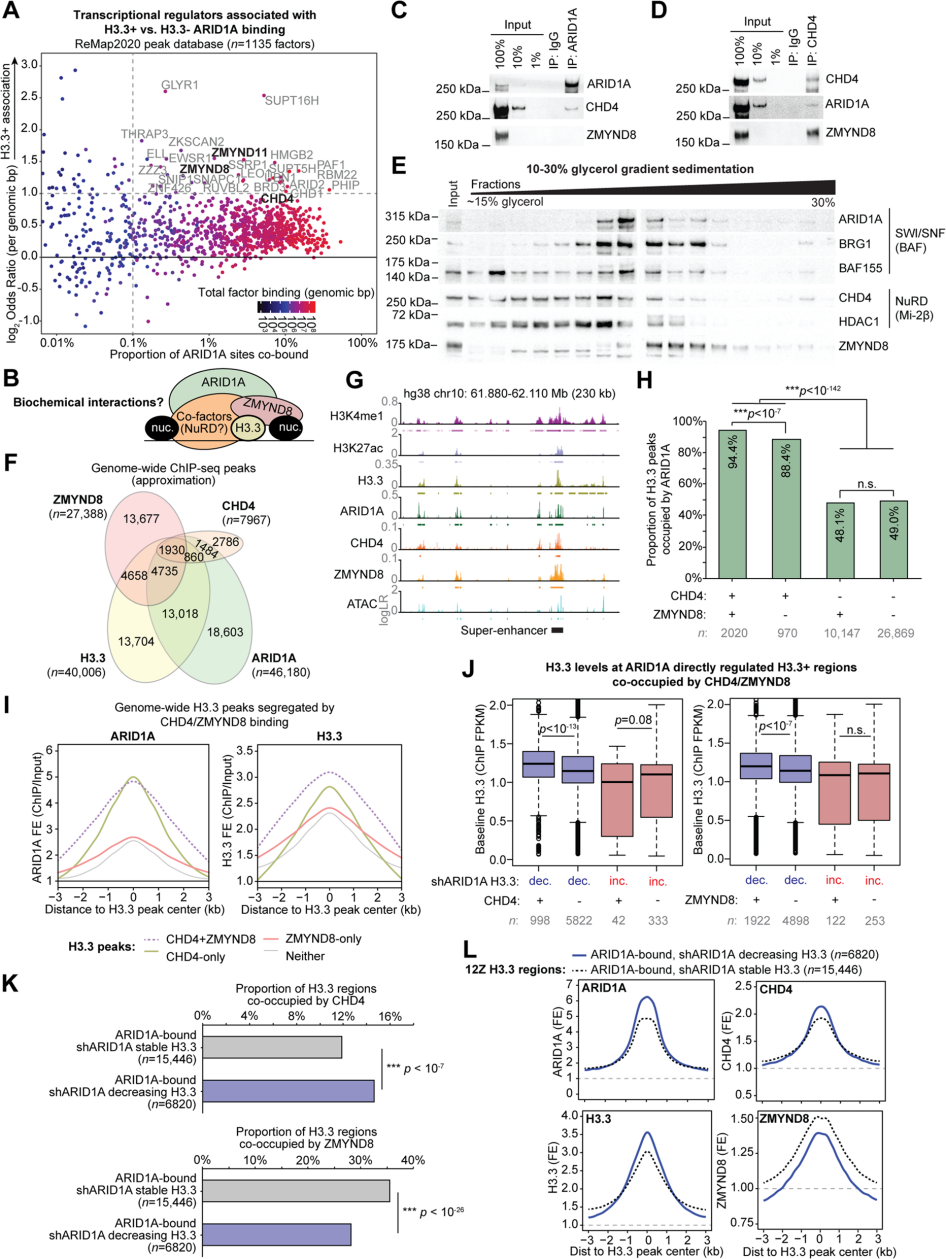
Characterization of ARID1A, CHD4, and ZMYND8 chromatin interactions co-regulating H3.3. **A** Genome-wide associations between ARID1A binding at H3.3+ vs. H3.3− regions for all 1135 transcriptional regulator peak sets included in the ReMap2020 peak database. Labeled factors exhibit an H3.3+ ARID1A binding association with genomic odds ratio >2 and overlap with >0.1% of ARID1A binding sites. ZMYND11 and ZMYND8 (bolded) are two of the top factors most associated with H3.3+ ARID1A binding. **B** Chromatin model schematic depicting hypothesized relationship between ARID1A-SWI/SNF and ZMYND8 co-regulation of H3.3, possibly mediated by co-factors. **C** ARID1A co-immunoprecipitation detecting physical interaction with NuRD catalytic subunit CHD4, but not ZMYND8. **D** CHD4 co-immunoprecipitation detecting physical interactions with both ARID1A and ZMYND8. **E** 10–30% glycerol gradient sedimentation and immunoblotting for SWI/SNF, NuRD, and ZMYND8. Relative fractions display native protein complexes transitioning from low molecular weight (left) to high molecular weight (right). Underlined fractions highlight potential interacting native complexes containing ZMYND8 and members of SWI/SNF (BAF) and NuRD (Mi-2β). **F** Genome-wide ChIP-seq (*n* = 2) peak overlaps between ARID1A, CHD4, ZMYND8, and H3.3. Peak numbers within the Euler diagram are approximations and not mutually exclusive due to varying peak sizes. **G** Example locus on chromosome 10 displaying ARID1A, CHD4, ZMYND8, and H3.3 co-regulation. **H** Enrichment for ARID1A co-regulation of H3.3 peaks bound by CHD4 and/or ZMYND8. Statistic is two-tailed Fisher’s exact test. **I** Average ChIP-seq signal density histograms for ARID1A (left) and H3.3 (right) at H3.3 peaks bound by CHD4 and/or ZMYND8. **J** H3.3 abundance (ChIP FPKM) at ARID1A-bound shARID1A differential H3.3 regions co-bound by CHD4 or ZMYND8. Statistic is two-tailed, unpaired Wilcoxon’s test. **K** Positive association between CHD4 binding (top) and negative association between ZMYND8 binding (bottom) and ARID1A maintenance of H3.3 chromatin, genome-wide. Statistic is two-tailed Fisher’s exact test. **L** Average ChIP-seq signal density histograms for ARID1A, H3.3, CHD4, and ZMYND8 across ARID1A-bound H3.3 regions that decreased or were stable with shARID1A

ARID1A co-immunoprecipitation (co-IP) using an anti-ARID1A antibody was first used to detect physical nuclear interactions with ZMYND8. We previously confirmed the specificity of the anti-ARID1A antibody by co-immunoprecipitation followed by mass spectrometry [25]. While ZMYND8 was not detected in the ARID1A pulldown following high salt washes (300 mM KCl), the NuRD catalytic subunit CHD4 was evident (Fig. 4C). We then hypothesized that CHD4-NuRD may serve as an interface between ARID1A and ZMYND8. A reciprocal CHD4 co-IP confirmed nuclear interactions with both ARID1A and ZMYND8 (Fig. 4D). Glycerol gradient sedimentation revealed native, high molecular weight nuclear fractions containing members of SWI/SNF, NuRD, and ZMYND8 (Fig. 4E). These data suggest that interactions between ARID1A and CHD4 could regulate H3.3 chromatin with support from ZMYND8.

We then examined genome-wide chromatin regulation by CHD4 and ZMYND8 in relation to ARID1A and H3.3. Genome-wide binding profiles of CHD4 and ZMYND8 were measured by ChIP-seq (*n* = 2). Roughly 2000 genomic regions were identified with H3.3 and all three chromatin regulators co-localized (Fig. 4F,G). Across all H3.3 peaks genome-wide, ARID1A binding was most strongly enriched at ZMYND8-CHD4 co-bound sites compared to sites occupied by either CHD4 or ZMYND8 alone (Fig. 4H). Notably, when CHD4 was absent, ARID1A binding at H3.3 sites did not correlate with the presence of ZMYND8 (Fig. 4H). These data suggest that CHD4 may be primarily associated with ARID1A regulation of H3.3 chromatin, while ZMYND8 may be a bystander with unique roles. We further investigated ARID1A binding and H3.3 abundance across H3.3 peaks segregated by the presence of CHD4/ZMYND8. ARID1A binding was again strongest at H3.3 peaks co-bound by CHD4 as opposed to those without CHD4 (Fig. 4I). H3.3 abundance was similarly highest at CHD4-bound peaks, although CHD4+ZMYND8 peaks showed the overall highest H3.3 levels (Fig. 4I). With respect to H3.3 regions dependent on ARID1A chromatin interactions, we observed that baseline H3.3 levels were significantly higher at regions that decreased in H3.3 following ARID1A knockdown if they were co-occupied by CHD4 or ZMYND8, but this was not observed at regions that gained H3.3 following ARID1A loss (Fig. 4J). Intriguingly, we observed that genome-wide H3.3 regions that are normally ARID1A-bound and decrease in H3.3 abundance following ARID1A knockdown are associated with CHD4 but not ZMYND8 (Fig. 4K). Moreover, genome-wide regions that lose H3.3 following ARID1A loss due to disrupted ARID1A chromatin interactions tend to have higher baseline levels of ARID1A, CHD4, and H3.3, but lower levels of ZMYND8 in comparison to stable H3.3 regions (Fig. 4L). Altogether, these results suggest CHD4 and ZMYND8 may be associated with H3.3+ chromatin regulation by ARID1A, but the chromatin logic underlying factor recruitment and functional regulation of H3.3 abundance remains to be elucidated.

### H3.3 maintenance by ARID1A is required for CHD4 binding at a subset of enhancers

Genome-wide binding data indicated that CHD4 is associated with ARID1A regulation of H3.3 chromatin. To further elucidate the role of CHD4 in this process, we first tested whether CHD4 knockdown (shCHD4) also led to changes in genome-wide H3.3 abundance by ChIP-seq (*n* = 2) (Fig. S3A). Differential H3.3 analysis indicated that CHD4 knockdown also led to significant (FDR < 0.05) increasing and decreasing H3.3 abundance across 9331 genomic regions (Fig. S3B), roughly half as many sites as observed following ARID1A loss. However, unlike ARID1A, CHD4 knockdown did not lead to uniform H3.3 depletion at CHD4-bound regions (Fig. S3C). Contrary to ARID1A, we observed a significant enrichment for CHD4 binding at regions that gained H3.3 following CHD4 knockdown, but not those that lost H3.3 (Fig. S3D). Unexpectedly, most sites that displayed changes in H3.3 abundance following CHD4 knockdown did not overlap with those regions changing following ARID1A knockdown (Fig. S3E). Regions that displayed shARID1A decreasing H3.3 were moderately enriched for shCHD4 increasing H3.3, and regions with shARID1A increasing H3.3 were highly enriched for shCHD4 decreasing H3.3 (Fig. S3F-I). Therefore, the effects of CHD4 loss are mostly opposite to the effects of ARID1A loss at the minority of sites where both factors influence H3.3 abundance. Collectively, these results suggest that CHD4 may regulate H3.3 abundance at certain genomic regions, but local CHD4 activity does not appear to be responsible for the observed changes in H3.3 following ARID1A loss.

We next examined if CHD4 binding or recruitment may be altered following ARID1A knockdown through ChIP-seq (*n* = 2). Out of 44,567 tested CHD4 binding sites, 1886 regions were detected with significant (FDR < 0.05) increasing CHD4 binding following ARID1A knockdown, and 1166 regions displayed decreased CHD4 binding (Fig. 5A). Strikingly, we also observed a slight global loss of CHD4 binding across ARID1A-bound sites following ARID1A knockdown, as was seen with H3.3 (Fig. 5B). This result suggests that ARID1A may also be required for CHD4 binding at certain genomic regions. Based on our genome-wide chromatin state model, ARID1A knockdown led to CHD4 depletion most specifically at active enhancers and super-enhancers (Fig. 5C). Like H3.3, 81.6% of shARID1A decreasing CHD4 binding regions were normally bound by ARID1A, while only 18.7% of shARID1A increasing CHD4 binding regions were ARID1A-bound (OR = 19.3, Fig. 5D). Importantly, shARID1A decreasing H3.3 was highly associated with regions displaying shARID1A decreasing CHD4 but not increasing CHD4 (Fig. 5E). Further analysis indicated that H3.3 is mostly ubiquitous at regions co-bound by CHD4-ARID1A and thus is not a specific mark of ARID1A-dependent CHD4 binding (Fig. 5F). ZMYND8 binding was less frequent at sites displaying ARID1A-dependent CHD4 binding (Fig. 5G). These data suggest that activities of ARID1A-SWI/SNF promote H3.3 incorporation in active chromatin independently of CHD4 and ZMYND8. Rather, CHD4 recruitment appears to be dependent upon ARID1A maintenance of H3.3 at enhancer elements—putatively through known histone H3.3 reader functions of CHD4.

**Fig. 5:**
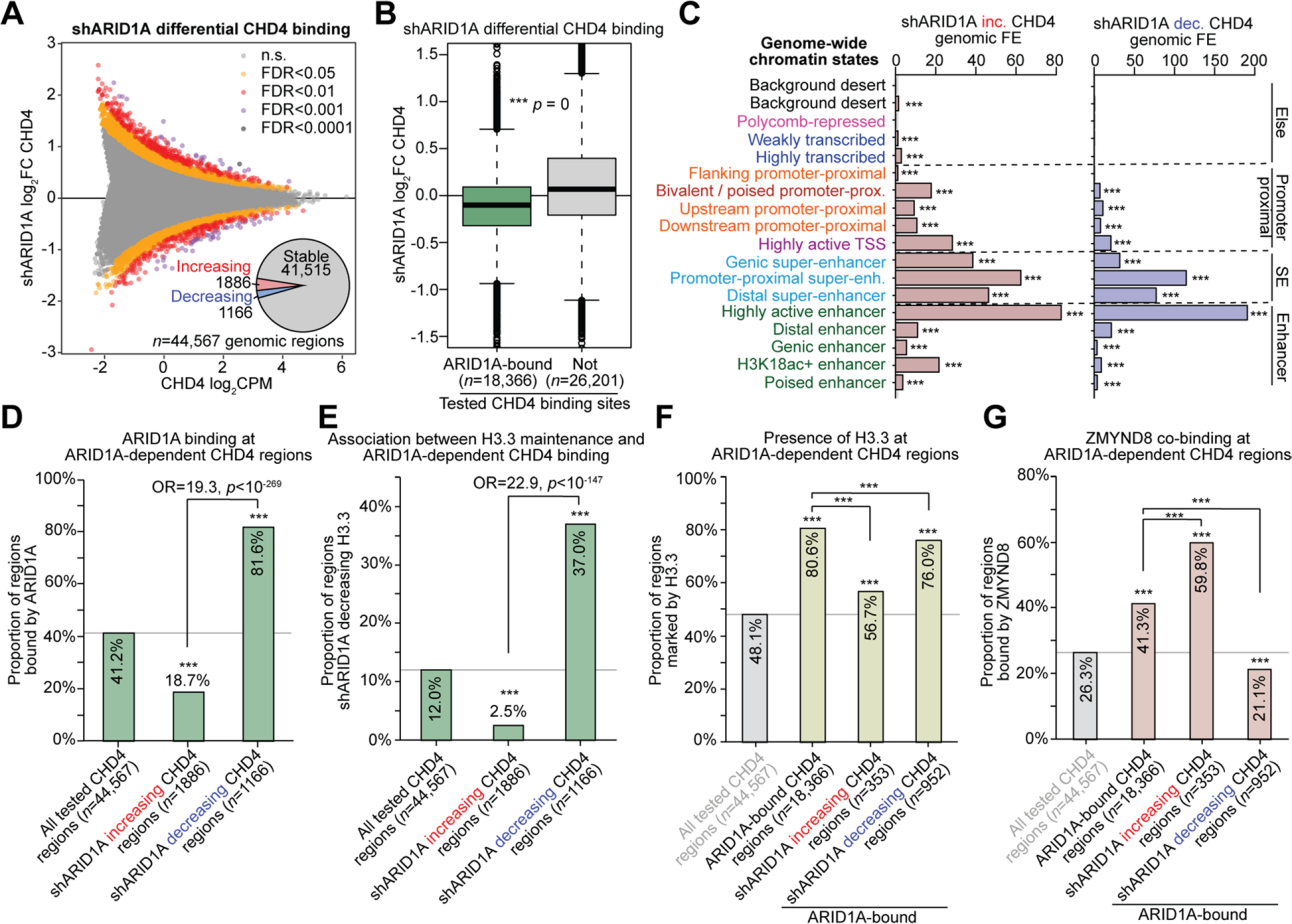
Genome-wide analysis of ARID1A-dependent CHD4 binding. **A** MA plot of shARID1A vs. control differential CHD4 ChIP-seq (*n* = 2), across 44,567 tested genomic regions of CHD4 binding. Regions are colored based on shARID1A differential CHD4 binding significance. Inset pie chart depicts distribution of significantly increasing and decreasing CHD4 regions (*csaw*/*edgeR* FDR < 0.05) compared to stable CHD4 (FDR > 0.05). FDR < 0.05 was used as the significance threshold for all downstream analyses. **B** Global analysis of ARID1A-dependent CHD4 binding based on presence of normal ARID1A binding. Box plot quantification of shARID1A log_2_FC CHD4 binding, segregated by ARID1A binding status. Statistic is two-tailed, unpaired Wilcoxon’s test. **C** Chromatin state enrichment among shARID1A increasing and decreasing CHD4 binding regions, calculated as observed/expected genomic fold-enrichment per genomic bp. Statistic is hypergeometric enrichment. **D** Enrichment of ARID1A binding detection at regions with decreasing CHD4 binding following ARID1A loss compared to all tested CHD4 binding sites. Statistics are hypergeometric enrichment test and pairwise two-tailed Fisher’s exact test. **E** Enrichment of ARID1A-dependent H3.3 maintenance (shARID1A decreasing H3.3 abundance) at regions with decreasing CHD4 binding following ARID1A loss compared to all tested CHD4 binding sites. Statistics are hypergeometric enrichment test and pairwise two-tailed Fisher’s exact test. **F** Associations between presence of H3.3 (wild-type peak) and ARID1A-bound, ARID1A-dependent CHD4 binding. Statistic is hypergeometric enrichment. **G** Associations between ZMYND8 co-binding (wild-type peak) and ARID1A-bound, ARID1A-dependent CHD4 binding. Statistic is hypergeometric enrichment. *** *p* < 0.001

### ARID1A, CHD4, and ZMYND8 suppress hyperactivation of a subset of H3.3-marked super-enhancers

Genome-wide analyses indicate that CHD4 often co-binds H3.3+ chromatin in an ARID1A-dependent manner, but the roles of ZMYND8 are unclear and may be chromatin context-specific at subsets of regulatory regions co-bound by all three factors. While ARID1A loss causes widespread H3.3 reduction in chromatin, we observed that ARID1A and H3.3 co-binding is most frequent at active enhancer and super-enhancer chromatin states. As such, we next examined ARID1A, CHD4, and ZMYND8 co-regulation of H3.3 at enhancer elements. At ARID1A-bound active distal enhancers, defined as accessible (ATAC+) H3K27ac peaks located >3 kb from an annotated TSS (Fig. 6A), ZMYND8 binding is associated with presence of CHD4, as expected (Fig. 6B). Moreover, ZMYND8 binding was detected at 84.6% of ARID1A+CHD4 super-enhancers (*n* = 507) as opposed to 63.2% of ARID1A+CHD4 typical enhancers (*n* = 2282) (Fig. 6B). Importantly, ARID1A, CHD4, and ZMYND8 co-binding at active enhancers is associated with presence of H3.3, and this association is greater at super-enhancers than typical enhancers (Fig. 6C). We previously observed that ARID1A suppresses H3K27-hyperacetylation at a subset of active super-enhancers [27]. ARID1A and CHD4 binding levels are not substantially different at suppressed super-enhancers that become hyperacetylated following ARID1A loss vs. those with stable acetylation (Fig. 6D). Strikingly, ZMYND8 binding and H3.3 abundance are significantly higher at suppressed super-enhancers that become hyperacetylated following ARID1A loss, as compared to those with stable or unchanged acetylation (Fig. 6D). These data indicate that ZMYND8 is associated with CHD4 and ARID1A most frequently at active H3.3-marked super-enhancers that are suppressed by ARID1A.

**Fig. 6:**
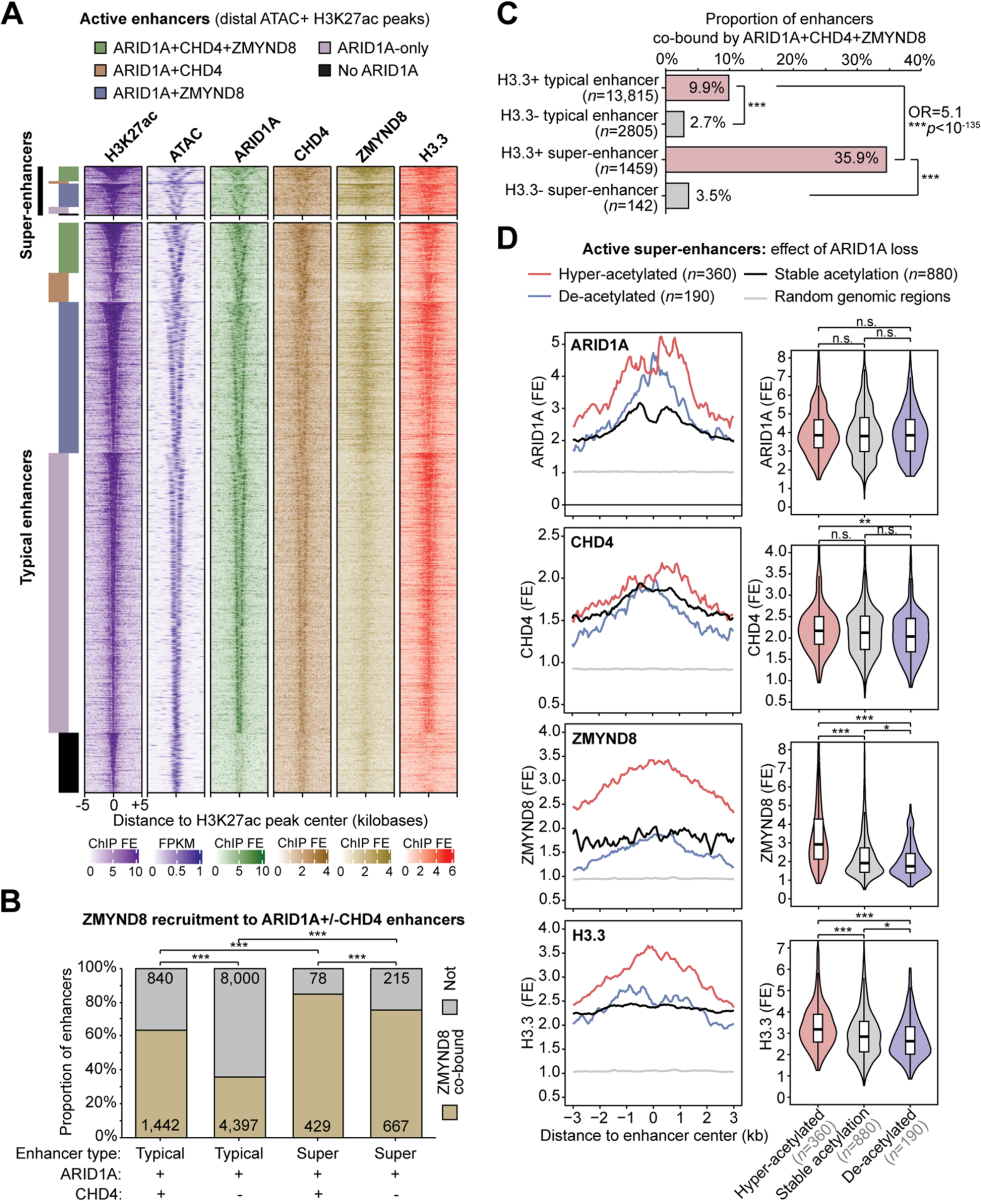
H3.3 enhancer regulation by ARID1A, CHD4, and ZMYND8. **A** Heatmap of chromatin features at 15,925 active typical enhancers and 1374 distal super-enhancer constituents (H3K27ac peaks co-marked by ATAC) segregated by ARID1A ± CHD4 ± ZMYND8 binding. Enhancers are centered on the H3K27ac peak, and signal is displayed as indicated for the flanking 5 kb in either direction. **B** ZMYND8 binding detection at ARID1A-bound typical and super-enhancers with or without CHD4 co-binding. Statistic is two-tailed Fisher’s exact test. **C** Association between ARID1A+CHD4+ZMYND8 co-binding at enhancers and presence of H3.3. H3.3+ super-enhancers show the most frequent co-binding. Statistic is two-tailed Fisher’s exact test. **D** Chromatin features at active super-enhancer constituents segregated by ARID1A loss-driven H3K27-acetylation dynamics: hyperacetylated, de-acetylated, or stably acetylated. Left, average ChIP-seq signal density histograms across enhancer classes. Right, violin plots quantifying signal (ChIP/input fold-enrichment) across enhancer classes. Statistic is two-tailed, unpaired Wilcoxon’s test

### ZMYND8 is associated with ARID1A and CHD4 chromatin repression toward H4K16ac

Our data indicate the ZMYND8 module appears to be associated H3.3-marked super-enhancers that are repressed by ARID1A. Histone tail reader functions of ZMYND8 are a plausible mechanism through its BRD, PWWP, and PHD domains, which interact with acetylated H3/H4 residues and methylated H3 residues [41]. Particularly, the ZMYND8 bromodomain was recently described to interact with acetylated H4 tails and recruit CHD4 to repress transcription following DNA damage [46]. However, NuRD also interacts with other histone substrates such as H2A.Z, which has been linked to H3.3-mediated transcriptional poising [33]. Of further relevance, P300 was recently shown to acetylate H2A.Z when stimulated by recognition of H4 acetylated residues through its bromodomain [51]. To better resolve our model of how ARID1A, CHD4, and ZMYND8 mediate H3.3 chromatin repression, we generated a more comprehensive genome-wide chromatin state model that contains 5 additional features related to reported ZMYND8 and NuRD activity that were profiled both before and after ARID1A knockdown: H3.3, pan-acetyl-H4 (K5/K8/K12/K16; pan-H4ac), H4K16ac, H2A.Z, and acetyl-H2A.Z (K4/K7; H2A.Zac) (Fig. 7A, Additional file 1: Fig. S4). Since the anti-H2A.Zac antibody (D3V1I, Cell Signaling) used in our assays has not been characterized for specificity toward acetylated H2A.Z containing peptides, we performed a histone peptide array [52] and found that it specifically recognizes H2A.Zac (Additional file 1: Fig. S5). The new 12-feature chromatin state model was quantitatively optimized at 25 chromatin states (see “Methods” for details) (Additional file 1: Fig. S6). The enhanced resolution of our model revealed new state identities such as H3.3+ poised bivalent promoter-proximal elements (state 8), H2A.Zac+ poised enhancers (state 14), and notably the segregation of upstream active promoter-proximal super-enhancers into H4(K16)ac+ (state 2) and negative (state 5) classes (Fig. 7A). We next determined states enriched for co-binding of ARID1A, CHD4, and ZMYND8 and ARID1A-bound, shARID1A decreasing H3.3 (Fig. 7B). Both upstream active promoter-proximal super-enhancer states (states 2 and 5) showed the strongest enrichment for ARID1A-bound, shARID1A decreasing H3.3, while ZMYND8 binding and ARID1A-CHD4-ZMYND8 co-binding was most enriched at the H4(K16)ac+ upstream active promoter-proximal super-enhancer class (state 2) (Fig. 7B).

**Fig. 7:**
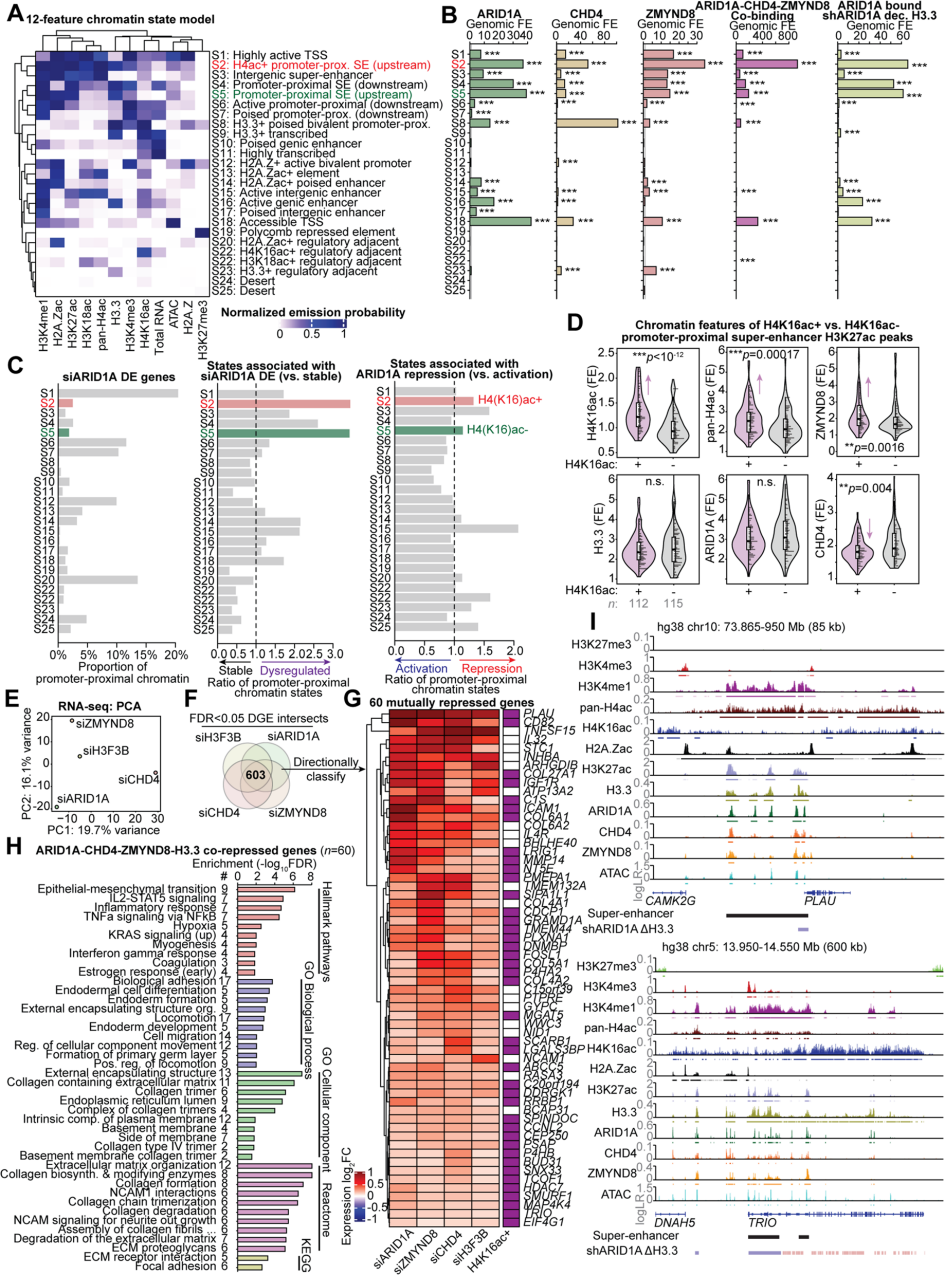
ZMYND8-mediated chromatin repression is associated with H4(K16)ac. **A** Heatmap of clustered, normalized feature emission probabilities, and associated functional annotation of the new 12-feature, genome-wide chromatin 25-state model. States (S_) are labeled based on order of normalized emission probability clustering. See “Methods” for details on optimal model selection. SE: super-enhancer. **B** Genomic fold-enrichment (FE) for ARID1A, CHD4, ZMYND8, co-binding, and shARID1A decreasing H3.3 among the 25 chromatin states. Statistic is hypergeometric enrichment test. **C** Modeled chromatin states among reference gene promoter-proximal regions (±3 kb around annotated TSS). Left, proportion of promoter-proximal chromatin for siARID1A DE genes (*DESeq2*, FDR < 0.0001) belonging to each of the 25 states. Center, ratio of promoter-proximal chromatin states associated with siARID1A DE genes (FDR < 0.0001) compared to stable genes (FDR > 0.05). Right, ratio of promoter-proximal chromatin states associated with ARID1A transcriptional repression (i.e., siARID1A upregulation) compared to activation (i.e., siARID1A downregulation). **D** Violin plots quantifying chromatin feature signal at H4K16ac+ (purple) vs. H4K16ac− (gray) promoter-proximal super-enhancer constituent H3K27ac peaks. Statistic is two-tailed, unpaired Wilcoxon’s test. **E** Principal component analysis (PCA) of RNA-seq expression log_2_FC (shrinkage-corrected) values for siCHD4, siZMYND8, siH3F3B, and siARID1A treatment conditions vs. controls (*n* = 3). In total, 1974 genes with _s_log_2_FC variance >0.1 were used for PCA. **F** Schematic of identifying mechanistic genes co-repressed by ARID1A, H3.3, CHD4, and ZMYND8, i.e., upregulated (*DESeq2*, FDR < 0.05) with siARID1A, siH3F3B, siCHD4, and siZMYND8 treatments. **G** Clustered heatmap of expression log_2_FC values for 60 co-repressed genes upregulated in all 4 knockdown conditions. Rightmost column demarcates presence of H4K16ac peaks over promoter-proximal region or gene body. **H** Top gene sets enriched (hypergeometric enrichment test, FDR < 0.05) among the 60 ARID1A-CHD4-ZMYND8-H3.3 co-repressed genes from various gene set databases. **I** Example target gene loci, *PLAU* and *TRIO*, marked by nearby H3.3+ super-enhancers within H4(K16)ac+ domains that are co-bound by ARID1A, CHD4, and ZMYND8, where ARID1A loss leads to significant depletion of H3.3 (ChIP-seq FDR < 0.05), and knockdown of ARID1A, H3.3, CHD4, or ZMYND8 leads to significant expression upregulation (RNA-seq FDR < 0.05)

We further investigated chromatin state identities at reference annotated gene promoter-proximal regions (±3 kb flanking TSS). As expected, the highly active TSS state (state S1) is the most prevalent promoter-proximal chromatin state identity at genes transcriptionally regulated by ARID1A (siARID1A DE genes), while upstream active promoter-proximal super-enhancer states (states 2 and 5) are relatively rare (Fig. 7C, left). However, comparing the promoter-proximal chromatin state identities across siARID1A DE vs. stable genes revealed that upstream active promoter-proximal super-enhancer states are associated with ARID1A transcriptional regulation (Fig. 7C, center). We further segregated promoter-proximal chromatin based on genes that are upregulated with siARID1A (i.e., repressed by ARID1A) vs. downregulated with siARID1A (i.e., activated by ARID1A). The H4(K16)ac+ active promoter-proximal super-enhancer state marked by high ARID1A-CHD4-ZMYND8 co-binding (state 2) showed stronger enrichment for ARID1A transcriptional repression than those without H4(K16)ac (state 5) (Fig. 7C, right). This supports a role for ZMYND8 in specifying transcriptional repression. In agreement, we also observed that chromatin accessibility suppressed by ARID1A chromatin interactions is associated with presence of H4 acetylation (Additional file 1: Fig. S7). Promoter-proximal super-enhancer H3K27ac peaks were next directly segregated by detection of H4K16ac (H4K16ac+, *n* = 112; H4K16ac−, *n* = 115). ARID1A binding and H3.3 abundance were not significantly different between H4K16ac stratified super-enhancers, but ZMYND8 binding was stronger at the H4K16ac+ regions, while CHD4 binding was lower at H4K16ac+ regions (Fig. 7D). Further, a correlation of measured chromatin features across all 227 promoter-proximal super-enhancer constituent enhancers supported that ZMYND8 binding is associated with acetylated H4 marks (Additional file 1: Fig. S8). These analyses collectively suggest that H4(K16)ac-marked promoter-proximal super-enhancers may recruit repressive ZMYND8 to co-regulate a subset of H3.3 marked sites, which are also bound by CHD4 and ARID1A.

To identify genes targeted by repressive regulation of H3.3 chromatin associated with ZMYND8, CHD4, and ARID1A, we also used siRNA to deplete CHD4 (siCHD4) and ZMYND8 (siZMYND8) followed by RNA-seq (*n* = 3) (Fig. 7E, Additional file 1: Fig. S9A-F). 

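Libraries of siZMYND8 cells, also 3 replicates at 50 nM and 72 h, were made in the same series as the siH3F3B libraries and share their 3 control libraries. The siCHD4 data were not analysed here. Between 25889097 and 30266027 read pairs were counted on genes per siZMYND8 library, with a median of 26893877. ZMYND8 (ENSG00000101040.19) lies on chromosome 20 of hg38 from 47209214 to 47356889. It had 2101 ± 124 normalized counts in control cells and 1157 ± 54.0 in siZMYND8 cells (SD, n = 3 each), which is 55.1% of the control mean. The log2 fold change was -0.86 (standard error 0.043, adjusted p = 4.95e-52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -0.91 and -0.83 with each library left out. Among 21679 genes with a mean of at least 1 count, 3457 were DE at an adjusted p-value under 0.001 in that test, 1563 upregulated and 1894 downregulated. Of the downregulated genes with an annotated 3' UTR, 37.5% held in it GCCAAGT or AACAGTT, a pair of 7-base sequences that also occur in the ZMYND8 coding sequence, against 20.0% of the upregulated genes and 21.2% of the others. The pair was picked for low t-values in the same fold changes, and the shares are therefore no test.

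**Figure D2:**
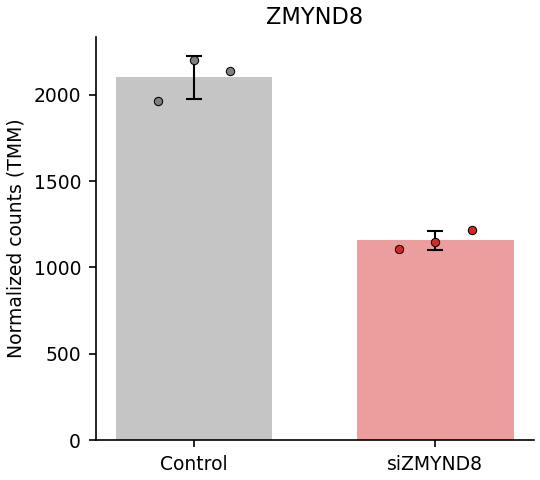
Normalized counts (TMM) of ZMYND8 in control and siZMYND8 cells. Bars show the mean, error bars the SD and points the 3 libraries of each group. Every siZMYND8 library lies below every control library.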

As expected, we observed enrichment of expression alterations following loss of ZMYND8 and CHD4 among genes with detected promoter-proximal binding by each factor (Additional file 1: Fig. S9G-H). To further support whether ZMYND8 is associated with transcriptional repression by ARID1A and H3.3, we investigated ZMYND8-mediated gene expression at siARID1A/siH3F3B DGE directional classes (refer to Fig. 3G,H). Indeed, siZMYND8 gene expression alterations were strongly enriched at genes mutually repressed by ARID1A and H3.3 compared to other gene classes, where ZMYND8 also functioned mostly as a repressor (Additional file 1: Fig. S9I).

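Of the genes repressed by both ARID1A and H3.3, the 29 labelled in Fig. 3J were examined in siZMYND8 cells. Of these, 21 were upregulated and 3 were downregulated at an adjusted p-value under 0.001, and 22 and 3 when adjusted over the list alone, a list that the study chose in part on the siH3F3B and control libraries. The median log2 fold change of the 29 genes was 0.46. ADAMTS15, ADGRG6, FGF1, MN1 and MYBL1 did not pass the threshold. The log2 fold change of ADAMTS15 was 0.14 (standard error 0.072, adjusted p = 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 downregulated genes were TIMP3, CLSTN2 and PLAT. TIMP3 had 2286 ± 125 normalized counts in control cells and 649 ± 46.6 in siZMYND8 cells (SD, n = 3 each), a log2 fold change of -1.82. CLSTN2 fell by 0.76 on the log2 scale, with an adjusted p of 1.21e-05 in that edgeR test, and of 0.00409 without control replicate 1, the highest of its alternatives, which start at 2.11e-06. The 3' UTRs of TIMP3 and CLSTN2 hold 1 and 2 copies of GCCAAGT. PLAT, with no copy, fell by 0.44. Of the other genes of Fig. 3J, INHBA, NNMT and FGF1 hold 1 copy each and did not fall, with log2 fold changes of 0.48, 0.31 and 0.13. PLAT, INHBA, NNMT and FGF1 were singled out after their values were seen. The paper states that ZMYND8 acted mostly as a repressor at the genes repressed by both ARID1A and H3.3.

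**Figure D3:**
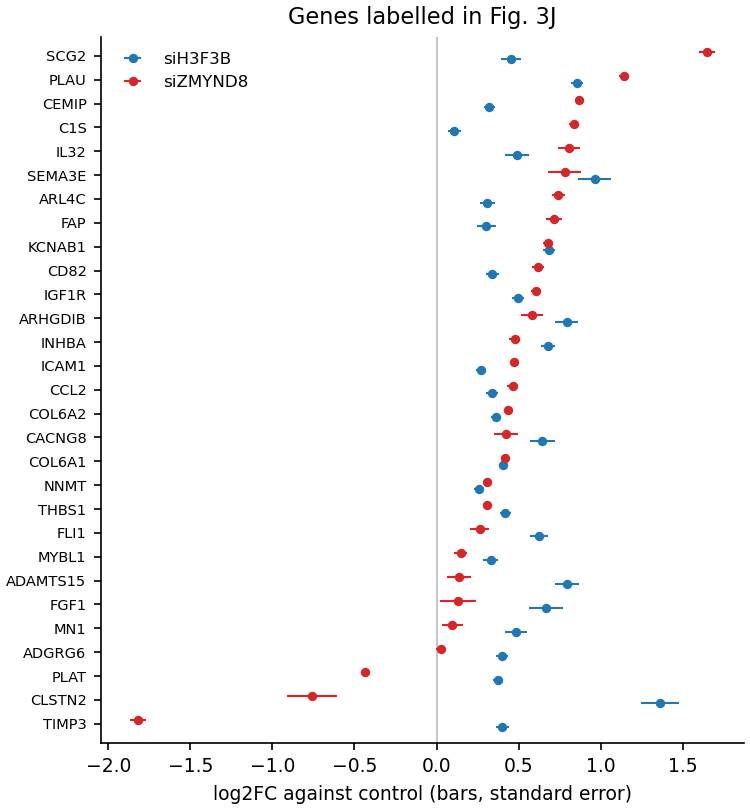
The log2 fold change against control of the 29 genes labelled in Fig. 3J, with siH3F3B and with siZMYND8. Points show the estimate and bars its standard error. The siH3F3B values lie above 0 for all 29 genes, and the siZMYND8 values of TIMP3, CLSTN2 and PLAT lie below 0.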

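The siH3F3B and siZMYND8 comparisons were overlapped here, and the siARID1A and siCHD4 data were not analysed here. Among 20846 genes tested in both, 803 were DE in both knockdowns at an adjusted p-value under 0.001, where 269 would overlap if the calls were independent (one-sided Fisher's exact test, odds ratio 6.11, p = 2.34e-229). Of the shared genes 266 were upregulated in both, 316 were downregulated in both and the other 221 changed in opposite directions. The share changed in the same direction was 72.5%, with a 95% Wilson interval from 69.3% to 75.5%. Both comparisons use the same 3 control libraries. In 20 simulations of unchanged groups against shared controls, at most 1 gene per run was DE for siH3F3B and 0 for siZMYND8. With so few calls, their 0 shared genes do not test the overlap. The log2 fold changes in these simulations had a correlation of 0.529 across genes and 67.4% of genes had the same sign. The observed correlation across the 12126 genes with a mean of at least 50 counts was 0.255 and the observed same-sign share was 59.5%, both below the simulated values, and genes are not independent replicates. In 20 further simulations, each knockdown's effects that passed 0.001 were shuffled among genes of similar expression. They had on average 1448 and 2856 DE genes, fewer than were called here, and shared 419 genes on average and 450 at most, with 50.7% changed in the same direction. Their correlation was 0.084 on average (0.074 to 0.097) and their same-sign share 61.0% (60.4% to 61.9%), so the observed correlation was above theirs and the observed same-sign share below. Without control replicate 3, 514 genes were shared.

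**Figure D4:**
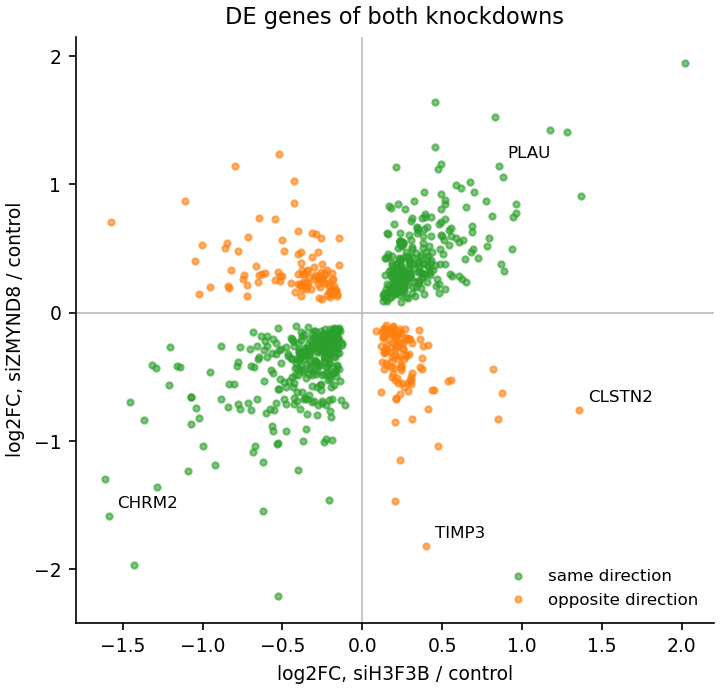
The log2 fold change with siZMYND8 against that with siH3F3B for the 803 genes DE in both knockdowns. Each point is a gene, colored by whether the directions were the same or opposite. TIMP3 and CLSTN2 lie among the 221 genes that changed in opposite directions.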

Differential gene expression again revealed highly overlapping genes transcriptionally regulated by ARID1A, CHD4, ZMYND8, and H3.3 (Additional file 1: Fig. S9J-L), including 603 genes affected by each of the four knockdowns (FDR < 0.05) (Fig. 7F, Additional file 1: Fig. S9L). These included 60 genes mutually repressed by ARID1A, CHD4, ZMYND8, and H3.3 (Fig. 7G). These mechanistic co-repressed genes were enriched for EMT, adhesion, development, locomotion, collagens, and extracellular matrix gene sets (Fig. 7H). 

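All 60 genes of Fig. 7G had a log2 fold change above 0 with both siH3F3B and siZMYND8. At an adjusted p-value under 0.05, 58 were upregulated in both knockdowns, and all 60 when adjusted over the list alone. The study chose the list on these libraries, so neither count is independent evidence. BUD31 and SNX33 did not pass with siH3F3B. BUD31 had a log2 fold change of 0.11 (standard error 0.040, adjusted p = 0.0529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SNX33 had one of 0.09 (standard error 0.038, adjusted p = 0.0994 from that edgeR test). With the stricter threshold of 0.001, 37 genes were upregulated in both. The median log2 fold change of the 60 genes was 0.22 with siH3F3B and 0.39 with siZMYND8. Among all 20846 genes, 715 were upregulated in both at 0.05.

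**Figure D5:**
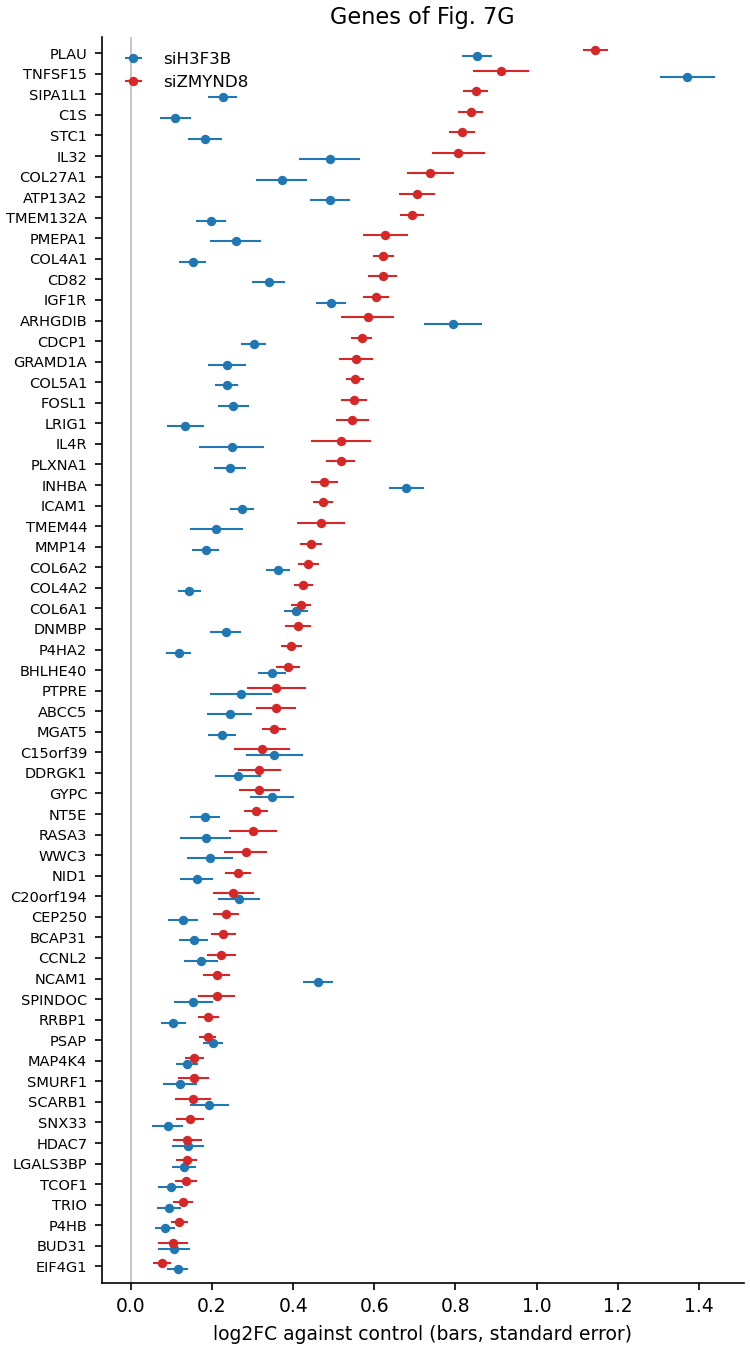
The log2 fold change against control of the 60 genes of Fig. 7G, with siH3F3B and with siZMYND8. Points show the estimate and bars its standard error. All values lie above 0.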

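Fig. 7G lists 6 collagen genes, and all 6 were upregulated in both knockdowns at an adjusted p-value under 0.05. COL6A1 had log2 fold changes of 0.41 with siH3F3B and 0.42 with siZMYND8. COL6A2 had 0.36 and 0.44, and COL27A1 had 0.37 and 0.74. Of the 34 collagen genes tested in both knockdowns, 10 were upregulated in both at that threshold. As a list, all tested collagen genes had a median log2 fold change of 0.37 with siZMYND8, with 26 of 36 genes above 0 (camera, adjusted p = 1.12e-13, with Benjamini-Hochberg adjustment over 12 list tests). With siH3F3B the median was 0.11, with 21 of 35 genes above 0 (camera, adjusted p = 0.0325). The list was chosen because the paper names collagens among its repressed sets, so it is not independent of these libraries. The siZMYND8 call also held with an estimated correlation between genes and with fry. The siH3F3B call did not, with an adjusted p of 0.273 from camera with estimated correlation and of 0.0637 from fry. Across the alternatives the adjusted camera p of the siH3F3B shift ranged from 0.00716 to 0.116, the latter without control replicate 3.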

Further, 68% of these genes were marked by gene body H4K16ac, an enrichment compared to less than half of all expressed genes (Additional file 1: Fig. S10). 

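PLAU lies on chromosome 10 of hg38 from 73909177 to 73917496, on the plus strand, and TRIO (ENSG00000038382.19) lies on chromosome 5 from 14143342 to 14532128, on the plus strand. In siZMYND8 cells PLAU had 5939 ± 243 normalized counts (SD, n = 3), a log2 fold change of 1.14 against control (standard error 0.031, adjusted p = 1.11e-99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRIO had 9255 ± 191 normalized counts in control cells, 9937 ± 300 in siH3F3B cells and 10136 ± 287 in siZMYND8 cells (SD, n = 3 each). Its log2 fold change was 0.09 with siH3F3B (standard error 0.030, adjusted p = 0.0181) and 0.13 with siZMYND8 (standard error 0.025, adjusted p = 5.39e-06), both from the same edgeR test. Across the alternatives the adjusted p with siH3F3B ranged from 0.00327 to 0.132, the latter without control replicate 2. Every knockdown library of both groups had more TRIO counts than every control library.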

Two physiologically relevant target genes revealed through integrative epigenomic analysis are *PLAU* and *TRIO*, both of which are located within broad H4K16ac+ domains and near active H3.3+ super-enhancers co-bound by ARID1A, CHD4, and ZMYND8 (Fig. 7I). ARID1A loss leads to decreased promoter-proximal H3.3 abundance and transcriptional hyperactivation of *PLAU* and *TRIO* (Fig. 7I). We also observed that co-knockdown of ARID1A and CHD4 led to increased induction of *PLAU* compared to either knockdown separately (Additional file 1: Fig. S11).

### ARID1A-H3.3 repressed chromatin targets are aberrantly activated in human endometriomas

Our studies in the 12Z human endometrial epithelial cell line have revealed a mechanism of cooperative regulation by ARID1A, CHD4, and ZMYND8 at H3.3-marked chromatin. To support the relevance of these chromatin regulatory networks on pathologically related gene expression, we utilized a transcriptome expression data set comparing human endometriomas to control endometrial tissue samples [53]. Endometriomas are a result of ectopic spread of endometrial tissue onto the ovary, forming cysts associated with ovarian cancer development [20, 54], and numerous reports have observed high rates of ARID1A mutation or loss of expression in endometriomas [21, 22, 55]. Three ARID1A-H3.3 related gene sets were investigated for relevance in human endometrioma gene expression alterations: (1) ARID1A-bound, shARID1A decreasing promoter-proximal H3.3 genes (*n* = 412), (2) ARID1A-H3.3 co-repressed genes (i.e., siARID1A/siH3F3B upregulated, FDR < 0.001, *n* = 196), and (3) ARID1A-H3.3-CHD4-ZMYND8 co-repressed genes (i.e., upregulated with any knockdown, FDR < 0.05, *n* = 60). We observed significant enrichment for all three of these gene sets among human endometrioma DGE (Fig. 8A, left). Moreover, the overlapping DE genes were more likely to be upregulated in endometriomas than expected by chance, indicating relief of repression is also observed in pathology (Fig. 8A, right). Similarly, examining the endometrioma vs. control endometrium expression log_2_FC values indicated that each gene set tended to be overall upregulated in the pathological, pre-cancerous state (Fig. 8B). Mechanistic genes aberrantly activated in endometriomas that could be attributed to disruption of ARID1A-H3.3 chromatin repression mechanisms include *C1S*, *SCARB1*, *GYPC*, *WWC3*, *COL6A2*, and *MAP4K4* (Fig. 8C). Collectively, our data indicate that ARID1A-SWI/SNF maintains the histone variant H3.3 in active regulatory elements, and a subset of physiologically relevant genes are co-regulated by CHD4 and ZMYND8, such that loss of any of these factors leads to alleviation of transcriptional repression and consequential aberrant gene activation in various endometrial disease contexts where ARID1A mutations are thought to drive pathogenesis (Fig. 9).

**Fig. 8:**
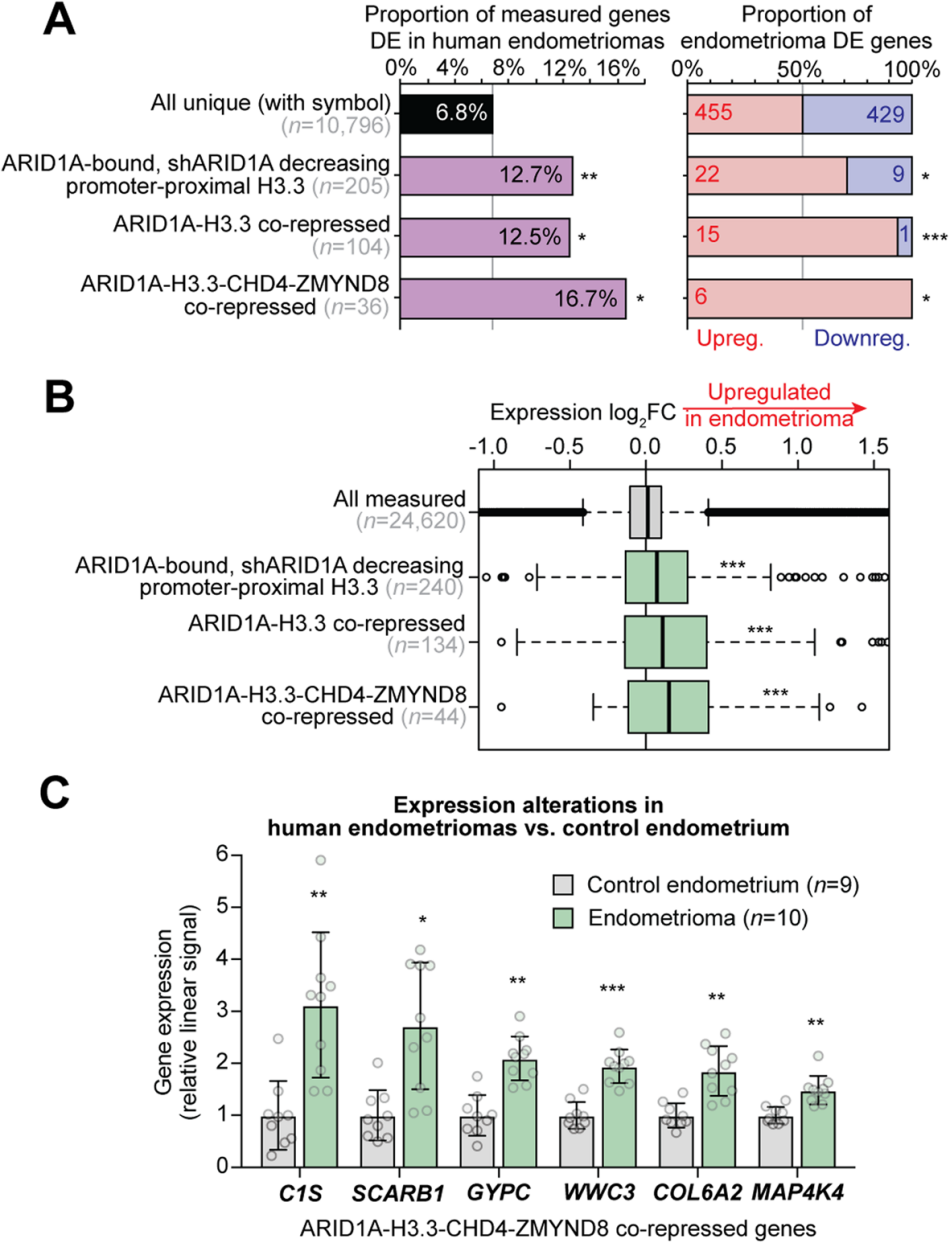
Mechanistic gene expression alterations in human endometriomas. **A** Left, enrichment for ARID1A-H3.3 co-repressive chromatin mechanistic gene sets among human endometrioma (ovarian endometriosis) vs. control endometrium DE genes reported by Hawkins et al. [53], compared to all unique measured genes. Right, proportion of overlapping DE genes that are upregulated vs. downregulated in endometriomas, compared to all unique measured genes. Statistic is hypergeometric enrichment. **B** Box plots displaying endometrioma expression log_2_FC values for probes annotated to genes within mechanistic gene sets, compared to all measured probes. Statistic is two-tailed, unpaired Wilcoxon’s test. **C** Relative expression box-dot plots of 6 genes upregulated in endometriomas vs. control endometrium that are co-repressed by ARID1A, H3.3, CHD4, and ZMYND8. Statistic is *limma* FDR-adjusted *p*. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

**Fig. 9:**
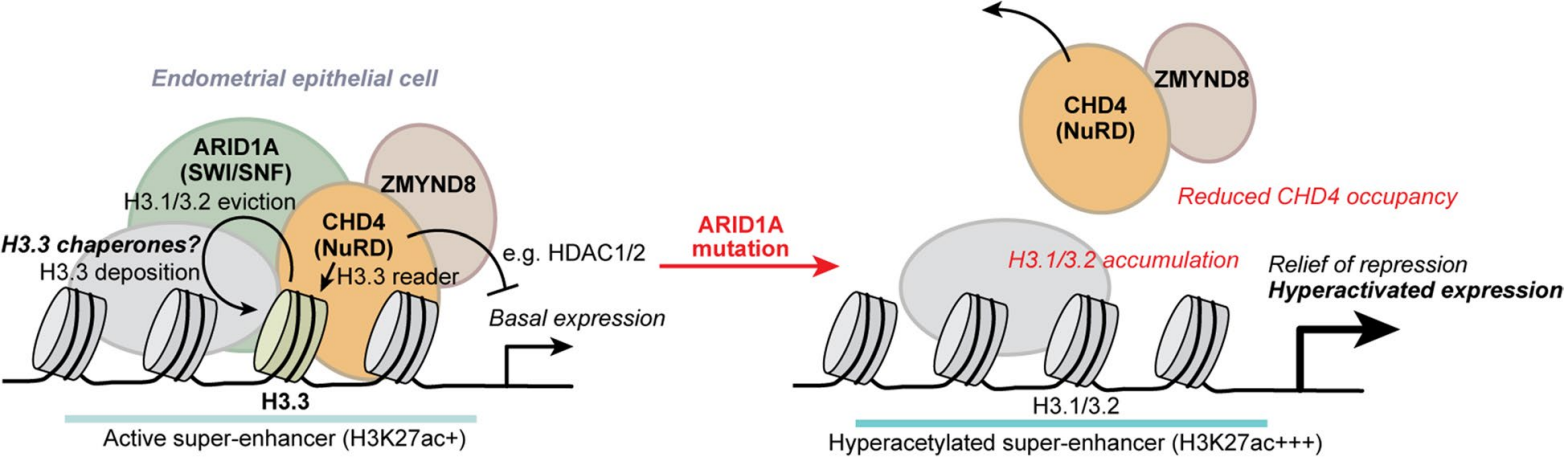
Proposed model of H3.3 chromatin regulation by ARID1A-SWI/SNF and co-regulators. ARID1A and SWI/SNF chromatin remodeling activities are required for H3.3 incorporation or maintenance at certain active regulatory elements across the genome, such as super-enhancers. When ARID1A is mutated or lost, H3.3 maintenance is disrupted, and nucleosome composition shifts toward canonical H3.1/3.2 at ARID1A-bound sites. Consequential to local H3.3 depletion, H3.3 reader factor occupancy is reduced—such as the CHD4-containing NuRD complex—leading to impaired chromatin regulation and aberrant target gene expression. At H3.3+ H4K16ac+ super-enhancer-like elements located promoter-proximally upstream of genes, H3.3 maintenance by ARID1A-SWI/SNF is associated with repression of transcriptional hyperactivation and the NuRD cofactor ZMYND8

## Discussion

We have provided evidence that ARID1A functions to maintain the variant histone H3.3 in active regulatory elements. ARID1A loss leads to H3.3 depletion at active enhancers and super-enhancers, due to disrupted ARID1A chromatin interactions, leading to gain of canonical H3.1/3.2 and redistribution of H3.3 toward active genic and transcribed elements. We further showed that this mechanism is largely independent of H3.3-interacting remodeler CHD4-NuRD. Instead, our data suggest that ARID1A-dependent maintenance of H3.3 is required for CHD4-NuRD binding at a subset of enhancers. Therefore, the BAF complex helps to facilitate H3.3 incorporation, and this activity is required for the recruitment of alternative chromatin remodelers and chromatin regulators with unique regulatory activity.

SWI/SNF is thought to eject nucleosomes and open chromatin [2, 4] rather than assemble nucleosomes. SWI/SNF disruption of nucleosomes may be required for H3.3 incorporation and thus coupled to nucleosome assembly. Therefore, we hypothesize that H3.3 regulation by ARID1A-SWI/SNF occurs by ejecting nucleosomes in favor of H3.3 incorporation by other assembly or chaperone factors, such as HIRA, at active regulatory elements [31]. Unlike the DAXX/ATRX complex, which governs H3.3 incorporation at pericentromeric heterochromatin and telomeres and has intrinsic ATP-dependent remodeling activity, HIRA may rely on other chromatin remodeling complexes for its chaperone activity [31]. In the absence of ARID1A-SWI/SNF, H3.3 nucleosome assembly by HIRA may be impeded by the lack of H3.1/3.2 nucleosome remodeling by the BAF complex. The related CHD1 remodeler is known to be required for H3.3 deposition into chromatin in vivo [56], further suggesting a necessary role for SWI/SNF remodeler activity in H3.3 nucleosome assembly. In addition, both FACT and Polybromo-associated Brm (PBAP) complex are thought to facilitate H3.3 incorporation at boundary elements in *Drosophila* [57]. P400 is another SWI/SNF-like remodeler recently shown to exchange H3.3 nucleosomes that could also possibly collaborate with SWI/SNF [58].

Given previous associations between H3.3 epigenetic memory and cell fate plasticity [32], it is intriguing to consider a role for BAF complex regulation of H3.3 as being a critical determinant of endometrial epithelial cell identity and homeostasis across the menstrual cycle when proliferation and differentiation occur. Further, it remains possible that alternative SWI/SNF complex configurations also participate in H3.3 maintenance, and these complexes could be responsible for H3.3 incorporation at sites unaffected by ARID1A loss.

ARID1A maintenance of H3.3 is associated with genomic interactions with CHD4, a catalytic subunit in the SWI/SNF-like NuRD remodeler complex. As CHD4 knockdown does not lead to the widespread H3.3 depletion observed with ARID1A knockdown, and ARID1A is required for CHD4 recruitment to active regulatory elements, loss of CHD4 co-regulation of H3.3 chromatin is likely the consequence of ARID1A loss. We also observed sub-stoichiometric physical interactions between ARID1A and CHD4, but the significance of direct ARID1A-CHD4 interactions is unclear. CHD4 interactions with histone reader ZMYND8 appear to be associated with further chromatin target regulation specificity, where ZMYND8 may be recruited to H4(K16)ac-marked chromatin through its bromodomain. However, further experimentation, such as ZMYND8 depletion or bromodomain mutation, would be required to confirm the suspected function of the ZMYND8 module in complex recruitment. ZMYND8 co-regulation appears to be associated with chromatin repression, notably at promoter-proximal super-enhancers located upstream of genes, such that disruption of this chromatin mechanism causes relief of repression and subsequent transcriptional hyperactivation. Plasminogen activator urokinase (*PLAU*) was identified as a key target gene repressed by this mechanism in our 12Z endometriotic epithelial cell model. *PLAU* was also recently observed as transcriptionally activated during human menstruation [59], suggesting similar repressive chromatin mechanisms may govern *PLAU* regulation in the healthy endometrium. *PLAU* is upregulated in ovarian endometrioid carcinomas from women with concurrent endometriosis [60], suggesting *PLAU* upregulation may promote malignant transformation in endometriosis. ARID1A mutations are frequently observed in endometriosis-associated ovarian cancers [23, 24]. *C1S*, a component of the complement C1 complex, is another gene that is transcriptionally repressed by ARID1A, CHD4, ZMYND8, and H3.3 that is aberrantly upregulated in human endometriomas. It has been reported that the complement system is activated in women with endometriosis [61], suggesting that ARID1A mutation and associated disruption of chromatin repression may be a possible disease mechanism. In addition to *ARID1A*, it should be noted that *CHD4* mutations leading to nucleosome remodeling defects are also frequent in endometrial cancer [62–64] and may lead to de-repression of similar target genes.

H3.3 is considered an active chromatin mark associated with transcriptional activation. However, our data and others have demonstrated that H3.3 can play roles in transcriptional repression, as well as transcriptional poising and higher-order chromatin regulation, although the mechanisms governing these specific activities remain unclear [31]. A simple hypothesized mechanism explaining how H3.3 can function repressively is through associations with CHD4 and the NuRD complex, as we have studied here. Historically, NuRD has been studied as a repressor due to its subunit composition that includes the histone deacetylases HDAC1/2, although activating roles of NuRD are also known [65–67]. An early study of H3.3 chromatin dynamics indicated that NuRD components were associated with active regions marked by high H3.3 turnover [68]. More recently, NuRD has been shown to directly interact with H3.3 nucleosomes [48]. The finding that CHD4 recruitment is dependent upon H3.3 maintenance by ARID1A at a subset of enhancers further supports the notion that CHD4 co-repressive activity at these sites is likely a result of H3.3 regulation by the BAF complex. When ARID1A is mutated or lost, an H3.3 to H3.1/3.2 switch may impair CHD4 binding through its normal H3.3 reader function, leading to loss of NuRD HDAC co-repressive activity. Intriguingly, CHD4/NuRD was recently shown to control super-enhancer accessibility and maintain lower acetylation levels through its HDAC activity [69], similar to our findings with ARID1A by antagonizing P300 [27]. In support of our data, the authors observed physical interactions between CHD4 and SWI/SNF. Recently, NuRD and SWI/SNF recruitment to active TSS and enhancers was impaired in H3.3K4A mutant mouse ESCs [39], suggesting that NuRD and SWI/SNF recruitment is dependent on the K4 residues on H3.3.

In silico analyses from the ReMap 2020 transcriptional regulator peak database [40] predicted that ZMYND8 is highly associated with H3.3 chromatin regulation by ARID1A. Here, we detected high stringency physical interactions between CHD4 and ZMYND8 as a possible explanation of this co-regulatory activity, as we have demonstrated that ARID1A maintenance of H3.3 is required for CHD4 binding at enhancers. Others have also reported that ZMYND8 interacts with NuRD in numerous contexts [41, 44, 46, 47]. Intriguingly, one recent study reported that ZMYND8 directly recognizes mutant H3.3G34R [70]. Our data indicate that ZMYND8 links repressive H3.3 to H4 acetylation. In support, the ZMYND8 bromodomain directly interacts with acetylated H4 tails [44], and TIP60-mediated H4 acetylation can functionally recruit ZMYND8 through this mechanism to repress transcription with CHD4 in response to DNA damage [46]. Our data also indicate that ARID1A directly suppresses chromatin accessibility at sites marked by H4 acetylation, suggesting that SWI/SNF chromatin remodeler activity may be involved in ZMYND8-NuRD-mediated chromatin repression. ZMYND8-NuRD repression in response to DNA damage was previously shown to rely on KDM5A demethylase activity [71], further suggesting other factors may orchestrate repression vs. activation logic. ZMYND8 has been reported to be a super-enhancer factor that suppresses hyperactivation [49]. Corroborating our results, ZMYND8 was previously shown to associate with NuRD at super-enhancers [47]. We found that super-enhancers that become hyperacetylated following ARID1A loss are normally associated with the highest levels of H3.3 and ZMYND8 binding. In our proposed model, ZMYND8 bromodomain interactions with H4 acetylated tails might facilitate recruitment and transcriptional repression at active chromatin in association with NuRD, such as at H3.3+ super-enhancers. Further work will seek to elucidate how ZMYND8 functions toward transcriptional repression.

In addition to promoter-proximal and distal enhancer chromatin regulation, SWI/SNF, NuRD, and ZMYND8 have been shown to mediate transcriptional pausing and elongation by Pol II and associated machinery [72–75], as well as DNA repair [46, 76, 77]. Super-enhancers mark critical cell identity genes [78], and recent evidence suggests chromatin mechanisms coupling transcription and DNA repair occur at super-enhancers to control transcriptional hyperactivation [79]. Super-enhancer chromatin co-regulation by ARID1A, CHD4, and ZMYND8 may fine-tune transcriptional activation states and thus reflect a mechanism at the intersection of transcriptional regulation and other chromatin-regulated processes.

## Conclusions

In summary, ARID1A-SWI/SNF activities facilitate maintenance of the histone variant H3.3 in active chromatin, such that ARID1A loss leads to local H3.3 depletion, gain of canonical H3.1/3.2, and H3.3 redistribution toward genic elements with transcriptional consequences. At physiologically relevant genomic regions like super-enhancers, ARID1A collaborates with the repressive CHD4-NuRD remodeling complex and reader protein, ZMYND8, to suppress hyperactivation associated with ARID1A-dependent maintenance of H3.3. ARID1A-CHD-ZMYND8-mediated repression affects genes that are aberrantly activated in human endometriomas. These studies have revealed that SWI/SNF regulation of variant histone exchange influences the activities of other chromatin remodelers and regulators by altering nucleosome substrates, and this mechanism plays substantial roles in women’s health and disease.

## Methods

### Cell culture, siRNA transfections, and lentiviral shRNA particle usage

Adherent, human 12Z endometriotic epithelial cells were cultured in DMEM/F12 media in the presence of 10% serum (FBS), 1% L-glutamine, and 1% penicillin/streptomycin. Cells were seeded in antibiotic-free media the day before siRNA transfection. Then, 50 nM siRNA (Dharmacon, ON-TARGETplus) were transfected into cells using the Lipofectamine RNAiMAX (Thermo Fisher Scientific) reagent, according to the manufacturer protocol, in OptiMEM (Gibco). Growth media was replaced 24 h following transfection, without antibiotics. Forty-eight hours after transfection, low serum (0.5% FBS) growth media was added with antibiotics. Cells were harvested 72 h following siRNA transfection. Lentiviral shRNA particles were prepared with Lenti-X 293T cells (Takara) and MISSION pLKO.1 plasmids (Sigma-Aldrich) as previously described [27]. Lentiviral shRNA particles were titered using the qPCR Lentiviral Titration Kit (ABM). shRNA particles were transduced into 12Z cells at a 100-fold multiplicity of infection, and media was replaced 24 h later. Cells were harvested 72 h following shRNA transduction.

### Cell cycle analysis

The Click-iT Plus EdU Flow cytometry Assay Kit (Invitrogen) was used for cell cycle assays. 12Z cells were treated with 10 mM of EdU for 2 h in culture media. Cells were harvested by trypsinization and washed in 1% BSA in PBS. Cells were resuspended in 100 μL of ice-cold PBS, and 900 μL of ice-cold 70% ethanol was added dropwise while vortexing. Cells were incubated on ice for 2 h. Cells were washed with 1% BSA in PBS and then treated with the Click-iT Plus reaction cocktail including Alexa Fluor 488 picolyl azide according to the manufacturer’s instructions for 30 min. Cells were washed with 1× Click-iT permeabilization buffer and wash reagent, and then treated with 5 mM of Vybrant DyeCycle Ruby Stain (Thermo Fisher) diluted in 1% BSA in PBS for 30 min at 37 °C. Flow cytometry was performed using a BD Accuri C6 flow cytometer (BD Biosciences) and analyzed using FlowJo v10 software (BD Biosciences).

### Histone extraction

12Z cells were washed with PBS and scraped in PBS containing 5 mM sodium butyrate. Cells were centrifuged and resuspended in TEB buffer (PBS supplemented with 0.5% Triton X-100, 5 mM sodium butyrate, 2 mM phenylmethylsulfonyl fluoride, 1× protease inhibitor cocktail) and incubated on a 3D spindle nutator at 4 °C for 10 min. Cells were centrifuged at 3000 RPM for 10 min at 4 °C. TEB wash step was repeated once. Following second wash, pellet was resuspended in 0.2 N HCl, and incubated on 3D spindle nutator at 4 °C overnight. The following day, samples were neutralized with 1:10 volume 1M Tris-HCl pH 8.3. Sample was centrifuged at 3000 RPM for 10 min at 4 °C, and supernatant containing histone proteins was collected.

### Co-immunoprecipitation (co-IP)

Nuclear extracts were prepared as previously described [15], dialyzed overnight into 0% glycerol (25 mM HEPES, 0.1 mM EDTA, 12.5 mM MgCl2, 100 mM KCl, 1 mM DTT) using a Slide-A-Lyzer G2 Dialysis Cassette (10 kDa cutoff, Thermo Fisher Scientific), and quantified with the BCA Protein Assay Kit (Pierce, Thermo Fisher Scientific). Primary antibodies (anti-ARID1A, D2A8U, Cell Signaling; anti-CHD4, D8B12, Cell Signaling) were conjugated to Protein A Dynabeads (Invitrogen) overnight at 4 °C in 1× PBS + 0.5% BSA. Normal rabbit IgG (Cell Signaling) IPs were performed in parallel at equivalent masses, as negative controls. Five hundred micrograms nuclear lyase was diluted into IP buffer (20 mM HEPES, 150 mM KCl, 10% glycerol, 0.2 mM EDTA, 0.1% Tween-20, 0.5 mM DTT) to a final volume of 1 mL and clarified by centrifugation. After overnight IP at 4 °C, bead slurries were washed with a series of IP buffers at different KCl concentrations: 2× washes at 150 mM, 3× washes at 300 mM, 2× washes at 100 mM, 1× wash at 60 mM. Immunoprecipitants were eluted in 2× Laemmli buffer + 100 mM DTT at 70 °C for 10 min with agitation.

### Glycerol gradient sedimentation

Nuclear extracts were prepared, dialyzed, and quantified as described in the co-IP methods section. Density sedimentation by glycerol gradient was performed and probed similar to published reports [13]. Briefly, 4.5 mL 10–30% linear glycerol gradients were prepared using an ÄKTA start (Cytiva) from density sedimentation buffer (25 mM HEPES, 0.1 mM EDTA, 12.5 mM MgCl2, 100 mM KCl, 1 mM DTT) additionally containing 30 and 10% glycerol for initial and target concentrations, respectively. Two hundred micrograms nuclear lyase was overlaid on the glycerol gradient followed by ultracentrifugation at 40,000 rpm in an AH-650 swinging bucket rotor (Thermo Fisher Scientific) for 16 h at 4 °C. Two hundred twenty-five microliters gradient fractions were collected and concentrated using StrataClean resin (Agilent). Concentrated fractions were eluted in 1.5× Laemmli buffer + 37.5 mM DTT and run on SDS-PAGE for immunoblotting.

### Immunoblotting

Whole-cell protein lysates were prepared as previously described [27]. Proteins were quantified with the BCA Protein Assay Kit (Pierce, Thermo Fisher Scientific). Protein samples in Laemmli buffer + DTT were denatured at 94 °C for 3 min prior to running on SDS-PAGE gels (6% gels for co-IP and glycerol gradients, 15% gels for histone extracts, and 4–15% gradient gels for whole-cell protein lysates). Gels containing histone extracts were wet transferred to nitrocellulose membranes at 4 °C for 3 h at 400 mA current, then dried at room temperature followed by re-hydration in TBS + 0.1% Tween-20 (TBS-T) and blocking with Odyssey blocking buffer (LI-COR). All other gels were semi-dry transferred to PVDF using a Trans-Blot Turbo (Bio-Rad) according to the manufacturer’s protocol designed for high molecular weight proteins, and blocked with either 5% BSA or 5% milk in TBS. The following primary antibodies were used: anti-ARID1A (D2A8U, Cell Signaling), anti-CHD4 (D4B7, Cell Signaling), anti-ZMYND8 (A302-089, Bethyl), anti-ZMYND8 (Atlas), anti-BRG1 (ab110641, abcam), anti-BAF155 (D7F8S, Cell Signaling), anti-HDAC1 (10E2, Cell Signaling), anti-histone H3.3 (ab176840, abcam), anti-histone H3.3 (2D7-H1, abnova), and anti-histone H3 (D1H2, Cell Signaling). IRDye fluorescent dye (LI-COR) secondary antibodies were used for LI-COR fluorescence-based protein visualization of histones. Horseradish peroxidase (HRP) conjugated secondary antibodies (Cell Signaling) were used for chemiluminescence-based protein visualization of all other targets. Clarity Western ECL substrate (Bio-Rad) was used to activate HRP for chemiluminescence, captured by ChemiDoc XRS+ imaging system (Bio-Rad).

### mRNA-seq and analysis

Seventy-two hours after initial siRNA transfection, and 24 h after low-sera conditioning, 12Z cells were purified for RNA using the Quick-RNA Miniprep Kit (Zymo Research). Transcriptome libraries (*n* = 3 replicates) were prepared and sequenced by the Van Andel Genomics Core from 500 ng of total RNA using the KAPA mRNA HyperPrep kit (v4.17) (Kapa Biosystems). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to IDT for Illumina unique dual adapters (IDT DNA Inc). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies), QuantiFluor dsDNA System (Promega), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems). Individually indexed libraries were pooled, and 50 bp, paired-end sequencing was performed on an Illumina NovaSeq 6000 sequencer using a 100-cycle sequencing kit (Illumina). Each library was sequenced to an average raw depth of 20–25 million reads. Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina *Bcl2fastq* v1.9.0.

For analysis, briefly, raw reads were trimmed with *cutadapt* [80] and *Trim Galore!* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) followed by quality control analysis via *FastQC* [81] and *MultiQC* [82]. Trimmed reads were aligned to hg38 assembly and indexed to GENCODE (v28) along with gene feature counting via *STAR* [83]. Low count genes with less than 1 count per sample on average were filtered prior to count normalization and differential gene expression (DGE) analysis by *DESeq2* with empirical Bayes shrinkage for fold-change estimation [84, 85]. Wald probabilities were corrected for multiple testing by independent hypothesis weighting (IHW) [86] for downstream analyses. In presented analyses, “log_2_FC” is the empirically observed log_2_ fold-change in expression between conditions, while “_s_log_2_FC” is a moderated log_2_ fold-change estimate that removes noise from low count genes using the *apeglm* shrinkage estimator as implemented in *DESeq2* [87]. Pairwise comparisons between different DGE analyses and gene sets were initially filtered for genes with transcripts commonly detected in both cell populations.

### Histone peptide arrays

Anti-acetyl-H2A.Z (K4/K7) (D3V1I, Cell Signaling) antibody specificity was analyzed via histone peptide microarrays as previously described [88] with minor modifications. Arrays were designed in *ArrayNinja* [89] and printed using a 2470 Arrayer (Quanterix). All hybridization and wash steps were performed at ambient temperature. Slides were blocked with hybridization buffer (1× PBS [pH 7.6], 0.1% Tween, 5% BSA) for 30 min, then incubated with primary antibody diluted 1:1000 in hybridization buffer for 1 h. Slides were washed 3× for 5 min with PBS, then probed with Alexa647-conjugated secondary antibody diluted 1:5000 in hybridization buffer for 30 min. Slides were washed 3× for 5 min with PBS, dipped in 0.1× PBS to remove salt, and spun dry. Slides were scanned on an InnoScan 1100 microarray scanner (Innopsys), and images were analyzed and quantified using *ArrayNinja*. Plots were generated in Prism (GraphPad). Each peptide antigen is printed six times per array, and each antibody was screened on two separate arrays.

### Chromatin immunoprecipitation (ChIP-seq) and analysis

Wild-type and lentiviral shRNA particle transduced 12Z cells were treated with 1% formaldehyde in growth media for 10 min at ambient temperature. Formaldehyde was quenched by the addition of 0.125 M Glycine and incubation for 5 min at room temperature, followed by PBS wash and scraping. 1×10^7^ crosslinked cells were used for each ChIP, and each antibody and condition for ChIP was performed in duplicate. Chromatin from crosslinked cells was fractionated by digestion with micrococcal nuclease using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling) according to the manufacturer protocol, followed by 30 s of sonication. ChIP was then performed according to the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling) with the addition of 5 mM sodium butyrate to preserve histone acetylation. To each 1.25 mL IP, the following antibodies were used: 1:125 anti-histone H3.3 (2D7-H1, abnova); 1:250 anti-histone H3.1/3.2 (61629, Active Motif); 1:50 anti-histone H2A.Z-acetyl (K4/K7) (D3V1I, Cell Signaling); 1:250 anti-histone H2A.Z (ab4174, abcam); 1:50 anti-acetyl-histone H4 (06-866, Millipore); 1:125 anti-histone H4K16ac (39167, Active Motif); 1:50 anti-CHD4 (D4B7, Cell Signaling); 1:250 anti-ZMYND8 (A302-089, Bethyl). Crosslinks were reversed with 0.4 mg/mL Proteinase K (Thermo Fisher) and 0.2 M NaCl at 65 °C for 2 h. DNA was purified using the ChIP DNA Clean & Concentrator Kit (Zymo).

Libraries for input (*n* = 1 per condition) and IP (*n* = 2) samples were prepared by the Van Andel Research Institute Genomics Core. Ten nanograms of material was used for input samples, and the entire precipitated sample was used for IPs. Libraries were generated using the KAPA Hyper Prep Kit (v5.16) (Kapa Biosystems). Prior to PCR amplification, end-repaired and A-tailed DNA fragments were ligated to IDT for Illumina UDI Adapters (IDT DNA Inc.). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies), QuantiFluor® dsDNA System (Promega), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems). Individually indexed libraries were pooled, and 50 bp, paired-end sequencing (for ZMYND8, H3.3, H2A.Zac, and H4K16ac) or 100 bp, single-end sequencing (for CHD4, H2A.Z, and pan-H4ac) was performed on an Illumina NovaSeq 6000 sequencer using a 100-cycle sequencing kit (Illumina). Each library was sequenced to minimum read depth of 80 million reads per input library and 40 million reads per IP library. Base calling was performed by Illumina NCS v2.0, and NCS output was demultiplexed and converted to FastQ format with Illumina *Bcl2fastq* v1.9.0.

New and re-analyzed (differential) ChIP-seq experiments were analyzed as previously described [27]. Briefly, wild-type CHD4 and differential H2A.Z and pan-H4ac ChIP-seq experiments were analyzed as single-end libraries, while wild-type ZMYND8 and differential H3.3, H2A.Zac, and H4K16ac ChIP-seq were analyzed as paired-end libraries. Raw reads for IPs and inputs were trimmed with *cutadapt* [80] and *Trim Galore!* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) followed by quality control analysis via *FastQC* [81] and *MultiQC* [82]. Trimmed reads were aligned to GRCh38.p12 reference genome [90] via *Bowtie2* [91] with flag “--very-sensitive.” Aligned reads were sorted and indexed with *samtools* [92]. Only properly paired read fragments were retained for paired-end libraries via *samtools view* with flag “-f 3” followed by sorting and indexing. For libraries intended for differential analyses, molecular complexity was then estimated from duplicate rates by *ATACseqQC* [93] and *preseqR* [94], and libraries were subsampled to equivalent molecular complexity within an experimental design based on these estimates with *samtools*. *Picard MarkDuplicates* (http://broadinstitute.github.io/picard/) was used to remove PCR duplicates, followed by sorting and indexing. *MACS2* [95] was used to call peaks on each ChIP replicate against the respective input control. For CHD4 and ZMYND8 IPs, *MACS2* called broadPeaks with FDR < 0.05 threshold and otherwise default settings. For H2A.Z and H2A.Zac IPs, *MACS2* called narrowPeaks with FDR < 0.05 threshold and flags “--nomodel --extsize 146” to bypass model building. For H3.3, pan-H4ac, and H4K16ac IPs, MACS2 called broadPeaks with FDR < 0.05 threshold and flags “--nomodel --extsize 146” to bypass model building. The resulting peaks were repeat-masked by ENCODE blacklist filtering and filtered for non-standard contigs [96]. A naive overlapping peak set, as defined by ENCODE [97], was constructed by calling peaks on pooled replicates followed by *bedtools intersect* [98] to select for peaks of at least 50% overlap with each biological replicate.

ChIP-seq differential histone abundance analysis (*n* = 2 per condition) was performed with *csaw* [99]. First, a consensus peak set was constructed for each differential experiment from the union of replicate-intersecting, filtered *MACS2* peak regions called in each condition. When examining the effects of ARID1A knockdown on canonical H3.1/3.2 abundance at H3.3-marked sites, the H3.3 peak set was utilized for this analysis. ChIP reads were counted in these query regions by *csaw*, then filtered for low abundance peaks with average log_2_CPM < −3. When comparing ChIP libraries, any global differences in IP efficiency observed between the two conditions were considered a result of technical bias to ensure a highly conservative analysis. As such, we employed a loess-based local normalization to the peak count matrix, as is implemented in *csaw* [99], to assume a symmetrical MA distribution. A design matrix was then constructed from one “condition” variable. The count matrix and loess offsets were then supplied to *edgeR* [100] for estimating dispersions and fitting quasi-likelihood generalized linear models for differential abundance hypothesis testing. Nearby query regions were then merged up to 500 bp apart for a maximum merged region width of 5 kb, and the most significant probability was used to represent the merged region. Finally, FDR < 0.05 threshold was used to define significant differentially abundant regions.

### Chromatin state modeling and optimization

The same genome-wide chromatin 18-state map of 12Z cells with or without ARID1A depletion, constructed with *ChromHMM* [37, 101] using total RNA, ATAC, H3K4me1, H3K4me3, H3K18ac, H3K27ac, and H3K27me3 data [27], was re-analyzed in Figs. 1, 2, and 5 studies. A refined *ChromHMM* model was constructed with further addition of H3.3, H2A.Z, H2A.Zac (K4/K7), pan-H4ac (K5/K8/K12/K16), and H4K16ac features with some procedural modifications. In order to reduce technical confounders in differential chromatin state analysis between control and ARID1A-depleted cell types, we adopted an equalized binarization framework described by Fiziev et al. [102]. Briefly, the *ChromHMM* chromosomal signal intermediate files during BAM binarization were saved and imported into R. Feature signal values were then background-subtracted by respective control signals when available (e.g., input chromatin for ChIP; does not occur for ATAC). For each feature and cell type, those (background-subtracted) signal values were ranked, and the top *n* ranked binarization calls are selected, where *n* is the lower number of calls among the two cell types for the given feature. The result is a new equalized binarization, where each feature has the same number of “present” region calls in both cell types, per chromosome. As an example, if H3K18ac called 27,000 present regions on chromosome 1 in control cells and 35,000 present regions in ARID1A-depleted cells, then the top 27,000 regions are retained in both cell types. Chromatin state models from 5 to 40 states were then computed using the “concatenated” approach to unify both cell types for differential state comparisons. The new chromatin state model was optimized at 25 states through a strategy devised by Gorkin et al. [103], which utilizes the *ChromHMM CompareModels* function to compare feature emission parameters from the 40-state (most complex) model against all other simpler models, as well as a k-means clustering of emission probabilities from all models together and analyzing the goodness of fit. See Additional file 1: Fig. S6 for related analyses. Across both strategies, 25 states was observed as a threshold for >95% median maximal state correlation and goodness of fit (between-cluster vs. total sum-of-squares) relative to the most complex model.

### Bioinformatics and statistics

The human endometrioma vs. control endometrium genome-wide expression (Illumina BeadChips) data set [53] was retrieved from GEO accession GSE23339 and analyzed via *GEO2R* and *limma* [104–106]. *biomaRt* was used for all gene nomenclature and mouse-human ortholog conversions [107]. The cumulative hypergeometric distribution was calculated in R for enrichment tests. *HOMER* was used to quantify sequencing reads across sets of genomic regions including heatmaps [108]. *GenomicRanges* functions were used to intersect and manipulate genomic coordinates [109]. *IGV* [110] was used for visualizing epigenomic data across hg38 loci as *MACS2* enrichment log-likelihood ratio (logLR) for ChIP-seq and ATAC-seq or FPKM for RNA-seq. Hierarchical clustering by Euclidean distance and heatmaps were generated by *ComplexHeatmap* [111]. *ggplot2* was used for some plots in this study [112]. The statistical language R was used for various computing functions throughout this study [113].

## Supplementary Information

**Additional file 1: Supplementary Information**. **Figure S1**. Supplemental ARID1A knockdown differential H3.3 data. **Figure S2**. H3.3 knockdown functional analysis. **Figure S3**. Effects of CHD4 loss on H3.3 chromatin and comparison to ARID1A. **Figure S4**. Additional chromatin features profiled in 12Z cells. **Figure S5**. Peptide specificity of anti-acetyl-H2A.Z (K4/K7). **Figure S6**. ChromHMM model optimization. **Figure S7**. Chromatin accessibility repressed by ARID1A is associated with H4 acetylation. **Figure S8**. Chromatin feature correlation across promoter-proximal super-enhancers. **Figure S9**. siCHD4/siZMYND8 functional analysis. **Figure S10**. H4K16ac enrichment at repressed mechanistic genes. **Figure S11**. Additive transcriptional repression by ARID1A and CHD4. **Figure S12**. Uncropped Western blots.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. The novel data sets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) at SuperSeries accession GSE190557 [114]. Previously reported data were retrieved from GEO at accessions GSE121198 [115], GSE148474 [116], and GSE23339 [117] and re-analyzed as previously described [25, 27] or as stated in the “Methods” section.

## Abbreviations

ATAC: Assay for Transposase-Accessible Chromatin
ATAC-seq: Assay for Transposase-Accessible Chromatin followed by sequencing
ChIP: Chromatin immunoprecipitation
ChIP-seq: Chromatin immunoprecipitation followed by sequencing
DGE: Differential gene expression
EMT: Epithelial-to-mesenchymal transition
FDR: False discovery rate
FE: Fold-enrichment
GEO: Gene Expression Omnibus
Co-IP: Co-immunoprecipitation
log_2_FC: log_2_ fold-change
logLR: log-likelihood ratio
n.s.: Not significant
*p*: Probability [of null hypothesis]
PCA: Principal component analysis
OR: Odds ratio
SE: Super-enhancer
TSS: Transcription start site

## References

[1] Whitehouse I, Flaus A, Cairns BR, White MF, Workman JL, Owen-Hughes T (1999). Nucleosome mobilization catalysed by the yeast SWI/SNF complex. Nature.

[2] Dechassa ML, Sabri A, Pondugula S, Kassabov SR, Chatterjee N, Kladde MP, Bartholomew B (2010). SWI/SNF has intrinsic nucleosome disassembly activity that is dependent on adjacent nucleosomes. Mol Cell.

[3] Kassabov SR, Zhang B, Persinger J, Bartholomew B (2003). SWI/SNF unwraps, slides, and rewraps the nucleosome. Mol Cell.

[4] Clapier CR, Cairns BR (2009). The biology of chromatin remodeling complexes. Annu Rev Biochem.

[5] Clapier CR. Sophisticated conversations between chromatin and chromatin remodelers, and dissonances in cancer. Int J Mol Sci. 2021;22(11). https://pubmed.ncbi.nlm.nih.gov/34070411/.10.3390/ijms22115578PMC819750034070411

[6] Wang W, Cote J, Xue Y, Zhou S, Khavari PA, Biggar SR, Muchardt C, Kalpana GV, Goff SP, Yaniv M (1996). Purification and biochemical heterogeneity of the mammalian SWI-SNF complex. EMBO J.

[7] Alver BH, Kim KH, Lu P, Wang X, Manchester HE, Wang W, Haswell JR, Park PJ, Roberts CW (2017). The SWI/SNF chromatin remodelling complex is required for maintenance of lineage specific enhancers. Nat Commun.

[8] Morris SA, Baek S, Sung MH, John S, Wiench M, Johnson TA, Schiltz RL, Hager GL (2014). Overlapping chromatin-remodeling systems collaborate genome wide at dynamic chromatin transitions. Nat Struct Mol Biol.

[9] Kadoch C, Hargreaves DC, Hodges C, Elias L, Ho L, Ranish J, Crabtree GR (2013). Proteomic and bioinformatic analysis of mammalian SWI/SNF complexes identifies extensive roles in human malignancy. Nat Genet.

[10] Kadoch C, Crabtree GR (2015). Mammalian SWI/SNF chromatin remodeling complexes and cancer: mechanistic insights gained from human genomics. Sci Adv.

[11] Mittal P, Roberts CWM (2020). The SWI/SNF complex in cancer - biology, biomarkers and therapy. Nat Rev Clin Oncol.

[12] He S, Wu Z, Tian Y, Yu Z, Yu J, Wang X, Li J, Liu B, Xu Y (2020). Structure of nucleosome-bound human BAF complex. Science.

[13] Mashtalir N, D'Avino AR, Michel BC, Luo J, Pan J, Otto JE, Zullow HJ, McKenzie ZM, Kubiak RL, St Pierre R (2018). Modular organization and assembly of SWI/SNF family chromatin remodeling complexes. Cell.

[14] Dallas PB, Pacchione S, Wilsker D, Bowrin V, Kobayashi R, Moran E (2000). The human SWI-SNF complex protein p270 is an ARID family member with non-sequence-specific DNA binding activity. Mol Cell Biol.

[15] Chandler RL, Brennan J, Schisler JC, Serber D, Patterson C, Magnuson T (2013). ARID1a-DNA interactions are required for promoter occupancy by SWI/SNF. Mol Cell Biol.

[16] Kelso TWR, Porter DK, Amaral ML, Shokhirev MN, Benner C, Hargreaves DC. Chromatin accessibility underlies synthetic lethality of SWI/SNF subunits in ARID1A-mutant cancers. Elife. 2017;6. https://pubmed.ncbi.nlm.nih.gov/28967863/.10.7554/eLife.30506PMC564310028967863

[17] Barutcu AR, Lajoie BR, Fritz AJ, McCord RP, Nickerson JA, van Wijnen AJ, Lian JB, Stein JL, Dekker J, Stein GS (2016). SMARCA4 regulates gene expression and higher-order chromatin structure in proliferating mammary epithelial cells. Genome Res.

[18] Wu RC, Wang TL, Shih Ie M (2014). The emerging roles of ARID1A in tumor suppression. Cancer Biol Ther.

[19] Kandoth C, Schultz N, Cherniack AD, Akbani R, Liu Y, Shen H, Robertson AG, Pashtan I, Shen R, Cancer Genome Atlas Research N (2013). Integrated genomic characterization of endometrial carcinoma. Nature.

[20] Zondervan KT, Becker CM, Missmer SA (2020). Endometriosis. N Engl J Med.

[21] Samartzis EP, Samartzis N, Noske A, Fedier A, Caduff R, Dedes KJ, Fink D, Imesch P (2012). Loss of ARID1A/BAF250a-expression in endometriosis: a biomarker for risk of carcinogenic transformation?. Mod Pathol.

[22] Anglesio MS, Papadopoulos N, Ayhan A, Nazeran TM, Noe M, Horlings HM, Lum A, Jones S, Senz J, Seckin T (2017). Cancer-associated mutations in endometriosis without cancer. N Engl J Med.

[23] Wiegand KC, Shah SP, Al-Agha OM, Zhao Y, Tse K, Zeng T, Senz J, McConechy MK, Anglesio MS, Kalloger SE (2010). ARID1A mutations in endometriosis-associated ovarian carcinomas. N Engl J Med.

[24] Jones S, Wang TL, Shih Ie M, Mao TL, Nakayama K, Roden R, Glas R, Slamon D, Diaz LA, Vogelstein B (2010). Frequent mutations of chromatin remodeling gene ARID1A in ovarian clear cell carcinoma. Science.

[25] Wilson MR, Reske JJ, Holladay J, Wilber GE, Rhodes M, Koeman J, Adams M, Johnson B, Su RW, Joshi NR (2019). ARID1A and PI3-kinase pathway mutations in the endometrium drive epithelial transdifferentiation and collective invasion. Nat Commun.

[26] Reske JJ, Wilson MR, Holladay J, Wegener M, Adams M, Chandler RL (2020). SWI/SNF inactivation in the endometrial epithelium leads to loss of epithelial integrity. Hum Mol Genet.

[27] Wilson MR, Reske JJ, Holladay J, Neupane S, Ngo J, Cuthrell N, Wegener M, Rhodes M, Adams M, Sheridan R (2020). ARID1A mutations promote P300-dependent endometrial invasion through super-enhancer hyperacetylation. Cell Rep.

[28] Rafati H, Parra M, Hakre S, Moshkin Y, Verdin E, Mahmoudi T (2011). Repressive LTR nucleosome positioning by the BAF complex is required for HIV latency. PLoS Biol.

[29] Van Rechem C, Boulay G, Leprince D (2009). HIC1 interacts with a specific subunit of SWI/SNF complexes, ARID1A/BAF250A. Biochem Biophys Res Commun.

[30] Bui CB, Le HK, Vu DM, Truong KD, Nguyen NM, Ho MAN, Truong DQ (2019). ARID1A-SIN3A drives retinoic acid-induced neuroblastoma differentiation by transcriptional repression of TERT. Mol Carcinog.

[31] Shi L, Wen H, Shi X (2017). The histone variant H3.3 in transcriptional regulation and human disease. J Mol Biol.

[32] Szenker E, Ray-Gallet D, Almouzni G (2011). The double face of the histone variant H3.3. Cell Res.

[33] Chen P, Zhao J, Wang Y, Wang M, Long H, Liang D, Huang L, Wen Z, Li W, Li X (2013). H3.3 actively marks enhancers and primes gene transcription via opening higher-ordered chromatin. Genes Dev.

[34] Deaton AM, Gomez-Rodriguez M, Mieczkowski J, Tolstorukov MY, Kundu S, Sadreyev RI, et al. Enhancer regions show high histone H3.3 turnover that changes during differentiation. Elife. 2016;5. https://pubmed.ncbi.nlm.nih.gov/27304074/.10.7554/eLife.15316PMC496526327304074

[35] Martire S, Gogate AA, Whitmill A, Tafessu A, Nguyen J, Teng YC, Tastemel M, Banaszynski LA (2019). Phosphorylation of histone H3.3 at serine 31 promotes p300 activity and enhancer acetylation. Nat Genet.

[36] Zhang H, Gan H, Wang Z, Lee JH, Zhou H, Ordog T, Wold MS, Ljungman M, Zhang Z (2017). RPA interacts with HIRA and regulates H3.3 deposition at gene regulatory elements in mammalian cells. Mol Cell.

[37] Ernst J, Kellis M (2012). ChromHMM: automating chromatin-state discovery and characterization. Nat Methods.

[38] Pillidge Z, Bray SJ. SWI/SNF chromatin remodeling controls Notch-responsive enhancer accessibility. EMBO Rep. 2019;20(5). https://pubmed.ncbi.nlm.nih.gov/30914409/.10.15252/embr.201846944PMC650097930914409

[39] Gehre M, Bunina D, Sidoli S, Lubke MJ, Diaz N, Trovato M, Garcia BA, Zaugg JB, Noh KM (2020). Lysine 4 of histone H3.3 is required for embryonic stem cell differentiation, histone enrichment at regulatory regions and transcription accuracy. Nat Genet.

[40] Cheneby J, Menetrier Z, Mestdagh M, Rosnet T, Douida A, Rhalloussi W, Bergon A, Lopez F, Ballester B (2020). ReMap 2020: a database of regulatory regions from an integrative analysis of human and Arabidopsis DNA-binding sequencing experiments. Nucleic Acids Res.

[41] Savitsky P, Krojer T, Fujisawa T, Lambert JP, Picaud S, Wang CY, Shanle EK, Krajewski K, Friedrichsen H, Kanapin A (2016). Multivalent histone and DNA engagement by a PHD/BRD/PWWP triple reader cassette recruits ZMYND8 to K14ac-rich chromatin. Cell Rep.

[42] Guo R, Zheng L, Park JW, Lv R, Chen H, Jiao F, Xu W, Mu S, Wen H, Qiu J (2014). BS69/ZMYND11 reads and connects histone H3.3 lysine 36 trimethylation-decorated chromatin to regulated pre-mRNA processing. Mol Cell.

[43] Wen H, Li Y, Xi Y, Jiang S, Stratton S, Peng D, Tanaka K, Ren Y, Xia Z, Wu J (2014). ZMYND11 links histone H3.3K36me3 to transcription elongation and tumour suppression. Nature.

[44] Adhikary S, Sanyal S, Basu M, Sengupta I, Sen S, Srivastava DK, Roy S, Das C (2016). Selective recognition of H3.1K36 dimethylation/H4K16 acetylation facilitates the regulation of all-trans-retinoic acid (ATRA)-responsive genes by putative chromatin reader ZMYND8. J Biol Chem.

[45] Li N, Li Y, Lv J, Zheng X, Wen H, Shen H, Zhu G, Chen TY, Dhar SS, Kan PY (2016). ZMYND8 reads the dual histone mark H3K4me1-H3K14ac to antagonize the expression of metastasis-linked genes. Mol Cell.

[46] Gong F, Chiu LY, Cox B, Aymard F, Clouaire T, Leung JW, Cammarata M, Perez M, Agarwal P, Brodbelt JS (2015). Screen identifies bromodomain protein ZMYND8 in chromatin recognition of transcription-associated DNA damage that promotes homologous recombination. Genes Dev.

[47] Spruijt CG, Luijsterburg MS, Menafra R, Lindeboom RG, Jansen PW, Edupuganti RR, Baltissen MP, Wiegant WW, Voelker-Albert MC, Matarese F (2016). ZMYND8 co-localizes with NuRD on target genes and regulates poly(ADP-Ribose)-dependent recruitment of GATAD2A/NuRD to sites of DNA damage. Cell Rep.

[48] Kraushaar DC, Chen Z, Tang Q, Cui K, Zhang J, Zhao K (2018). The gene repressor complex NuRD interacts with the histone variant H3.3 at promoters of active genes. Genome Res.

[49] Shen H, Xu W, Guo R, Rong B, Gu L, Wang Z, He C, Zheng L, Hu X, Hu Z (2016). Suppression of enhancer overactivation by a RACK7-histone demethylase complex. Cell.

[50] Serresi M, Kertalli S, Li L, Schmitt MJ, Dramaretska Y, Wierikx J, et al. Functional antagonism of chromatin modulators regulates epithelial-mesenchymal transition. Sci Adv. 2021;7(9). https://pubmed.ncbi.nlm.nih.gov/33627422/.10.1126/sciadv.abd7974PMC790426433627422

[51] Colino-Sanguino Y, Cornett EM, Moulder D, Smith GC, Hrit J, Cordeiro-Spinetti E, Vaughan RM, Krajewski K, Rothbart SB, Clark SJ (2019). A read/write mechanism connects p300 bromodomain function to H2A.Z acetylation. iScience.

[52] Rothbart SB, Krajewski K, Strahl BD, Fuchs SM (2012). Peptide microarrays to interrogate the "histone code". Methods Enzymol.

[53] Hawkins SM, Creighton CJ, Han DY, Zariff A, Anderson ML, Gunaratne PH, Matzuk MM (2011). Functional microRNA involved in endometriosis. Mol Endocrinol.

[54] Grandi G, Toss A, Cortesi L, Botticelli L, Volpe A, Cagnacci A (2015). The association between endometriomas and ovarian cancer: preventive effect of inhibiting ovulation and menstruation during reproductive life. Biomed Res Int.

[55] Borrelli GM, Abrao MS, Taube ET, Darb-Esfahani S, Kohler C, Chiantera V, Mechsner S (2016). (Partial) Loss of BAF250a (ARID1A) in rectovaginal deep-infiltrating endometriosis, endometriomas and involved pelvic sentinel lymph nodes. Mol Hum Reprod.

[56] Konev AY, Tribus M, Park SY, Podhraski V, Lim CY, Emelyanov AV, Vershilova E, Pirrotta V, Kadonaga JT, Lusser A (2007). CHD1 motor protein is required for deposition of histone variant H3.3 into chromatin in vivo. Science.

[57] Nakayama T, Shimojima T, Hirose S (2012). The PBAP remodeling complex is required for histone H3.3 replacement at chromatin boundaries and for boundary functions. Development.

[58] Pradhan SK, Su T, Yen L, Jacquet K, Huang C, Cote J, Kurdistani SK, Carey MF (2016). EP400 deposits H3.3 into promoters and enhancers during gene activation. Mol Cell.

[59] Wang W, Vilella F, Alama P, Moreno I, Mignardi M, Isakova A, Pan W, Simon C, Quake SR (2020). Single-cell transcriptomic atlas of the human endometrium during the menstrual cycle. Nat Med.

[60] Zhang C, Wang X, Anaya Y, Parodi L, Cheng L, Anderson ML, Hawkins SM (2018). Distinct molecular pathways in ovarian endometrioid adenocarcinoma with concurrent endometriosis. Int J Cancer.

[61] Sikora J, Wroblewska-Czech A, Smycz-Kubanska M, Mielczarek-Palacz A, Cygal A, Witek A, Kondera-Anasz Z (2018). The role of complement components C1q, MBL and C1 inhibitor in pathogenesis of endometriosis. Arch Gynecol Obstet.

[62] Le Gallo M, O'Hara AJ, Rudd ML, Urick ME, Hansen NF, O'Neil NJ, Price JC, Zhang S, England BM, Godwin AK (2012). Exome sequencing of serous endometrial tumors identifies recurrent somatic mutations in chromatin-remodeling and ubiquitin ligase complex genes. Nat Genet.

[63] Berger AC, Korkut A, Kanchi RS, Hegde AM, Lenoir W, Liu W, Liu Y, Fan H, Shen H, Ravikumar V (2018). A comprehensive pan-cancer molecular study of gynecologic and breast cancers. Cancer Cell.

[64] Kovac K, Sauer A, Macinkovic I, Awe S, Finkernagel F, Hoffmeister H, Fuchs A, Muller R, Rathke C, Langst G (2018). Tumour-associated missense mutations in the dMi-2 ATPase alters nucleosome remodelling properties in a mutation-specific manner. Nat Commun.

[65] Tong JK, Hassig CA, Schnitzler GR, Kingston RE, Schreiber SL (1998). Chromatin deacetylation by an ATP-dependent nucleosome remodelling complex. Nature.

[66] Xue Y, Wong J, Moreno GT, Young MK, Cote J, Wang W (1998). NURD, a novel complex with both ATP-dependent chromatin-remodeling and histone deacetylase activities. Mol Cell.

[67] Basta J, Rauchman M (2015). The nucleosome remodeling and deacetylase complex in development and disease. Transl Res.

[68] Ha M, Kraushaar DC, Zhao K (2014). Genome-wide analysis of H3.3 dissociation reveals high nucleosome turnover at distal regulatory regions of embryonic stem cells. Epigenetics Chromatin.

[69] Marques JG, Gryder BE, Pavlovic B, Chung Y, Ngo QA, Frommelt F, et al. NuRD subunit CHD4 regulates super-enhancer accessibility in rhabdomyosarcoma and represents a general tumor dependency. Elife. 2020;9. https://pubmed.ncbi.nlm.nih.gov/32744500/.10.7554/eLife.54993PMC743811232744500

[70] Jiao F, Li Z, He C, Xu W, Yang G, Liu T, Shen H, Cai J, Anastas JN, Mao Y (2020). RACK7 recognizes H3.3G34R mutation to suppress expression of MHC class II complex components and their delivery pathway in pediatric glioblastoma. Sci Adv.

[71] Gong F, Clouaire T, Aguirrebengoa M, Legube G, Miller KM (2017). Histone demethylase KDM5A regulates the ZMYND8-NuRD chromatin remodeler to promote DNA repair. J Cell Biol.

[72] Ghosh K, Tang M, Kumari N, Nandy A, Basu S, Mall DP, Rai K, Biswas D (2018). Positive regulation of transcription by human ZMYND8 through its association with P-TEFb complex. Cell Rep.

[73] Trizzino M, Barbieri E, Petracovici A, Wu S, Welsh SA, Owens TA, Licciulli S, Zhang R, Gardini A (2018). The tumor suppressor ARID1A controls global transcription via pausing of RNA polymerase II. Cell Rep.

[74] Bottardi S, Mavoungou L, Pak H, Daou S, Bourgoin V, Lakehal YA, Affar el B, Milot E (2014). The IKAROS interaction with a complex including chromatin remodeling and transcription elongation activities is required for hematopoiesis. PLoS Genet.

[75] Schwabish MA, Struhl K (2007). The Swi/Snf complex is important for histone eviction during transcriptional activation and RNA polymerase II elongation in vivo. Mol Cell Biol.

[76] Park JH, Park EJ, Lee HS, Kim SJ, Hur SK, Imbalzano AN, Kwon J (2006). Mammalian SWI/SNF complexes facilitate DNA double-strand break repair by promoting gamma-H2AX induction. EMBO J.

[77] Smeenk G, Wiegant WW, Vrolijk H, Solari AP, Pastink A, van Attikum H (2010). The NuRD chromatin-remodeling complex regulates signaling and repair of DNA damage. J Cell Biol.

[78] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[79] Hazan I, Monin J, Bouwman BAM, Crosetto N, Aqeilan RI (2019). Activation of oncogenic super-enhancers is coupled with DNA repair by RAD51. Cell Rep.

[80] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J.

[81] FastQC: a quality control tool for high throughput sequence data. http://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[82] Ewels P, Magnusson M, Lundin S, Kaller M (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[83] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[84] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[85] Love MI, Anders S, Kim V, Huber W (2015). RNA-Seq workflow: gene-level exploratory analysis and differential expression. F1000Res.

[86] Ignatiadis N, Klaus B, Zaugg JB, Huber W (2016). Data-driven hypothesis weighting increases detection power in genome-scale multiple testing. Nat Methods.

[87] Zhu A, Ibrahim JG, Love MI (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[88] Cornett EM, Dickson BM, Rothbart SB. Analysis of histone antibody specificity with peptide microarrays. J Vis Exp. 2017;126. https://pubmed.ncbi.nlm.nih.gov/28809825/.10.3791/55912PMC561381428809825

[89] Dickson BM, Cornett EM, Ramjan Z, Rothbart SB (2016). ArrayNinja: an open source platform for unified planning and analysis of microarray experiments. Methods Enzymol.

[90] Schneider VA, Graves-Lindsay T, Howe K, Bouk N, Chen HC, Kitts PA, Murphy TD, Pruitt KD, Thibaud-Nissen F, Albracht D (2017). Evaluation of GRCh38 and de novo haploid genome assemblies demonstrates the enduring quality of the reference assembly. Genome Res.

[91] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[92] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Genome Project Data Processing S (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[93] Ou J, Liu H, Yu J, Kelliher MA, Castilla LH, Lawson ND, Zhu LJ (2018). ATACseqQC: a Bioconductor package for post-alignment quality assessment of ATAC-seq data. BMC Genomics.

[94] Daley T, Smith AD (2013). Predicting the molecular complexity of sequencing libraries. Nat Methods.

[95] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[96] Amemiya HM, Kundaje A, Boyle AP (2019). The ENCODE Blacklist: identification of problematic regions of the genome. Sci Rep.

[97] Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P (2012). ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res.

[98] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[99] Lun AT, Smyth GK (2016). csaw: a Bioconductor package for differential binding analysis of ChIP-seq data using sliding windows. Nucleic Acids Res.

[100] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[101] Ernst J, Kellis M (2017). Chromatin-state discovery and genome annotation with ChromHMM. Nat Protoc.

[102] Fiziev P, Akdemir KC, Miller JP, Keung EZ, Samant NS, Sharma S, Natale CA, Terranova CJ, Maitituoheti M, Amin SB (2017). Systematic epigenomic analysis reveals chromatin states associated with melanoma progression. Cell Rep.

[103] Gorkin DU, Barozzi I, Zhao Y, Zhang Y, Huang H, Lee AY, Li B, Chiou J, Wildberg A, Ding B (2020). An atlas of dynamic chromatin landscapes in mouse fetal development. Nature.

[104] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[105] Davis S, Meltzer PS (2007). GEOquery: a bridge between the Gene Expression Omnibus (GEO) and BioConductor. Bioinformatics.

[106] Barrett T, Wilhite SE, Ledoux P, Evangelista C, Kim IF, Tomashevsky M, Marshall KA, Phillippy KH, Sherman PM, Holko M (2013). NCBI GEO: archive for functional genomics data sets--update. Nucleic Acids Res.

[107] Smedley D, Haider S, Ballester B, Holland R, London D, Thorisson G, Kasprzyk A (2009). BioMart--biological queries made easy. BMC Genomics.

[108] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[109] Lawrence M, Huber W, Pages H, Aboyoun P, Carlson M, Gentleman R, Morgan MT, Carey VJ (2013). Software for computing and annotating genomic ranges. PLoS Comput Biol.

[110] Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nat Biotechnol.

[111] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[112] Wickham H (2016). ggplot2: Elegant Graphics for Data Analysis.

[113] R Core Team (2018). R: a language and environment for statistical computing.

[114] Reske JJ, Chandler RL. ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers. 2022, NCBI Gene Expression Omnibus, GSE190557. https://identifiers.org/geo:GSE190557. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190557.10.1186/s12915-022-01407-yPMC950963236153585

[115] Wilson MR, Reske JJ, Chandler RL. ARID1A and PI3-Kinase pathway mutations in the endometrium drive epithelial transdifferentiation and collective invasion. 2019, NCBI Gene Expression Omnibus, GSE121198. https://identifiers.org/geo:GSE121198. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121198.10.1038/s41467-019-11403-6PMC668600431391455

[116] Wilson MR, Reske JJ, Chandler RL. ARID1A mutations promote P300-dependent endometrial invasion through super-enhancer hyperacetylation. 2020, NCBI Gene Expression Omnibus, GSE148474. https://identifiers.org/geo:GSE148474. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148474.10.1016/j.celrep.2020.108366PMC768262033176148

[117] Creighton C, Matzuk M, Hawkins S. Gene expression profiles of endometriosis. 2010, NCBI Gene Expression Omnibus, GSE23339. https://identifiers.org/geo:GSE23339. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23339.

# Supplementary material for: ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers
**Source:** BMC Biol. 2022 Sep 25;20:209. doi: 10.1186/s12915-022-01407-y
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Information. Figure S1. Supplemental ARID1A knockdown differential H3.3 data. Figure S2. H3.3 knockdown functional analysis. Figure S3. Effects of CHD4 loss on H3.3 chromatin and comparison to ARID1A. Figure S4. Additional chromatin features profiled in 12Z cells. Figure S5. Peptide specificity of anti-acetyl-H2A.Z (K4/K7). Figure S6. ChromHMM model optimization. Figure S7. Chromatin accessibility repressed by ARID1A is associated with H4 acetylation. Figure S8. Chromatin feature correlation across promoter-proximal super-enhancers. Figure S9. siCHD4/siZMYND8 functional analysis. Figure S10. H4K16ac enrichment at repressed mechanistic genes. Figure S11. Additive transcriptional repression by ARID1A and CHD4. Figure S12. Uncropped Western blots.

## **Additional file 1. Supplementary Information**

Reske et al.

**Figure S1**

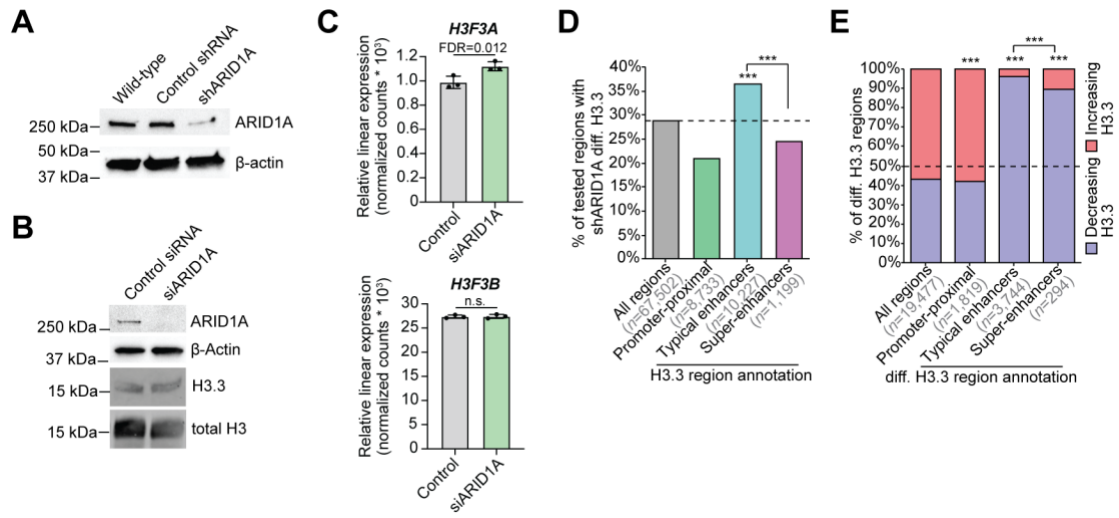

**Fig. S1. Supplemental ARID1A knockdown differential H3.3 data.** **A**, ARID1A immunoblot, compared to  $\beta$ -actin loading control, in 12Z cells treated with lentiviral shRNA particles to acutely knockdown ARID1A compared to non-targeting control shRNA. Wild-type condition shown as reference. **B**, Immunoblot for H3.3 and ARID1A, compared to total H3 and  $\beta$ -actin loading controls, respectively, in 12Z cells treated with siRNA to acutely knockdown ARID1A (siARID1A). H3.3 and total H3 were probed in the cellular histone fraction. **C**, RNA-seq linear gene expression data (normalized counts) for H3.3-encoding gene isoforms, *H3F3A* and *H3F3B*, following ARID1A knockdown by siRNA (siARID1A). **D**, Enrichment of regions displaying shARID1A significant differential H3.3 abundance among promoter-proximal regions, typical enhancers, and super-enhancers compared to all tested H3.3 regions. Gene promoter-proximal regions are defined as within 3 kb of a TSS. Enhancers are defined as ATAC+ H3K27ac peaks located >3 kb from a TSS. Super-enhancers were further distinguished from typical enhancers by *ROSE*. Statistics are hypergeometric enrichment and pairwise two-tailed Fisher's exact test. **E**, Distribution of significantly increasing vs. decreasing genomic H3.3 with ARID1A knockdown

among the classes described in **C**. Statistics are hypergeometric enrichment and pairwise two-tailed Fisher's exact test.

**Figure S2**

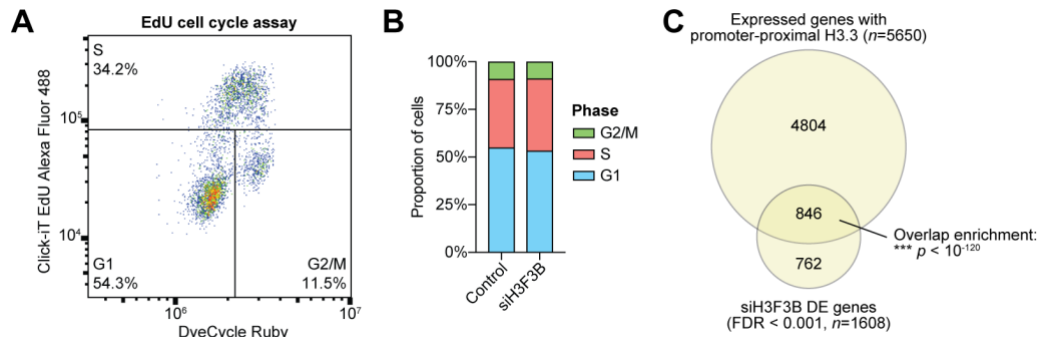

**Fig. S2. H3.3 knockdown functional analysis.** **A**, Representative cell cycle analysis by EdU labeling and DyeCycle ruby staining following 72 hours siRNA transfection. **B**, Quantification of cell cycle phases (G1, S, and G2/M) in control non-targeting siRNA treated and siH3F3B (H3.3 knockdown) treated 12Z cells ( $n = 3$ , pooled quantification). **C**, Euler diagram displaying overlap of genes with detected promoter-proximal H3.3 by ChIP-seq (*MACS2*, FDR < 0.05) and genes with altered expression following H3.3 knockdown by RNA-seq (*DESeq2*, FDR < 0.001). Statistic is hypergeometric enrichment.

**Figure S3**

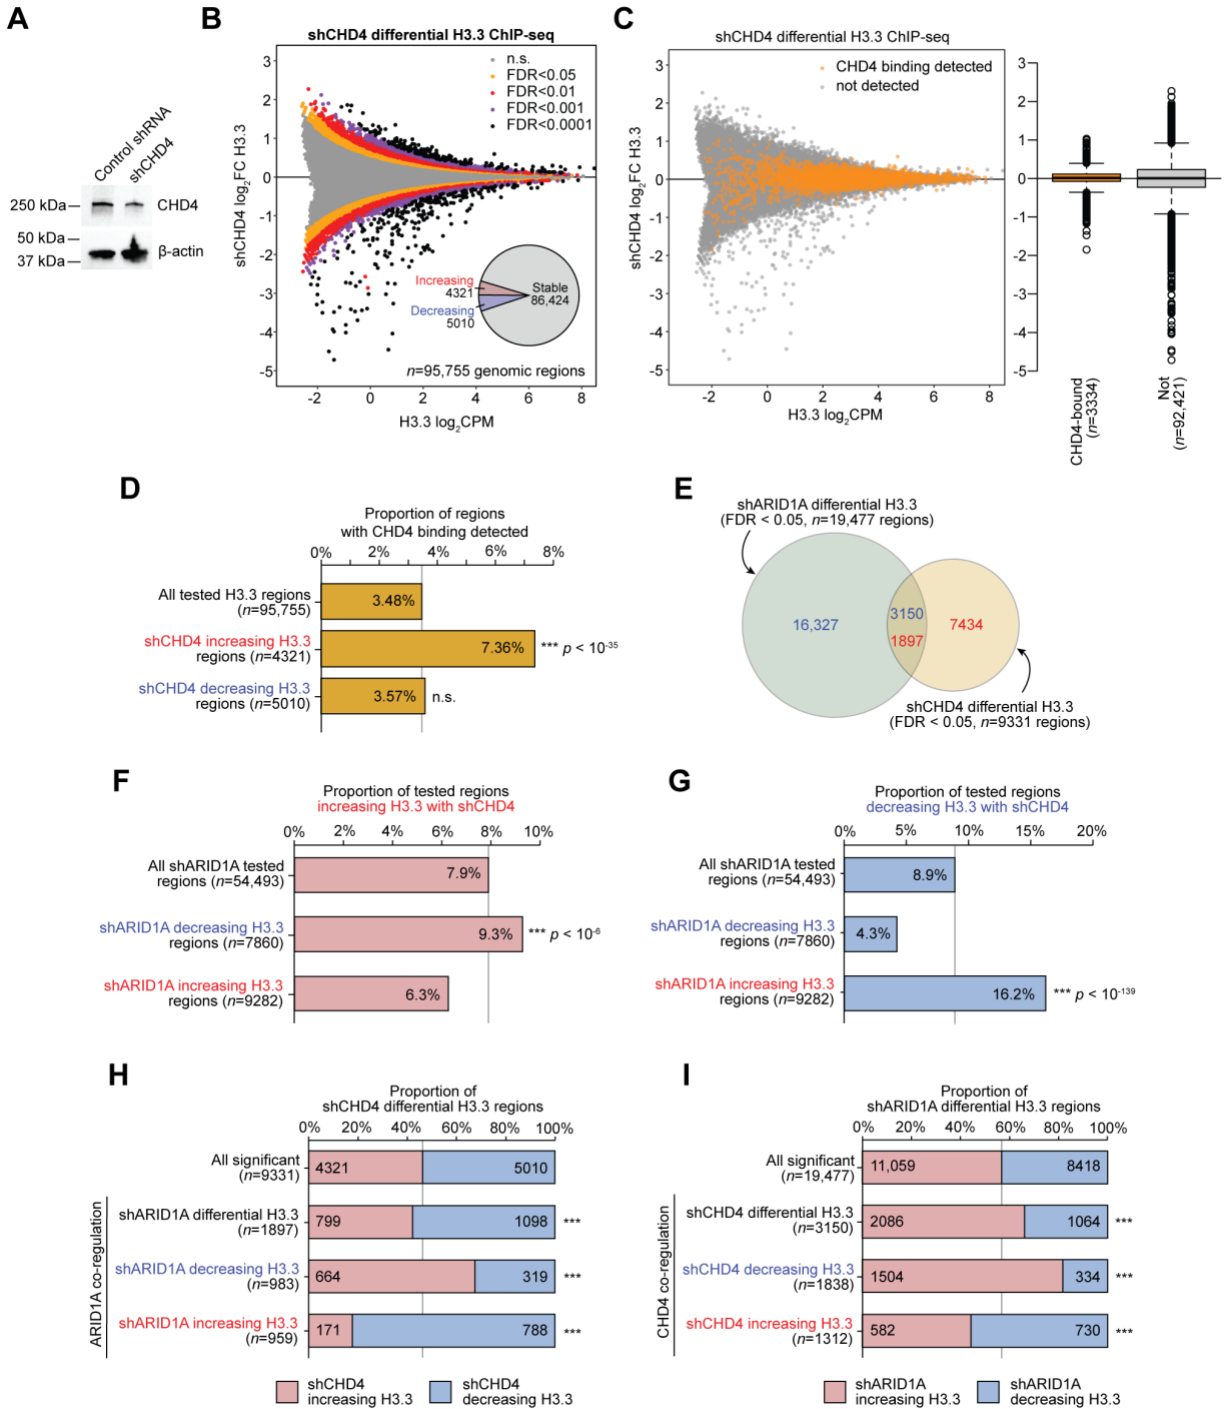

**Fig. S3. Effects of CHD4 loss on H3.3 chromatin and comparison to ARID1A.** A, CHD4 western blot, compared to  $\beta$ -actin loading control, in 12Z cells treated with lentiviral shRNA

particles to acutely knockdown CHD4. **B**, MA plot of differential H3.3 ChIP-seq ( $n = 2$ ) in shCHD4 vs. control shRNA treated 12Z cells, across 95,755 tested genomic regions. Inset pie chart depicts distribution of significantly increasing and decreasing H3.3 regions (*csaw/edgeR* FDR < 0.05) compared to stable H3.3 (FDR > 0.05). Regions displaying FDR < 0.05 (*csaw/edgeR*) were interpreted as significant for downstream analyses. **C**, Segregation of shCHD4 differential H3.3 analysis by detected CHD4 binding in wild-type cells. Left, MA plot as in **B** but colored by CHD4 binding status. Right, boxplot quantifying the shCHD4 log<sub>2</sub>FC H3.3 distribution among CHD4 bound vs. not bound tested regions. **D**, Enrichment for CHD4 binding detection among shCHD4 increasing ( $n = 4321$ ) vs. decreasing ( $n = 5010$ ) H3.3 regions compared to all tested regions. Statistic is hypergeometric enrichment. **E**, Overlap of regions displaying significant differential H3.3 abundance between shARID1A and shCHD4 conditions. **F**, Enrichment for shCHD4 increasing H3.3 among shARID1A differential H3.3 regions. Statistic is hypergeometric enrichment. **G**, Enrichment for shCHD4 decreasing H3.3 among shARID1A differential H3.3 regions. Statistic is hypergeometric enrichment. **H**, Distribution of significant shCHD4 increasing vs. decreasing regions functionally co-regulated by ARID1A (i.e. also differential with shARID1A). Statistic is hypergeometric enrichment. **I**, Distribution of significant shARID1A increasing vs. decreasing regions functionally co-regulated by CHD4 (i.e. also differential with shCHD4). Statistic is hypergeometric enrichment.

**Figure S4**

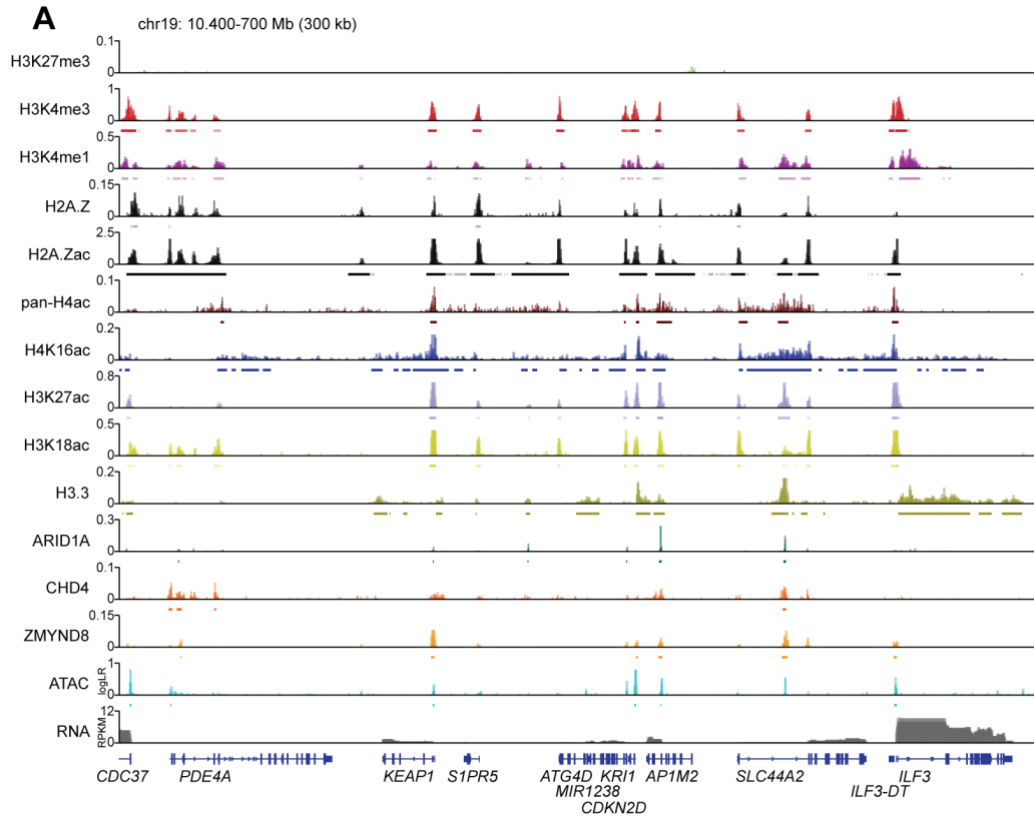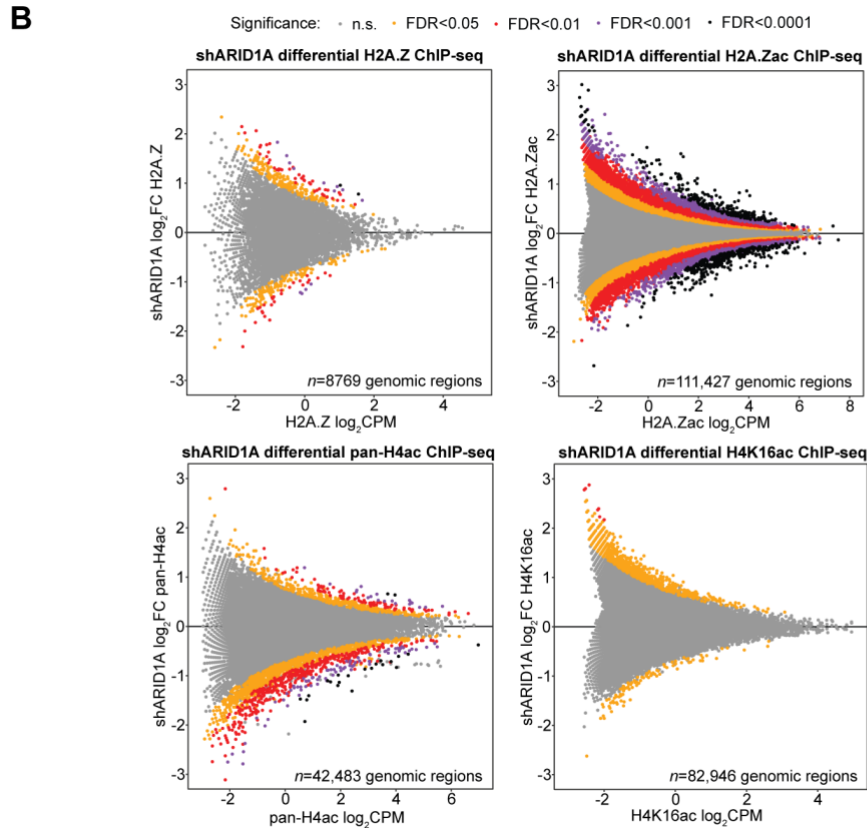

**Fig. S4. Additional chromatin features profiled in 12Z cells.** **A**, Example hg38 locus on chromosome 19 depicting all analyzed chromatin features in this study. y-axis is log-likelihood ratio (logLR) of assay signal (compared to input chromatin for ChIP-seq or background genome for ATAC-seq) or RPKM for total RNA. Small bars under tracks indicate significant peak detection by *MACS2* (FDR < 0.05). **B**, MA plots for new shARID1A vs. control differential ChIP-seq ( $n = 2$ ) experiments: H2A.Z, H2A.Zac (K4/K7), pan-H4ac (K5/K8/K12/K16), and H4K16ac. Genomic regions are colored by significance (*csaw/edgeR*).

**Figure S5**

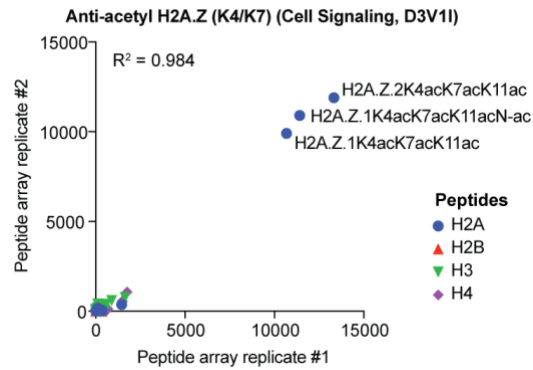

**Fig. S5. Peptide specificity of anti-acetyl-H2A.Z (K4/K7).** Hybridization results for two independent histone peptide microarray replicates probed with anti-acetyl-H2A.Z (H2A.Zac) (Cell Signaling, D3V1I), demonstrating clear specificity for acetylated H2A.Z peptides. The three dominantly detected H2A.Zac peptides are labeled.

Figure S6

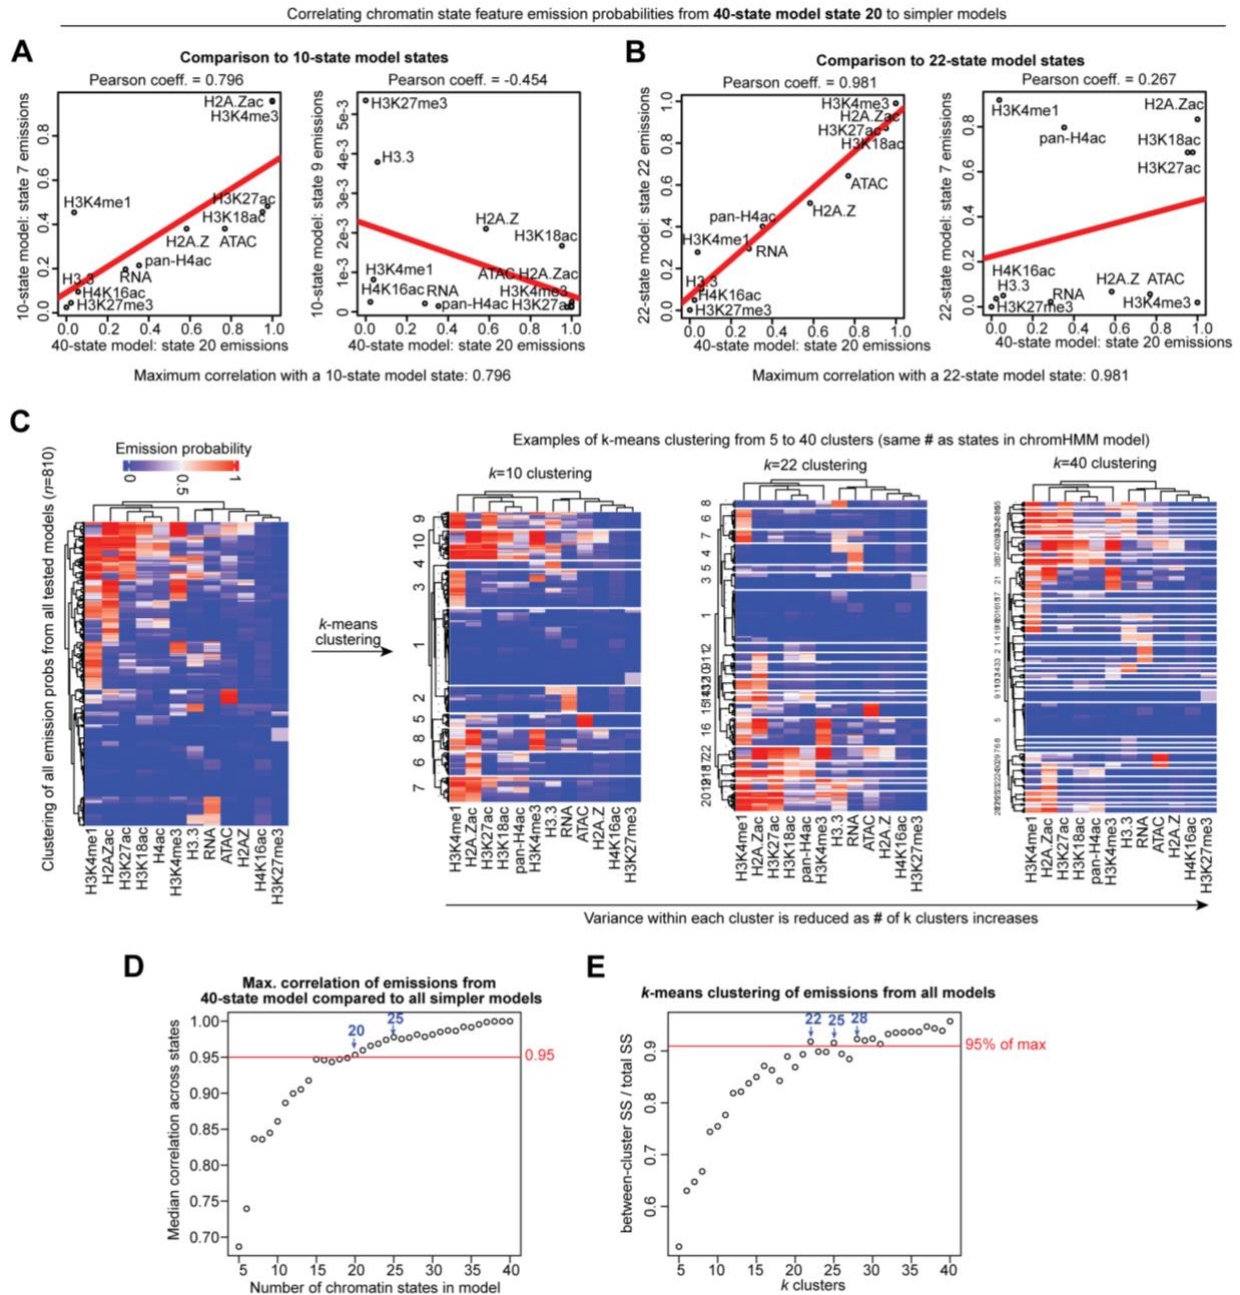

**Fig. S6. ChromHMM model optimization.** Examples and results of quantitative strategies used to select optimal ChromHMM model as devised by Gorkin et al. See Methods for further details and procedural description. **A-B**, Correlating chromatin state feature emission probabilities from the most complex model (40-state) to all simpler models. **A**, Comparison to 10-state model states.

The maximum Pearson correlation coefficient of 40-state model state 20 with a 10-state model state is 0.796. **B**, Comparison to 22-state model states. The maximum Pearson correlation coefficient of 40-state model state 20 with a 22-state model state is 0.981. **C**, Clustered heatmaps of all emission probabilities from all tested models (left,  $n = 810$  total modeled chromatin states), followed by examples of  $k$ -means clustering (right),  $k$ -means clustering was performed from  $k = 5$  to  $k = 40$  clusters (the same number of states in the tested chromatin state models) for measurements of goodness of fit by sum-of-squares (between-cluster vs. total). Variance within each cluster is reduced as the number of  $k$  clusters increases. **D**, First strategy model selection plot (as in **A-B**) based on the maximum correlation of emissions from the most complex model (40-state) compared to all simpler models. The  $x$ -axis is the simpler model used for comparison, and the  $y$ -axis is the median of maximum correlation coefficients across all 40-state model states compared to states within the simpler model. 95% threshold is represented by the red line. **E**, Second strategy model selection plot (as in **C**) based on the goodness of fit for all simpler models relative to the most complex model (40-state). The  $y$ -axis is the amount of variance explained by clustering, i.e. the ratio of between-cluster sum-of-squares to total sum-of-squares, relative to  $k = 40$  clusters (the number of chromatin states in the most complex model). 95% threshold is represented by the red line.

**Figure S7**

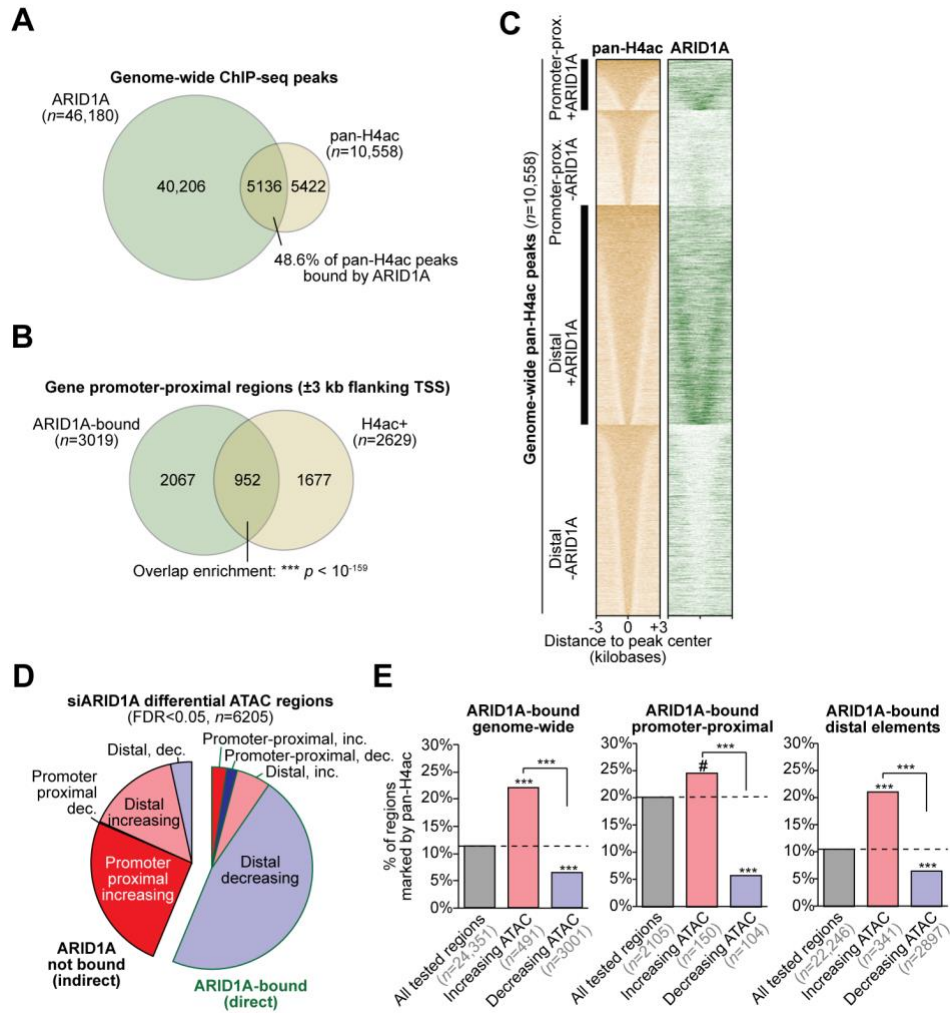

**Fig. S7. Chromatin accessibility repressed by ARID1A is associated with H4 acetylation.** **A**, Euler diagram displaying overlapping genome-wide ChIP-seq peaks (called by *MACS2*) for pan-H4ac compared to ARID1A. 48.6% of pan-H4ac peaks are co-marked by ARID1A binding. **B**, Euler diagram displaying overlapping gene promoters marked by pan-H4ac (H4ac+) and ARID1A binding. Statistic is hypergeometric enrichment test. **C**, Heatmap displaying ChIP-seq signal across 10,558 genome-wide pan-H4ac ChIP-seq peaks. Signal is quantified as ChIP – Input. Peaks are ranked by overall pan-H4ac signal and stratified by ARID1A binding and promoter (<3 kb from a TSS) vs. distal (>3 kb from a TSS). **D**, Annotation and directional breakdown of 6205

significant ( $\text{FDR} < 0.05$ ) differentially accessible genomic regions, measured by ATAC-seq, following ARID1A depletion via siRNA (siARID1A). Regions are further segregated based on ARID1A binding status. **E**, Association of pan-H4ac with siARID1A differential ATAC regions directly bound by ARID1A and separated by direction of accessibility change genome-wide (left), at promoters (center), and at distal elements (right). Statistic is hypergeometric enrichment test and two-tailed Fisher's exact test. #  $p < 0.10$ , \*\*\*  $p < 0.001$ .

**Figure S8**

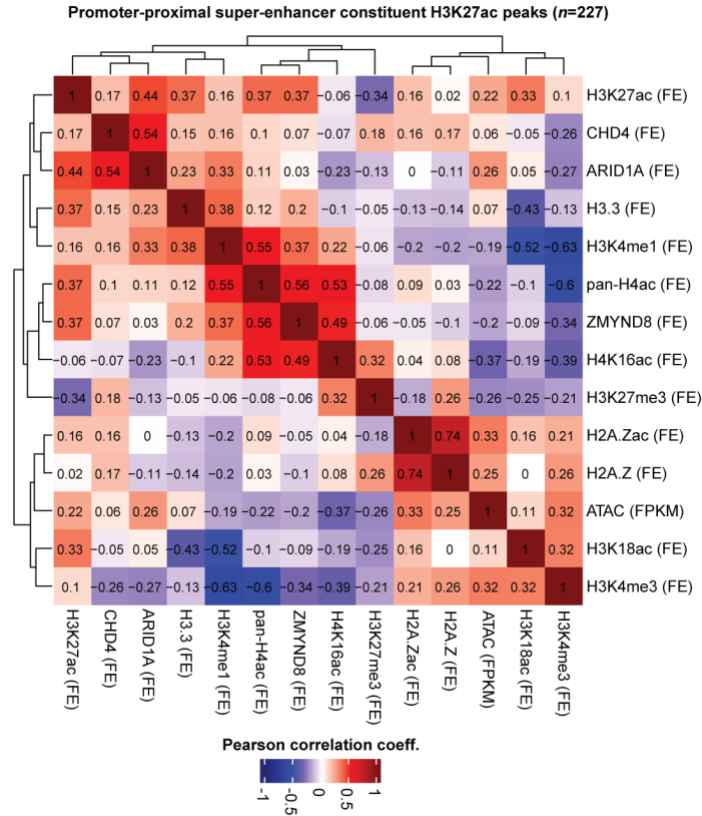

**Fig. S8. Chromatin feature correlation across promoter-proximal super-enhancers.**

Clustered heatmap of Pearson correlation coefficients for all measured chromatin features (aside from total RNA) across 227 promoter-proximal super-enhancer constituent H3K27ac peaks. These active super-enhancer-like regions (distinguished by *ROSE*) overlap the 3 kb promoter region flanking a gene TSS. ChIP-seq assays are quantified as ChIP/input chromatin fold-enrichment (FE), and ATAC-seq is quantified as FPKM.

Figure S9

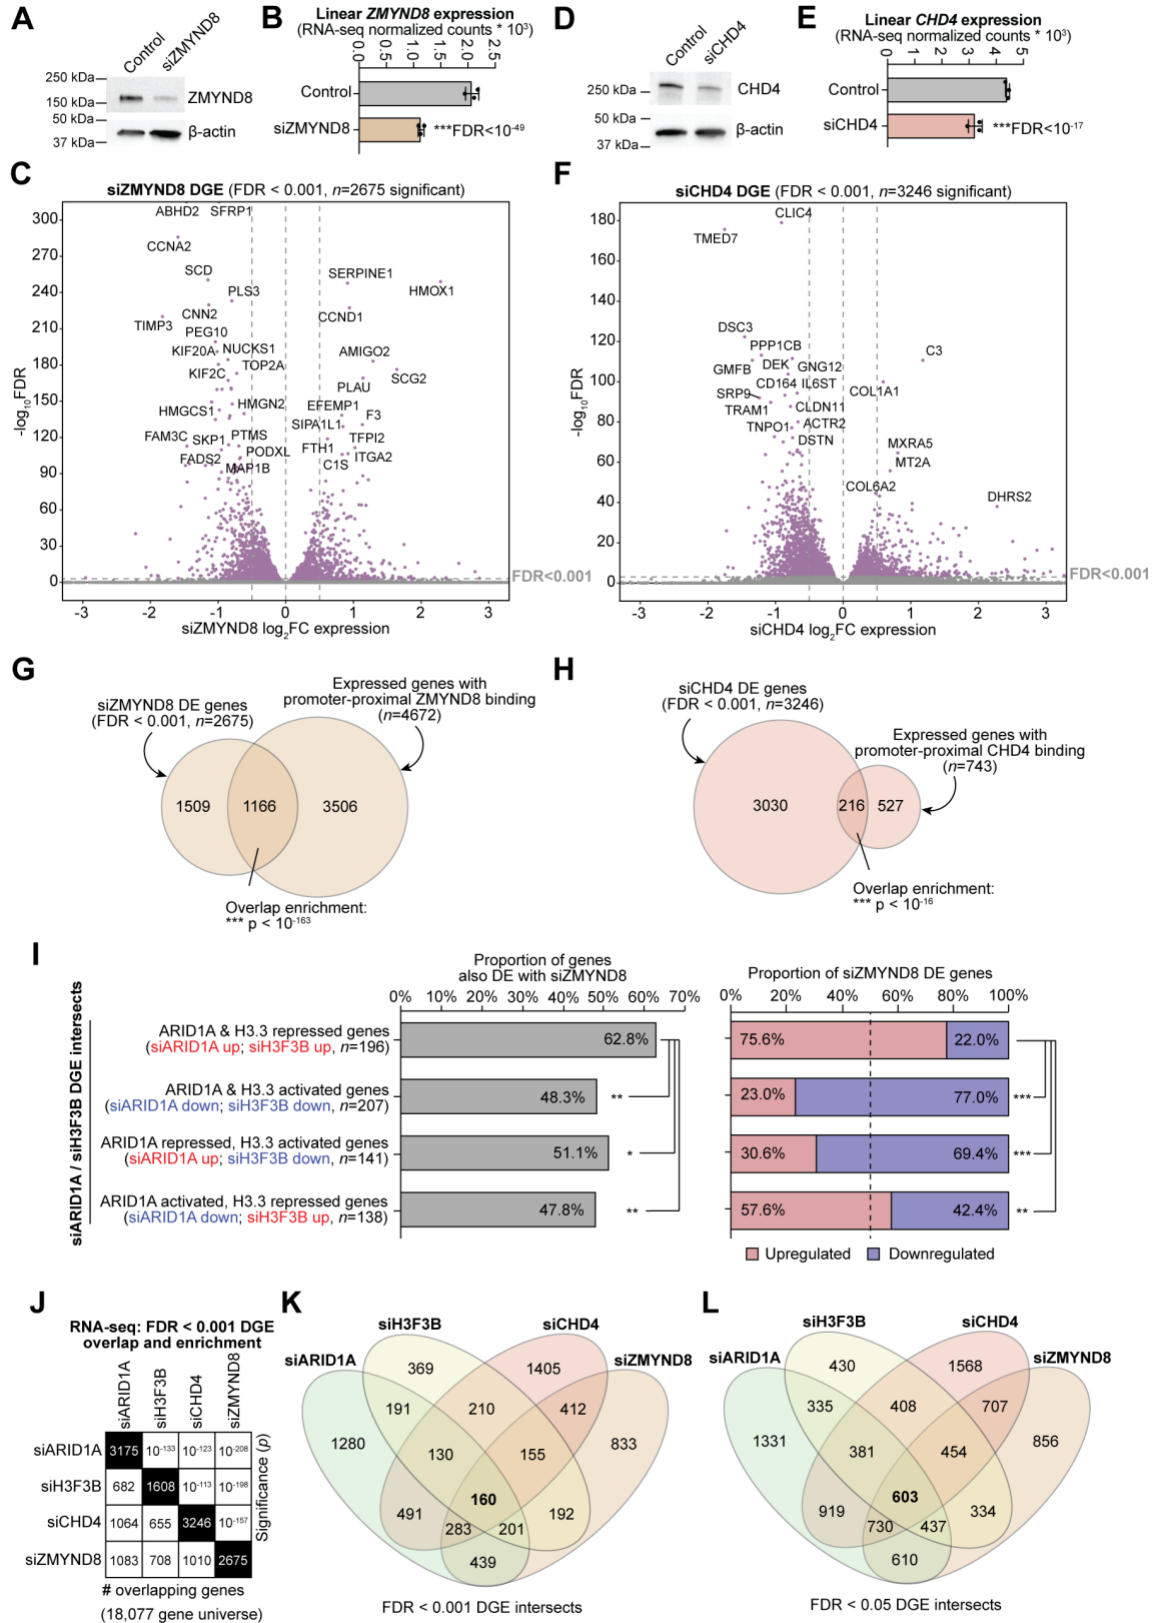

**Fig. S9. siCHD4/siZMYND8 functional analysis.** **A**, Immunoblot for (top) ZMYND8 compared to (bottom)  $\beta$ -actin loading control in 12Z cells treated with non-targeting control siRNA or siZMYND8 (ZMYND8 knockdown). **B**, RNA-seq expression of ZMYND8 in control and siZMYND8 cells. Statistic is FDR-adjusted *DESeq2* Wald test. **C**, Volcano plot for RNA-seq differential gene expression between siZMYND8 and control cells ( $n = 3$ ). FDR < 0.001 was used as a significance threshold. Top significant ZMYND8-dependent genes are labeled. **D-F**, CHD4 siRNA knockdown (siCHD4) framework and RNA-seq analysis ( $n = 3$ ) as in **A-C**. **G**, Euler diagram displaying overlap between siZMYND8 differential gene expression (DGE) and ZMYND8 promoter-bound genes. Statistic is hypergeometric enrichment test. **H**, Euler diagram displaying overlap between siCHD4 DGE and CHD4 promoter-bound genes. Statistic is hypergeometric enrichment test. **I**, Left, association of siZMYND8 DGE among ARID1A-H3.3 co-regulated gene classes described in Fig. 3F-H. Right, distribution of significantly upregulated (ZMYND8 repressed) vs. downregulated (ZMYND8 activated) siZMYND8 DE genes among ARID1A-H3.3 co-regulated gene classes. Statistic is two-tailed Fisher's exact test. **J**, RNA-seq DGE (FDR < 0.001) overlap and enrichment across the four analyzed knockdown conditions: siARID1A, siH3F3B, siCHD4, and siZMYND8. The black cell diagonal represents the number of total significant DE genes in that condition. The bottom-left triangle displays the number of overlapping DE genes between pairwise knockdowns. The upper-right triangle displays the overlap enrichment significance by hypergeometric enrichment test. A reduced 18,077 gene set universe was used that contains genes with detected expression in all analyzed conditions. **K**, Overlap of FDR < 0.001 DGE sets across the four analyzed knockdown conditions. **L**, Overlap of FDR < 0.05 DGE sets across the four analyzed knockdown conditions, corresponding with Fig. 7F.

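All 33 genes labelled in Fig. S9C passed an adjusted p-value of 0.001 with siZMYND8 in edgeR's test, 13 upregulated and 20 downregulated. Among genes with a mean of at least 50 counts whose groups did not overlap, PPP2R2B and TIMP3 were among those with the lowest log2 fold changes, at -2.05 for PPP2R2B. SERPINB4, SERPINB3 and HMOX1 had the highest, at 2.80, 2.55 and 2.29. SERPINB3 and SERPINB4 are neighbouring paralogs on chromosome 18, and reads shared between them were not examined here. HMOX1 had 452 ± 17.2 normalized counts in control cells and 2219 ± 30.0 in siZMYND8 cells (SD, n = 3 each).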

**Figure S10**

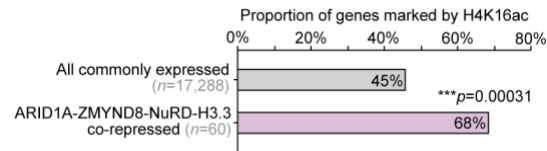

**Fig. S10. H4K16ac enrichment at repressed mechanistic genes.** Enrichment of H4K16ac overlapping gene promoters or gene bodies of ARID1A-H3.3-ZMYND8-CHD4 co-repressed genes—i.e. genes that are upregulated (FDR < 0.05) following treatment with siARID1A, siH3F3B, siZMYND8, and siCHD4—compared to all expressed genes with chromatin data. Statistic is hypergeometric enrichment test.

**Figure S11**

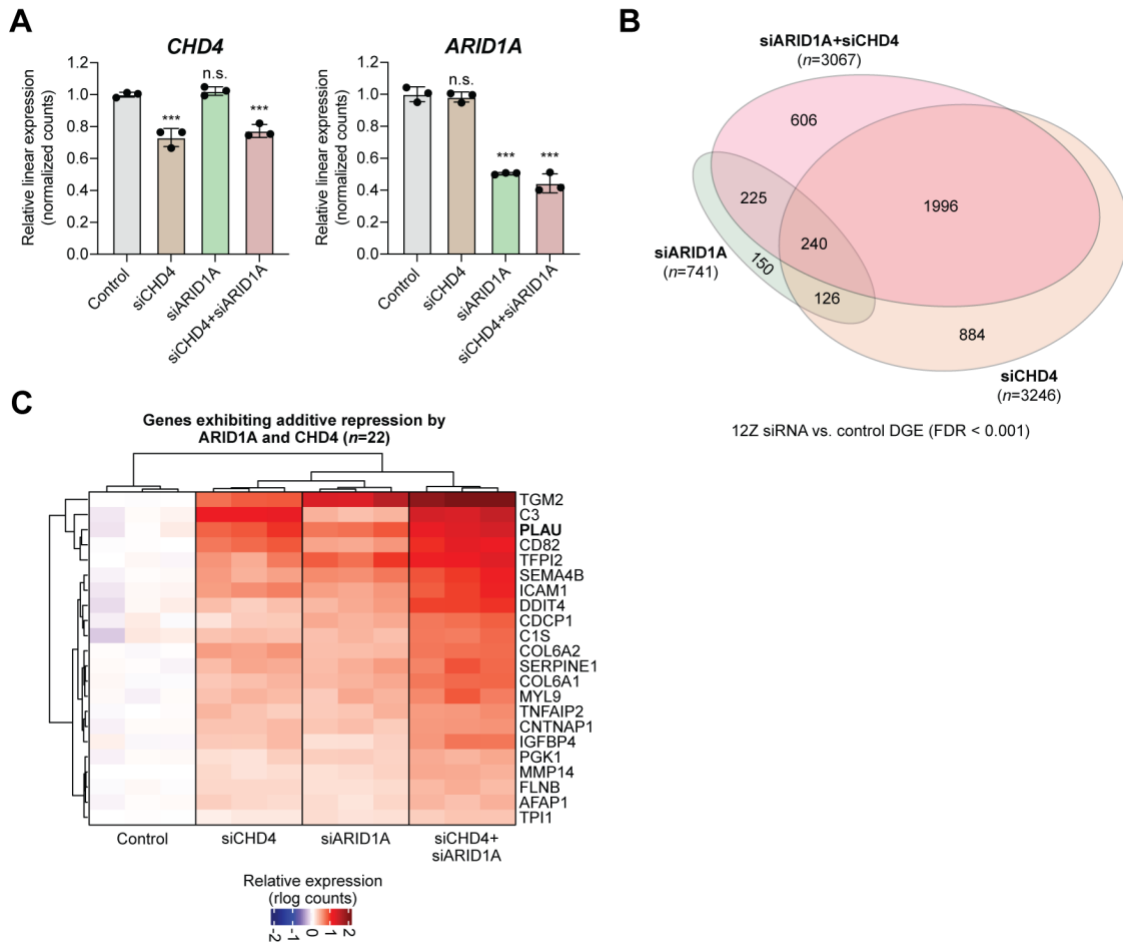

**Fig. S11. Additive transcriptional repression by ARID1A and CHD4.** RNA-seq analysis of an ARID1A  $\pm$  CHD4 co-knockdown experiment ( $n = 3$  per condition). **A**, Relative linear RNA-seq expression for (left) CHD4 and (right) ARID1A among siRNA treated conditions. Statistic is *DESeq2* FDR-adjusted Wald test. **B**, Euler diagram displaying DGE (FDR < 0.001) overlap of siCHD4, siARID1A, and siARID1A+siCHD4 conditions compared to control cells. **C**, Clustered heatmap of expression alterations (rlog) at 22 genes displaying additive repression by ARID1A and CHD4. These genes are significantly upregulated in siCHD4, siARID1A, and siARID1A+siCHD4 conditions compared to control cells and siARID1A+siCHD4 vs. single-knockdown conditions. \*\*\* FDR < 0.001

**Figure S12**

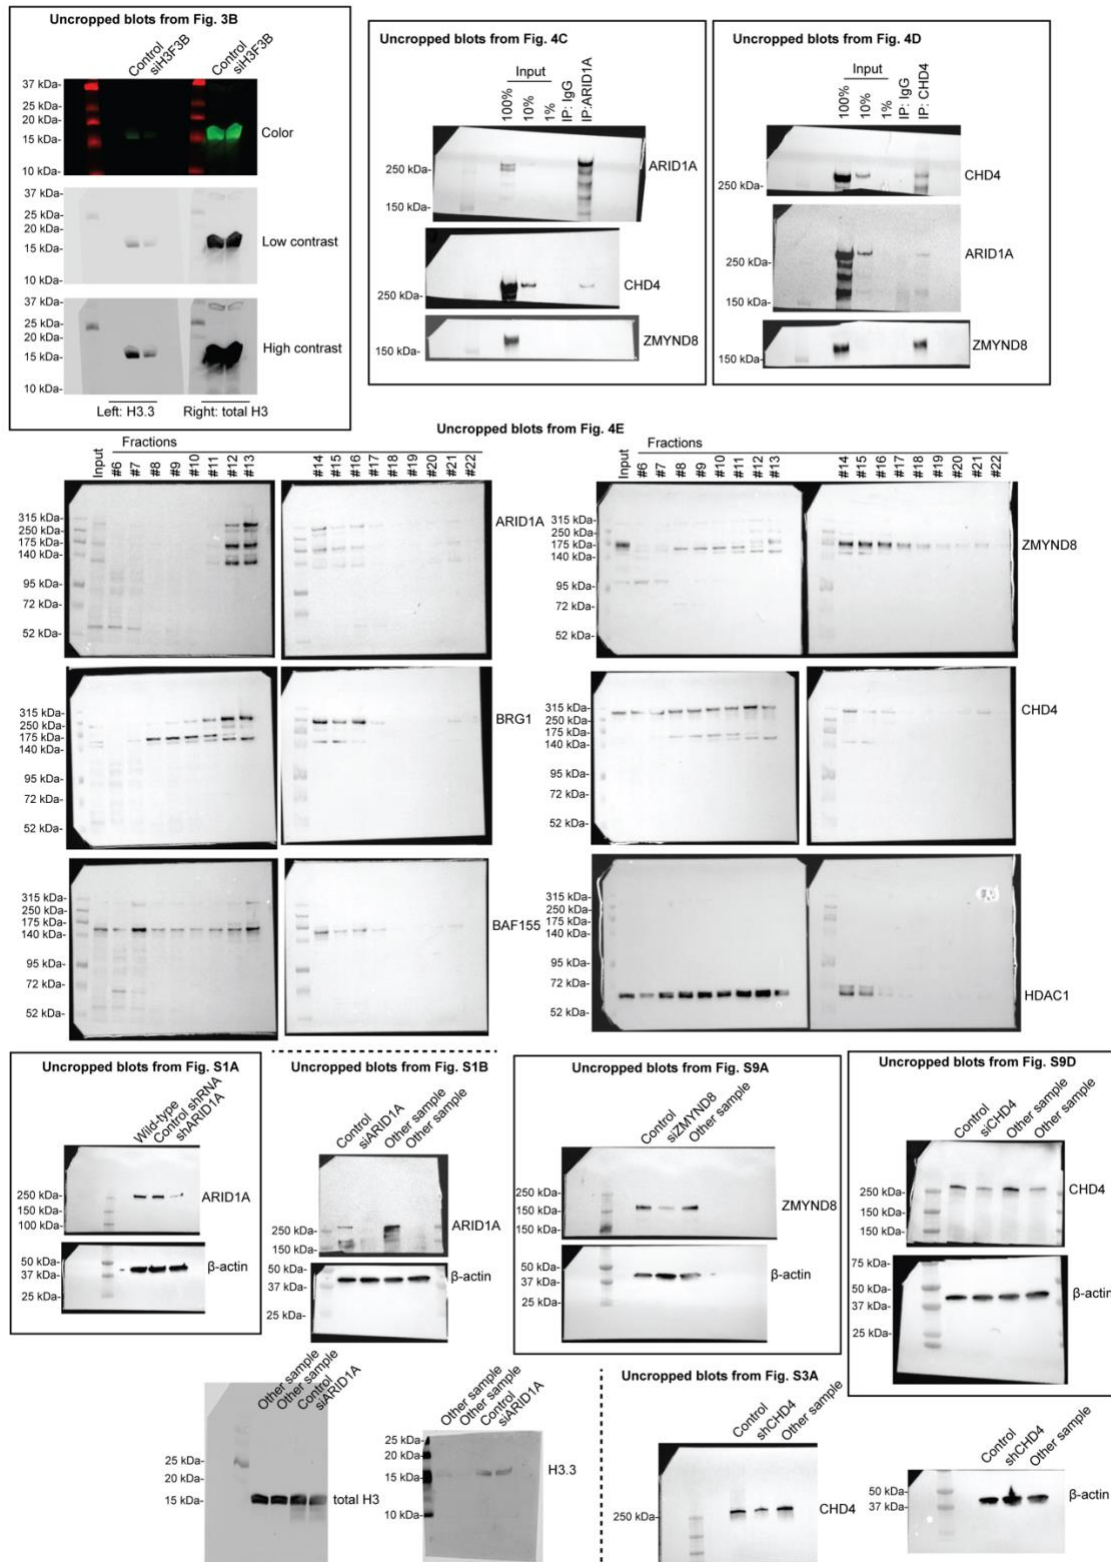

**Fig. S12. Uncropped Western blots.**

How the deposited data were processed for this re-analysis (not part of the article)

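The data were mRNA-seq libraries of human 12Z endometriotic epithelial cells, 3 each from cells transfected with non-targeting control siRNA, siH3F3B or siZMYND8. Cells received 50 nM siRNA and were harvested 72 h later, the last 24 h in low serum. 12Z is an established cell line. Groups were taken from the sample labels. The siARID1A and siCHD4 data were not analysed here.

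The authors trimmed the reads with cutadapt and Trim Galore!, aligned them to hg38 with STAR and counted read pairs per GENCODE gene. The deposited count table holds raw counts, which equal the reverse-strand column of the per-library STAR counts in all 9 libraries. Counts on genes ranged from 21189135 to 30606360 per library. The entries of the STAR counts that name no gene were kept out of library sizes and tests. Of all read pairs in a library, between 5.39% and 7.63% were unmapped, between 8.63% and 14.9% were multimapping, between 4.22% and 4.76% lay on no gene and between 2.83% and 3.20% were ambiguous. The authors also deposited tables of DESeq2 results with log2 fold changes and p-values, of which the adjusted p-values by independent hypothesis weighting were used. The signal values in these tables are mean counts per gene that the authors normalized with DESeq2. This mean is identical for all 21492 genes of the 2 tables, so both come from a single fit of the 9 libraries.

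From the deposited counts, genes with a mean of at least 1 count per library were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment). Each comparison was fitted on its own 6 libraries, siH3F3B against control, siZMYND8 against control and siZMYND8 against siH3F3B. A gene was called DE at an adjusted p-value under 0.001, and at 0.05 for the genes of Fig. 7G. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts scaled by TMM library sizes. Tested on simulated counts of 21560 genes, the edgeR procedure recovered 51 of 67 genes changed by 0.5 on the log2 scale, 66 of 66 changed by 1 and 67 of 67 changed by 2, with 1 call among unchanged genes. DESeq2 1.42.0 recovered 45 of 67, 64 of 66 and 67 of 67, with 0 calls among unchanged genes. All changed genes had a mean of at least 50 counts, so recovery among genes with fewer counts was not tested.

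Gene lists for proliferation, cholesterol synthesis, interferon-stimulated genes and collagens were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and, added after seeing the data, with camera at an estimated correlation. Adjustment was over the 12 tests of 4 lists and 3 comparisons. The cholesterol list was chosen because Fig. S9C labels such genes, and the collagen list because the paper names collagens among its repressed sets. Both choices go back to the paper's results on these libraries, so the tests of these lists are not independent evidence. For each possible 7-base sequence, log2 fold change was regressed on its presence in the 3' UTR, with 3' UTR length and GC content as covariates, as a test for matches to the seeds of the siRNAs, whose sequences were not used here. Tested on simulated fold changes of 11268 genes with a mean of at least 50 counts, the scan ranked an implanted 7-base sequence 1. The implanted drop was larger than the median differences reported below for 7-base sequences. Whether the scan finds effects of the reported size was therefore not tested. Gene positions, 3' UTRs and transcripts came from GENCODE 44, a later release on the same assembly than the study's, and 57754 of the 58336 gene identifiers matched it.

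The genes named were chosen by a rule. They are the targeted genes and H3F3A, the genes that the paper names for these knockdowns, the genes labelled in its figures, the 3 largest and 3 smallest log2 fold changes of each comparison among DE genes with a mean of at least 50 counts and groups that do not overlap, and ARID1A, CHD4, ZMYND8, ZMYND11 and the H3.3 chaperone genes HIRA, UBN1, CABIN1, ASF1A, DAXX and ATRX. Not every gene that the rule selects is named. PLAT, BUD31, SNX33, COL6A1, COL6A2 and COL27A1 were singled out from the labelled genes after their values were seen.

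The rule for named genes, the tests, the gene lists and these alternatives were chosen before the data were examined, apart from what is said to be added: DESeq2's size factors, DESeq2, no filter, at least 10 counts in every library, all 9 libraries in the fit, the replicate number as a block, unstranded counts, another threshold, leaving out each library, and for the 7-base sequences no covariates and a mean of at least 50 counts. A correction for GC content and transcript length, and DESeq2 with all 9 libraries, were added after seeing the data. Comparisons with shared controls were set against 20 simulations of unchanged groups and, added after seeing the data, 20 of effects shuffled among genes of similar expression. With 3 libraries per group, a rank comparison of single values cannot reach a small p, so p-values come from the model across all genes. Gene set enrichments of the paper (Fig. 3K, Fig. 7H) were not repeated, and neither were the shrinkage of fold changes and the independent hypothesis weighting.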

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

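Most tests in this part were chosen after the result was seen. Those set before are the t-values of the reverse complements and of control libraries for the 7-base sequences, the medians of cholesterol list members with siZMYND8 and proliferation list members with siH3F3B that hold no such sequence, the sites in TIMP3 and CLSTN2, and the counts of other splits for list medians. Cutoffs for 7-base t-values (-4.67, adjusting 0.05 over all 7-base sequences) were also set after the values were seen.

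Genes that fell with each siRNA pool carried particular 7-base sequences in their 3' UTRs, a signal that the paper does not report. For siH3F3B the lowest t-value was that of GCCACTA, -17.5 among genes with a mean of at least 50 counts and -8.11 among all tested genes. For siZMYND8 it was that of GCCAAGT, -22.8 and -13.1. The lowest sequence sharing no 5 bases in a row with these was GGGTGAT for siH3F3B (-11.5 among abundant genes and -4.77 among all tested genes) and AACAGTT for siZMYND8 (-7.72 and -3.98). Among all tested genes AACAGTT therefore misses the cutoff. This rule for picking sequences, and the use of abundant genes for it, were chosen after the tables of sequences were seen. The median log2 fold change with siZMYND8 was 0.015 for genes without GCCAAGT, -0.104 with 1 copy and -0.168 with more. For AACAGTT these medians were 0.009, -0.022 and -0.028, a much smaller difference. With siH3F3B they were 0.007, -0.063 and -0.148 for GCCACTA and 0.007, -0.049 and -0.055 for GGGTGAT. The GC content or length of 3' UTRs is argued against, since the reverse complements of the 4 sequences had t-values no lower than -1.76. Differences between libraries that do not follow the siRNA are argued against too, since their t-values in 1 control library against the others were no lower than -1.80. All 4 sequences occur in the mRNA of the pool's own target, as do 14.9% of all 7-base sequences in H3F3B and 24.9% in ZMYND8. Their largest absolute t-value with the other pool was 1.56. Matches to the seeds of the transfected siRNAs may therefore contribute to the downregulated genes. The siRNA sequences were not compared, and no biological explanation was tested. In the scan as designed, counting target-mRNA sequences among the 100 lowest t-values gave 24 for siH3F3B, where 14.9 would occur by chance, and 33 for siZMYND8, where 24.9 would.

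The cholesterol synthesis list differed between the knockdowns, with a median log2 fold change of -0.75 for siZMYND8 against siH3F3B (24 of 24 genes lower, camera adjusted p = 5.99e-96, 0.00212 with estimated correlation, 1.84e-05 with fry). Against control the median was -0.56 with siZMYND8 (24 of 24 lower, camera adjusted p = 2.19e-96) and 0.13 with siH3F3B (16 of 24 higher, camera adjusted p = 0.000183, 0.207 with estimated correlation). The list was chosen because the paper's volcano plot of siZMYND8 labels such genes, so it is not independent of these libraries. Bias from GC content or gene length is argued against by a median of -0.57 with siZMYND8 after correction for both. Library size normalization moves every gene by the same amount, and it is argued against because the median of the list lay -0.56 from that of all abundant genes. The 18 members without a leading sequence had a median of -0.51. They shifted as a list too (camera with estimated correlation, adjusted p = 0.000293 over 3 such tests). This argues against matches to the leading sequences in the 3' UTRs of the listed genes as the whole cause. Members with other low-ranking sequences were not removed, such as TGCCAAG with a t-value of -13.7 among abundant genes. Other seed matches in the listed genes therefore stay open. The 6 members with a leading sequence had a median of -1.02, so for these a contribution of seed matches stays open. It cannot be told from these values, because the sequences were picked on the same fold changes. What also stays open is an effect of the siRNA pool on a gene other than ZMYND8. It cannot be told apart from loss of ZMYND8, because the groups hold 1 siRNA condition against ZMYND8. Of the 10 splits of the 6 libraries, 1 gave a median as far from 0 in each of the 3 comparisons.

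The proliferation list, genes of S and G2/M phase, was lower with siZMYND8 than with siH3F3B, by a median of -0.21 (22 of 28 genes lower, camera adjusted p = 1.93e-17, 0.0119 with estimated correlation, 4.18e-05 with fry). Against control the median was -0.14 with siH3F3B (27 of 28 lower, camera adjusted p = 2.13e-14, 0.0393 with estimated correlation, 0.000674 with fry) and -0.36 with siZMYND8 (27 of 28 lower, camera adjusted p = 1.26e-61). Shared control libraries as the cause of the difference between the knockdowns are argued against by the direct comparison, which uses no control library, with its median of -0.21. For the falls against control a shift of all control libraries cannot be told apart from an effect, since each of these comparisons uses the same 3 libraries. Leaving out any 1 of them left the median at -0.13 or lower with siH3F3B and at -0.35 or lower with siZMYND8. GC content or gene length is argued against by a median of -0.14 after correction. For the siH3F3B part, the 24 members without a leading sequence had a median of -0.12, with 23 of 24 lower (fry adjusted p = 0.00135, camera at the preset correlation 3.06e-09). Camera with estimated correlation gave weaker evidence for this shift (adjusted p = 0.0645). Seed matches in the listed genes therefore stay open as the whole cause of the siH3F3B part. The 4 members with a leading sequence had a median of -0.39, so for these a contribution of seed matches stays open. With siZMYND8 the median was -0.29 among members without a leading sequence of that pool (20 members, camera with estimated correlation, adjusted p = 0.00325). This argues against matches to the leading sequences in 3' UTRs as the whole cause there. Members with other sequences were not removed, so other seed matches stay open. The 8 members with a leading sequence had a median of -0.63, so seed matches may deepen the median of -0.36, which cannot be told from these values. In the direct comparison the median was -0.21 among the 16 members without a leading sequence of either pool. A change in growth stays open and was not tested in these data. For siH3F3B the paper reports no effect on the cell cycle, from EdU labelling 72 h after transfection. In each of the 3 comparisons, 1 of the 10 splits gave a median as far from 0.

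Interferon-stimulated genes were higher with siZMYND8 than with siH3F3B, by a median of 0.58 (20 of 23 genes higher, camera adjusted p = 7.41e-12, fry 0.00209). Against control the median was -0.26 with siH3F3B (20 of 23 lower, camera adjusted p = 4.72e-11, fry 0.0176) and 0.13 with siZMYND8 (18 of 23 higher, camera adjusted p = 0.0178, fry 0.18). These genes may move together as a unit, which the preset correlation does not allow for. With estimated correlation the adjusted camera p was 0.0393 in the direct comparison, which argues against that as the whole cause there. It was 0.086 for siH3F3B against control, so for that shift correlated genes stay open. The median in the direct comparison was 0.59 after correction for GC content and length. With siZMYND8 the median was 0.35 among the 16 members without a leading sequence of that pool and 0.06 among the 7 with one, so the median of 0.13 depends on which members hold one. In the direct comparison it was 0.60 among the 15 members without a sequence of either pool. With siH3F3B it was -0.26 among the 21 without one of that pool and -0.63 among the other 2. The sequences were picked on the same fold changes, so whether seed matches lower the members that hold one is not tested by this. Of the 10 splits, 1 gave a median as far from 0 in the direct comparison and 1 with siH3F3B, but 3 with siZMYND8, so other splits of the same libraries gave shifts as large as that one. No biological explanation was tested.

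The collagen list differed between the knockdowns by a median of 0.26 (26 of 36 genes higher with siZMYND8, camera adjusted p = 1.09e-07, 0.0393 with estimated correlation, 0.000307 with fry). The median rests partly on 1 library, since it was 0.11 without siZMYND8 replicate 3. In each of the 3 comparisons 1 of the 10 splits gave a median as far from 0. After correction for GC content and length it was 0.24. With siZMYND8 against control, the median was 0.30 among members without a leading 7-base sequence of that pool and 0.46 among those with one. Other technical explanations and a biological one were not tested for this list.

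TIMP3, CLSTN2 and PLAT rose with siH3F3B and fell with siZMYND8, with log2 fold changes in the direct comparison of -2.23, -2.12 and -0.81 (edgeR's quasi-likelihood test, adjusted p = 1e-40, 3.14e-22 and 4.36e-31). Each gene's groups did not overlap. For TIMP3 and CLSTN2, shared control libraries are argued against as the cause of the difference between the knockdowns, since the direct comparison uses none and the value closer to 0 was -2.12. They stay open for the opposite signs, which rest on the same 3 control libraries. With any 1 of these left out the signs stayed and the value closest to 0 was 0.36, for TIMP3 with siH3F3B, but a shift of all 3 cannot be told apart from an effect. Both genes of that pair, 2 of 2, hold a leading siZMYND8 sequence in the 3' UTR, and PLAT holds none. Whether seed matches lower them cannot be told apart from loss of ZMYND8 on 2 genes picked for their change, when 23.2% of genes with a 3' UTR hold such a sequence. INHBA and NNMT, which also hold GCCAAGT, rose with siZMYND8 by 0.48 and 0.31. The fall of TIMP3 by 1.82 on the log2 scale exceeds the median of -0.104 for genes with 1 copy.

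For the counts of DE genes, 1 of the 10 splits of the 6 libraries, the real one, gave as many in each of the 3 comparisons. The other 9 splits gave 0 genes at an adjusted p-value under 0.001. Each of them places libraries of both conditions in both groups, so effects of the knockdown raise the spread within groups, and their counts do not show what libraries without an effect would give. The genes of Fig. 3J upregulated with siZMYND8, and those of Fig. 7G upregulated with siH3F3B and with siZMYND8, were each reached by 1 of the 10 splits. With 3 libraries against 3 this share cannot fall below 1 in 10.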

How the results depend on the processing

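The summary of the processing lists the alternatives that were planned, and the GC and length correction and DESeq2 with all 9 libraries were added after seeing the data. Under all of them, the log2 fold changes of H3F3B with siH3F3B (-2.94 to -2.88 with each library left out) and of ZMYND8 with siZMYND8 (-0.91 to -0.83) kept their direction and their call, and H3F3A with siH3F3B (0.04 to 0.18) was never called.

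With a threshold of 0.05 in place of 0.001, the DE genes numbered 3654 for siH3F3B, 5859 for siZMYND8 and 5987 for siZMYND8 against siH3F3B, the shared DE genes numbered 2118, and 84.5% of siH3F3B DE genes had an absolute log2 fold change below 0.5, since a looser threshold lets in smaller changes. With 0.001 in place of 0.05, 37 genes of Fig. 7G were upregulated in both knockdowns. With the GC and length correction the share below 0.5 was 82.6%, and the cause was not tested. DESeq2 called 1338, 2657 and 2969 DE genes, of which 1323, 2646 and 2959 were also called by edgeR.

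The replicate number as a block gave 1792, 3622 and 3522 DE genes. Same-numbered libraries of different groups did not deviate together, with correlations of their deviations from the group means between -0.064 and 0.044 across 12126 genes, so the numbers do not pair the samples.

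Across the fits that each left out 1 library, DE genes ranged from 1022 to 1876 for siH3F3B, from 2851 to 3092 for siZMYND8 and from 2721 to 3644 for siZMYND8 against siH3F3B. The share of siH3F3B DE genes below 0.5 ranged from 72.4% to 82.0%, the shared DE genes from 514 to 920 and the share of these changed in the same direction from 70.8% to 76.5%. The lowest counts, 1022 and 514, came without control replicate 3, and fewer libraries give the test less power. Genes of Fig. 7G upregulated in both ranged from 49 to 58, and genes of Fig. 3J upregulated with siZMYND8 from 20 to 22.

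The collagen shift with siH3F3B (median 0.11, camera adjusted p = 0.0325) ranged from 0.081 to 0.15 with 1 library left out. Its adjusted camera p rose to 0.0551 with unstranded counts (median 0.11), to 0.0835 without control replicate 2, to 0.116 without control replicate 3 and to 0.0691 without siH3F3B replicate 3, and its lowest was 0.00716, with DESeq2. The interferon shift with siZMYND8 (median 0.13) ranged from 0.081 to 0.19. It passed 0.05 no longer with DESeq2 (median 0.12, camera adjusted p = 0.0686), with at least 10 counts in every library (0.12, adjusted p = 0.0637), with DESeq2 on all 9 libraries (0.12, adjusted p = 0.0663), without control replicate 1 (0.12, adjusted p = 0.185) and without siZMYND8 replicate 2 (0.081, adjusted p = 0.0692), and its lowest was 0.00092, without siZMYND8 replicate 3. The cause was not tested. The other 10 list shifts kept direction and call under each alternative. The collagen median in the direct comparison ranged from 0.11, without siZMYND8 replicate 3, to 0.28.

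The number of H3F3B mRNA sequences among the 100 lowest 7-base t-values with siH3F3B was 24, 33 among genes with a mean of at least 50 counts and 12 without covariates, which is below the 14.9 that chance gives. The cause was not tested. For siZMYND8 these counts were 33, 31 and 41.

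Of 74 results for single genes, 63 kept direction and call, at an adjusted p-value under 0.001, under every alternative. Direction reversed in 5 that were never called. CHD4 with siH3F3B, -0.0055 as tested, was 0.0044 with no filter and 0.0021 with all 9 libraries in the fit, and ranged from -0.024 to 0.026 with 1 library left out, above 0 without control replicate 3 and without siH3F3B replicate 1. HIRA with siH3F3B ranged from -0.14 to 0.031, above 0 without control replicate 2 (0.031) and without siH3F3B replicate 3 (0.023). UBN1 ranged from -0.024 to 0.038, below 0 without siH3F3B replicate 2. DAXX ranged from -0.093 to 0.013, above 0 without control replicate 1. ATRX ranged from -0.033 to 0.011, above 0 without control replicate 3 and, at 0.0054, without siH3F3B replicate 3. The cause was not tested.

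At 0.001, calls were lost in 4 of the 74, under 13 alternatives in all, and these include the following. CLSTN2 with siZMYND8 lost its call without control replicate 1 (-0.59, adjusted p = 0.00409 in edgeR's test, the highest of its alternatives). CABIN1 with siH3F3B lost it without any 1 control library and without siH3F3B replicate 2 (-0.17 to -0.19). SNX33 with siZMYND8 lost it in both DESeq2 fits and without control replicate 2, control replicate 3 or siZMYND8 replicate 2 (each 0.14). Calls were gained in 2, under 6 alternatives. ZMYND8 with siH3F3B was called without siH3F3B replicate 3 (-0.20) and with the GC and length correction (-0.17), and H3F3B with siZMYND8 in 4 fits of all its libraries (0.079 to 0.09).

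At 0.05, the threshold used for Fig. 7G, the calls of 5 results for the genes of that figure named in the text changed. With siH3F3B, BUD31 (adjusted p = 0.0529 in edgeR's test) gained its call with no filter (0.0341), with at least 10 counts in every library (0.0345), with all 9 libraries in the fit (0.0223), with DESeq2 on all 9 libraries (0.0367) and without siH3F3B replicate 1 (0.0402), and SNX33 (adjusted p = 0.0994 in that edgeR test) gained its call with all 9 libraries in the fit (0.0437). C1S (adjusted p = 0.0387 in that edgeR test) lost its call with DESeq2 (0.0642), with the GC and length correction (0.058) and without control replicate 2 (0.118), control replicate 3 (0.196) or siH3F3B replicate 3 (0.178). TRIO (adjusted p = 0.0181 in that edgeR test) lost it without control replicate 1 (0.0686) or control replicate 2 (0.132). With siZMYND8, BUD31 (adjusted p = 0.018 in that edgeR test) lost its call with DESeq2 (0.0533), with unstranded counts (0.0794) and without control replicate 1 (0.0543), control replicate 3 (0.0654) or siZMYND8 replicate 2 (0.132). The cause was not tested.

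Depth and the number of libraries limit small changes. Among simulated genes with a mean of at least 50 counts that were changed by 0.5 on the log2 scale, 76.1% were recovered.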

Differences from the paper's values

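With the test as designed, no count of genes in the paper that was also computed here differed by more than 1.5 times, the limit for calling counts different, but smaller differences remain. The paper reports 1608 DE genes for siH3F3B against 1623 here, and 60 genes upregulated in Fig. 7G against 58 here. With all 9 libraries in the fit, an alternative set before the data were examined, all 60 were upregulated in both knockdowns at an adjusted p-value under 0.05 in edgeR's test. BUD31, but not SNX33, also passed with no filter, with at least 10 counts in every library, without siH3F3B replicate 1, and with DESeq2 on all 9 libraries, which was chosen after seeing the values. The count was 52 with DESeq2, 57 with unstranded counts, 57 with the GC and length correction, also chosen after seeing the values, and between 49 and 58 with 1 library left out.

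For siZMYND8 the paper has about 2700 DE genes in Fig. S9C, read by eye, against 3457 here, 2657 with DESeq2 and 2674 with DESeq2 on all 9 libraries, again chosen after seeing the values. It has about 710 genes shared by siH3F3B and siZMYND8 in Fig. S9J, read by eye, against 803 here, 616 with DESeq2, 692 with at least 10 counts in every library and 707 with DESeq2 on all 9 libraries. Fig. S9J was limited to genes detected in every condition that the paper analysed, while the counts here use all genes tested in both comparisons. The authors' deposited tables hold 2675 DE genes for siZMYND8 and 708 shared DE genes.

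The paper reports 24192 genes in Fig. 3C. The authors' deposited table of that comparison lists 21492 genes, 21560 were tested here and 29750 with no filter.

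The paper names C1S among the genes that both H3.3 and ARID1A repress. Here C1S rose with siH3F3B by a log2 fold change of 0.11, with an adjusted p of 0.0387 in edgeR's quasi-likelihood test. Its adjusted p ranged from 0.0113 to 0.196 across the alternatives, so no setting put it under 0.001. The authors' deposited table gives it an adjusted p of 0.0197.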

Other observations

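The test of 50-base sequences, the simulation of shuffled effects, its ratio to the expected number and the overlap without leading 7-base sequences were chosen after the results were seen.

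The low counts of H3F3A beside H3F3B may in part reflect reads shared with near-identical copies elsewhere in the genome. Of the 50-base sequences of the H3F3A transcript, 94.0% occur at 2 or more places in hg38, up to 8, against 11.9% for H3F3B and 0 of 5232 for ZMYND8. A read pair can be unique where 1 of its reads is not, so this share overstates the loss for paired reads. The counts of H3F3A at those places were not recovered, and no biological explanation was tested.

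The overlap of siH3F3B and siZMYND8 DE genes, 803 genes, was above the largest of 20 simulations with shuffled effects, 450. These had fewer DE genes, but the ratio of shared genes to the number expected from independent calls was also higher in the data (2.98) than in any simulation (2.05 on average, 2.19 at most). This argues against chance variation of the shared control libraries and equal power for abundant genes as the whole cause. A shift of all 3 control libraries would change genes in the same direction in both comparisons, as 72.5% of the shared genes did, and cannot be told apart from an effect here. Among genes with an annotated 3' UTR, 773 were shared and 72.2% changed in the same direction. Among those without a leading 7-base sequence of either pool, 445 were shared and 74.4% changed in the same direction.

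Multimapping read pairs made up 11.1% ± 1.64 of the pairs in control libraries, 9.42% ± 0.686 in siH3F3B libraries and 13.6% ± 1.73 in siZMYND8 libraries (SD, n = 3 each), with ranges of 9.20% to 12.2%, 8.63% to 9.86% and 11.6% to 14.9%.

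Of 10 genes, which are H3F3A, chromatin regulators that the paper studies and H3.3 chaperones, 1 was DE with siH3F3B, CABIN1 with a log2 fold change of -0.18 (edgeR's quasi-likelihood test, adjusted p = 0.000143), and 0 were DE with siZMYND8, where 6 had an unadjusted p under 0.05. ZMYND8 with siH3F3B had a log2 fold change of -0.15 (adjusted p = 0.0164 in that edgeR test).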
